# Spatial competition constrains resistance to targeted cancer therapy

**DOI:** 10.1038/s41467-017-01516-1

**Published:** 2017-12-08

**Authors:** Katarina Bacevic, Robert Noble, Ahmed Soffar, Orchid Wael Ammar, Benjamin Boszonyik, Susana Prieto, Charles Vincent, Michael E. Hochberg, Liliana Krasinska, Daniel Fisher

## Abstract

Adaptive therapy (AT) aims to control tumour burden by maintaining therapy-sensitive cells to exploit their competition with resistant cells. This relies on the assumption that resistant cells have impaired cellular fitness. Here, using a model of resistance to a pharmacological cyclin-dependent kinase inhibitor (CDKi), we show that this assumption is valid when competition between cells is spatially structured. We generate CDKi-resistant cancer cells and find that they have reduced proliferative fitness and stably rewired cell cycle control pathways. Low-dose CDKi outperforms high-dose CDKi in controlling tumour burden and resistance in tumour spheroids, but not in monolayer culture. Mathematical modelling indicates that tumour spatial structure amplifies the fitness penalty of resistant cells, and identifies their relative fitness as a critical determinant of the clinical benefit of AT. Our results justify further investigation of AT with kinase inhibitors.

## Abstract (web summary)

Adaptive therapy aims to control tumours by exploiting competition between therapy-sensitive and resistant cells. Here, the authors show that tumour spatial structure is a critical parameter for adaptive therapy as competition for space increases fitness differentials, allowing suppression of resistance with low-dose treatments.

## Introduction

Kinase inhibitors targeting signaling pathways have shown major value in targeted cancer therapies but generally fail due to acquired resistance^1, 2^. Numerous studies have identified activation of alternative signaling pathways as possible resistance mechanisms (e.g., ref. ^3^), suggesting that combination therapies directed against multiple pathways would be beneficial. As an alternative strategy, adaptive therapy (AT) is proposed to be advantageous in such settings, and more effective at controlling resistance than conventional maximal tolerated dose (MTD) approaches^4–8^. In AT, therapeutics are used at low-dose, adjusted to maintain tumour burden constant rather than eradicating all tumour cells. This in theory preserves therapy-sensitive cells that will outcompete resistant cells, due to the reduced proliferative fitness of the latter. This assumption has not been validated. Furthermore, whereas previous mathematical modelling^7^ indicated that AT should confer a large survival benefit, this model assumed that the relative fitness of resistant cells is proportional to their frequency in the population. As such, the relative fitness of rare resistant cells would approach zero, which is unlikely. Crucially, experimental investigations of AT did not monitor resistance frequency nor measure cell fitness. In mouse xenograft models using cytotoxic chemotherapy, combining one MTD dose followed by lower doses resulted in better long-term tumour control than the MTD treatment alone^4, 6^. Although this result might indeed reflect reduced selection for resistance, alternatively, it may have been due to the higher cumulative drug dose applied. The principles underlying AT thus remain unproven.

To test the assumptions of AT, we developed a new mathematical model of the population dynamics of therapy-sensitive and resistant cells, and an experimental system allowing us to test its predictions. We hypothesised that resistance to inhibitors of cell cycle regulators would likely incur a fitness cost, potentially fulfilling the assumptions of AT and allowing us to test which parameters are critical. We focused on cyclin-dependent kinases (CDKs), which control the cell cycle and whose pathways are universally deregulated in cancer^9^. Small molecule CDK inhibitors (CDKi) have been developed as agents for cancer therapy. Early clinical trials with non-specific CDKi showed promising responses but were hindered by toxicity^10^. In 2015, palbociclib (PD0332991), which targets CDK4 and CDK6, was approved for use in cancer therapy^11, 12^. However, not all cancer cells respond to CDK4/6 inhibition, and loss of RB1 renders cells insensitive^13–16^. Yet probably all cancer cells have active CDK1 and CDK2. CDK1 is essential for cell proliferation^17, 18^, whereas CDK2 knockout mice are viable^19, 20^ and CDK2 knockdown is tolerated by most cancer cells^21^. Nevertheless, acute pharmacological or peptide-based inhibition of CDK2 strongly inhibits cancer cell proliferation^22–25^, CDK2 counteracts Myc-induced cellular senescence^26^ and CDK2-knockout mouse cells are resistant to oncogenic transformation^19^. Thus, CDK1 or CDK2 inhibition will likely have therapeutic benefits.

We predicted that resistance to CDK1/CDK2 inhibitors might arise through alteration of cell cycle pathways, reducing proliferative fitness. We therefore generate colorectal cancer cells with acquired resistance to a CDK1/CDK2-selective inhibitor, and identify mechanisms of resistance. These involve stable rewiring of cell cycle pathways, resulting in compromised cellular fitness. Based on competition experiments with different treatment regimes and computer simulations, we find that tumour spatial structure is a critical parameter for AT. Competition for space increases fitness differentials, allowing effective suppression of resistant populations with low-dose treatments.

## Results

### Mathematical modelling of tumour evolution under AT

To investigate the hypothesis that AT might control tumour growth more effectively than MTD, we first developed a new minimally complex mathematical model of tumour evolutionary dynamics during therapy to capture the fundamental dynamics of AT and MTD. Previous mathematical modelling^7^ indicated that AT could confer very large survival benefit, that strongly depended on the fraction of resistant cells in the population (frequency) when treatment begins. However, relative fitness of resistant cells was assumed to be proportional to their frequency (Fig. 1a, solid line), a probable oversimplification of dynamics in situ. The premise underlying AT is that, on average, resistant cells proliferate more slowly when surrounded by sensitive cells than other resistant cells. Yet competition for diffusion-limited resources is generally confined to relatively small neighbourhoods, and a change in frequency below or above certain thresholds should not much affect resistant cell fitness. From these considerations and a geometrical analysis of resistant subclone growth within a three-dimensional tumour (Supplementary Methods; Supplementary Fig. 1), we propose that the relationship between the relative fitness and the frequency of resistant cells can be more realistically represented by a sigmoidal function, with its lower asymptote greater than zero (Fig. 1a, dashed lines). The two asymptotes correspond to the relative fitness of resistant cells when they are either (i) surrounded by drug-sensitive tumour cells that constrain their population growth (lower), or (ii) more abundant and have escaped from competition with drug-sensitive cells (upper). We assume that the transition between fitness levels is relatively abrupt as resistant cells that escape competition with sensitive cells will rapidly expand. Yet our model predicts that the relative benefits of AT are insensitive to the exact frequency of the transition (Supplementary Methods; Supplementary Fig. 1).

**Fig. 1:**
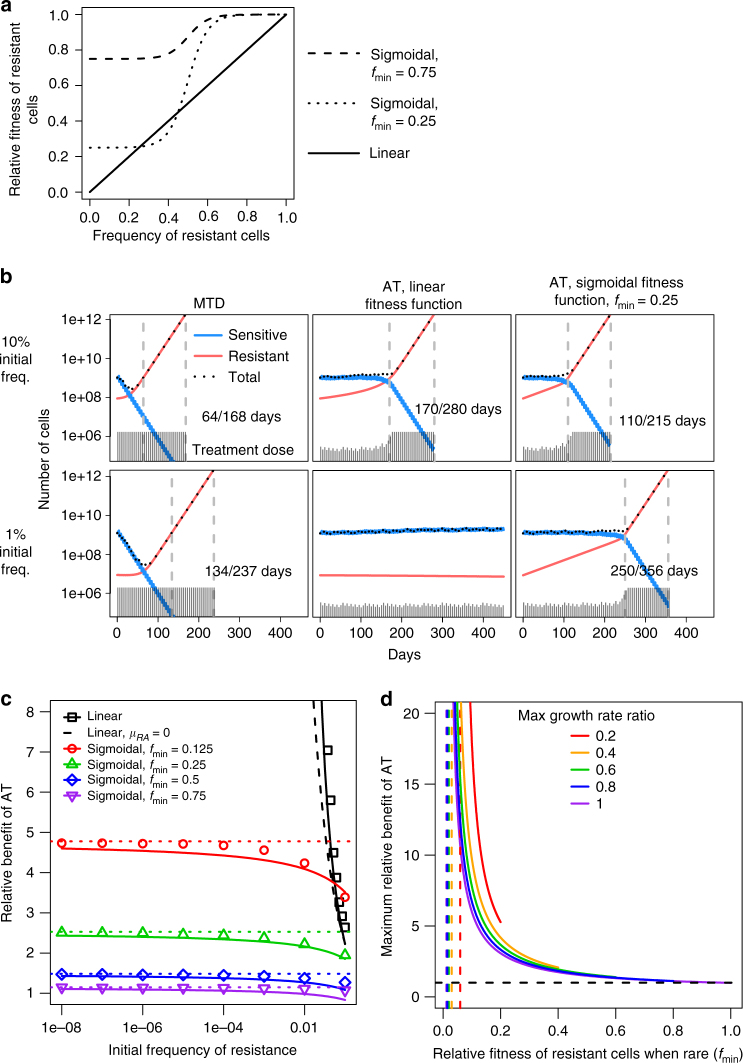
Mathematical modelling of tumour evolutionary dynamics. **a** In mathematical modelling of cancer treatment outcomes, the function *f* describing the relationship between resistant cell relative fitness and frequency may be assumed to be linear (solid curve) or sigmoidal. Two example relationships are shown for the relative fitness of resistant cells when rare, *f*_min_ = 0.25 (dotted curve) and *f*_min_ = 0.75 (dashed curve). **b** Numerical results of a mathematical model for different therapy regimes, varied initial frequency of resistant cells, and varied function *f*. Population sizes are shown for sensitive cells (blue), resistant cells (red), and all cells (black). Days of progression-free survival (first vertical dashed line) and overall survival (second vertical dashed line) are shown. Grey vertical bars show the therapy dose. MTD = maximum tolerated dose; AT = adaptive therapy. **c** Mathematical model predictions for the progression-free survival benefit of adaptive therapy (relative to maximum tolerated dose therapy) vs. initial frequency of resistant cells. Symbols represent numerical results; lines are approximate analytical solutions; dotted lines are the upper bounds of the approximate analytical solutions. Outcomes are shown for five models assuming different functions *f*. The first model (black solid curve and square points) assumes a linear function, and assumes that the therapy slightly increases the mortality rate of resistant cells, *μ*_*R*_. An analytical approximation is also shown for the case *μ*_*R*_ = 0 (dashed black line). Other models assume that *f* is sigmoidal. **d** Maximum relative survival benefit of adaptive therapy vs. *f*_min_, assuming a sigmoidal function *f*. Curves are shown for different values of *λ*_*R*_/*λ*_*W*_, which is the maximum growth rate of resistant cells, relative to the growth rate of sensitive cells. The vertical asymptotes are at *μ*_*RA*_/*λ*_*R*_ and the horizontal asymptote is at 1. Parameter values are taken from a previous study^7^ to facilitate comparison. Unless specified otherwise, *λ*_*W*_ = *λ*_*R*_ = log(2)/10, IC50_*W*_ = 1, IC50_*R*_ = 100, *ρ*_MTD_ = 1, *θ* = 5 days, *N*_0_ = 10^9^, *k* = 20, and *c* = 0.5

We used coupled differential equations to model population dynamics. We obtained approximate analytical solutions to determine how treatment outcomes depend on biological parameters (Supplementary Methods). To confirm their validity and to facilitate comparisons between studies, we also ran numerical simulations for AT and MTD regimes that were examined in previous analysis^7^. In simulations of MTD, therapy was applied as a constant-dose bolus at regular intervals. For AT, we began with half the MTD dose and adjusted it by 20% if the total population size had increased or decreased since the previous treatment. The AT dose was not allowed to exceed that of MTD. The cell number at treatment onset was set at 10^9^, approximating the cell population in a typical human tumour at first detection (1 cm^3^). We compared the predicted survival time (defined as the time taken for the tumour cell population to reach 10^12^), and progression-free survival time (defined as the time taken for the tumour to regain its pre-therapy size) between AT and MTD regimes.

With the previously-described linear fitness function^7^, AT can stall tumour growth indefinitely, provided resistance is sufficiently rare at the start of treatment and resistant cells maintain some sensitivity (Fig. 1b; Fig. 1c, black solid line). Even if some cells are 100% resistant, the benefit of AT, relative to MTD, is unbounded and increases rapidly with decreasing initial resistance frequency (Fig. 1c, black dashed line).

Conversely, with our more plausible sigmoidal fitness function, the benefit of AT is predicted to be more modest (Fig. 1b). The relative benefit of AT for progression-free survival (Fig. 1c) or overall survival (Supplementary Fig. 2a), is limited by an upper bound that is independent of the initial resistance frequency but varies with the maximum growth rate of resistant cells (Fig. 1d) and the degree of resistance (Supplementary Fig. 2b). For realistic parameter values, the upper bound can be approximated as

1 $$\frac{1}{{f_{{\mathrm{min}}}}} - \frac{{\lambda _W}}{{\mu _W}}\left( {\frac{1}{{f_{{\mathrm{min}}}}} - 1} \right),$$

where *f*_min_ is the relative fitness of resistant cells when they are rare; *λ*_*W*_ is the division rate of sensitive cells without treatment; *μ*_*W*_ is the death rate of sensitive cells under MTD (Supplementary Methods). The maximum benefit of AT is thus strongly dependent on *f*_min_, and increases as *f*_min_ decreases.

The same pattern holds for less frequent dosing (Supplementary Fig. 2c) and for sigmoidal rather than exponential growth curves (Supplementary Fig. 2d). In summary, this model predicts that AT will only have limited survival benefit over MTD unless the fitness differential between therapy-sensitive and resistant cells is large (at least a factor of two).

### Cell cycle rewiring in CDKi-resistant cells

To test how the results of mathematical modeling compare with experimental data, we first generated CDK1/CDK2 inhibitor-resistant (ir) cells and analysed their fitness. We chose the CDKi NU6102 since we found that it is CDK2-selective at low doses and we could generate NU6102-resistant alleles of CDK2 by engineering combinatorial mutations in the kinase domain^27^. We confirmed that NU6102 had similar growth-inhibitory effects in several cancer cell lines of different origins and in non-transformed fibroblasts (Supplementary Fig. 3a). In all cell lines, growth was arrested at 20 μM, whereas 50 μM caused major cell death. We chose the colorectal cancer cell line HCT-116 which can rapidly evolve resistance to cell cycle kinase inhibitors^28^. We could also compare CDK inhibition by NU6102 with CDK2 gene deletion (CDK2^−/−^)^29^. We found that CDK2^−/−^ cells were less sensitive to NU6102 than wild-type (WT) cells (Supplementary Fig. 3b), confirming that loss of CDK2 confers partial resistance to a CDK1/CDK2-selective inhibitor.

We stably expressed eGFP in the parental HCT-116 cells, to distinguish them from resistant cells in mixed cultures. To obtain NU6102-resistant cells, we applied either escalating concentrations of NU6102 (up to 10, 20 or 50 μM), or maintained the same concentrations from the start. We obtained NU6102-resistant colonies, which we designated R10, R20 or R50 (e.g., R50 is resistant to 50 μM NU6102), but no line was totally impervious to the inhibitor (Supplementary Fig. 3c). Without NU6102, populations resistant to higher concentrations grew more slowly, indicating compromised fitness (Supplementary Fig. 3c). We next profiled the expression of cell cycle regulators in control, CDK2^−/−^ and resistant cells (Supplementary Fig. 3d). In resistant and control cells, CDK2, CDK1, cyclin A2, cyclin E1, cyclin B1, cyclin D1, p21 and the CDK2 substrates RB and CDC6 were expressed at similar levels, while CDK6 was slightly increased in R20 cells. Cyclin A2, cyclin B1, CDK6, CDC6 and RB were strongly reduced in R50 cells, in accordance with their poor proliferation in the presence of inhibitor. However, after serial passaging in 50 μM NU6102, R50 cell proliferation became totally refractory to the inhibitor (Fig. 2a, compare R50-early and -late). Thus, resistance can evolve. Without inhibitor, R50-early and R50-late cells both proliferated less well than control cells, indicating that resistance indeed incurred a fitness penalty, in agreement with our original prediction. We tested the fraction of cells synthesising their DNA by analysing 5-ethynyl deoxyuridine (EdU) incorporation after either pulse-labelling or 24-hour exposure. This revealed that all R50 and WT cells replicated within a 24-h period, but 20% fewer R50 cells were in S-phase at a given time, indicating an altered cell cycle distribution (Supplementary Fig. 3e). R50 did not have increased apoptosis, as determined by 7-aminoactinomycin D staining and western blotting for cleaved caspase-3 (Supplementary Fig. 3f). To test whether resistance was reversible, we withdrew the inhibitor for 2 or 6 months (“drug holidays”). Re-exposure to NU6102 did not affect the cell growth, demonstrating that resistance was irreversible (Supplementary Fig. 3g).

**Fig. 2:**
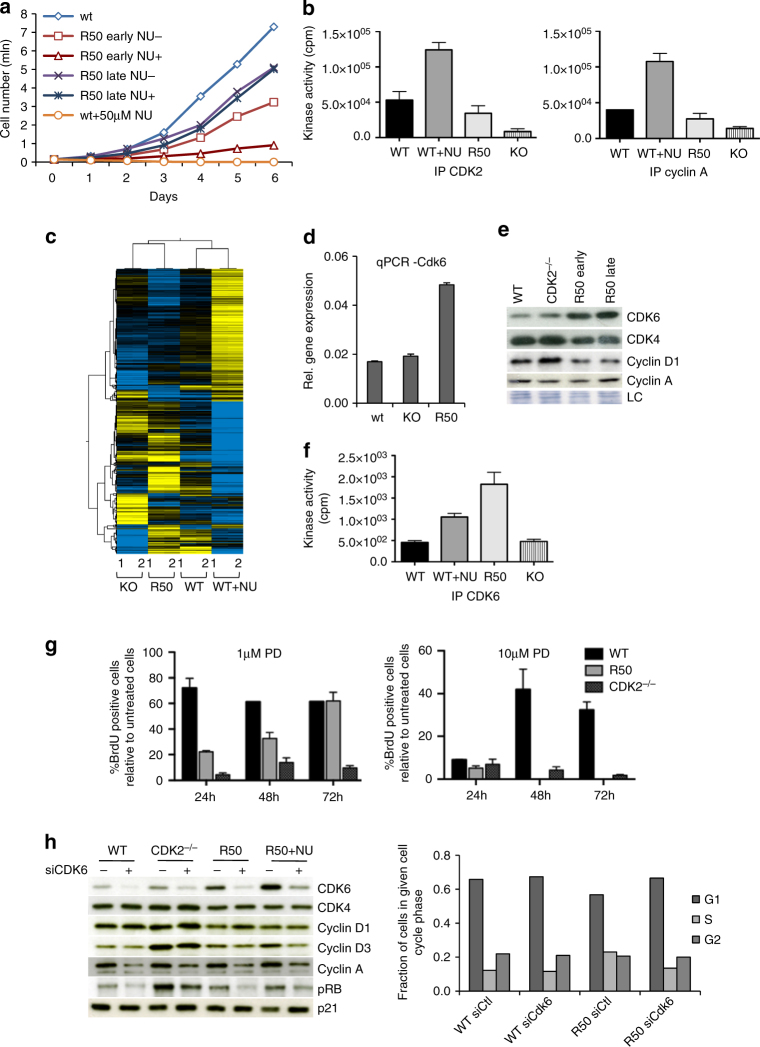
Cell cycle rewiring in CDKi-resistant cells. **a** HCT116 WT and R50 early and late cells were grown in the absence or presence of 50 μM NU6102 and the cell number was evaluated every day for 6 days. Representative of three independent experiments. **b** Kinase activity assayed in vitro on CDK2 and cyclin A immunoprecipitates from WT, WT cells treated for 24 h with 20 µM NU6102, R50 and CDK2^−/−^ (KO) cells (mean±SD of 2 independent experiments performed in triplicates). **c** Heat-map of 2300 genes differentially expressed between WT, CDK2^−/−^ (KO), R50, and WT cells treated with 20 µM NU6102 for 24 h; analysis was performed in duplicates. Upregulated genes are indicated in yellow, downregulated in blue. **d** qRT–PCR analysis of CDK6 expression in WT, CDK2^−/−^ (KO) and R50 cells (mean±SD of three replicates). **e** Western blot analysis of the proteins indicated in WT, CDK2^−/−^ and R50 early and late cells. **f** Kinase activity assayed in vitro on CDK6 immunoprecipitates from WT, WT cells treated for 24 h with 20 µM NU6102, R50 and CDK2^−/−^ (KO) cells (mean±SD of two independent experiments performed in triplicates). **g** WT, R50 and CDK2^-/-^ cells were grown in the absence or presence of palbociclib (1 μM or 10 μM; PD0332991, PD) for 24 h, 48 h and 72 h, pulsed for 15 min with BrdU, and analysed for BrdU incorporation relative to untreated cells (mean±SD of a representative experiment performed in triplicates). **h** CDK6 was downregulated with siRNA in WT, CDK2^−/−^, R50 and WT cells treated with 20 µM NU6102 for 24 h. After 24 h, the expression of indicated proteins (left) and cell cycle distribution (right) were analysed

We next tested the sensitivity of R50 to other CDKi, and found that they were more sensitive than controls to another tri-substituted purine, purvalanol A^30^ (Supplementary Fig. 4a), that also strongly inhibits CDK1 and CDK2^27^. This suggests that cells were not generally drug-resistant and that a specific alteration in CDK pathways contributed to NU6102 resistance. We cloned and sequenced the *CDK2* gene from R50 cells and found no mutations. We then measured CDK2 kinase activity by assaying phosphorylation of histone H1 on immunoprecipitates of CDK2 or cyclin A from R50 cells, CDK2^−/−^ cells, WT cells, and WT cells treated with 20 μM NU6102 (Fig. 2b). As expected, only background CDK2 activity was detectable in CDK2^−/−^ cells, though cyclin A-associated activity (which includes CDK1) was less affected. WT cells treated with 20 μM NU6102 had higher maximal CDK2 activity than control cells, an expected result of their arrest in G2/M. Despite having similar levels of cyclin A-CDK2 complexes to WT (Supplementary Fig. 4b), CDK2 activity from R50 cells was reduced (Fig. 2b), perhaps contributing to their NU6102 resistance. To investigate CDK2 activity directly in cells, we used a recently-developed sensor, DHB-Venus^31^. This probe translocates from the nucleus to the cytoplasm upon phosphorylation by CDK2. However, the probe behaved similarly in CDK2^−/−^, R50 and WT cells (Supplementary Fig. 4c), indicating that another kinase can substitute for CDK2 in G1/S. Altogether, these results suggest that while CDK2 activity was reduced in R50, overall CDK activity was comparable, implying rewiring of CDK pathways.

Upregulating Ras signaling pathways and cyclin E expression is involved in resistance to CDKi in HEY ovarian cancer cells^16^. Cyclin E expression was normal in R50 cells (Supplementary Fig. 3d). We probed the activity of major cell signaling pathways by protein phosphorylation array analysis, but found no major alterations between WT cells, WT cells treated with 20 μM NU6102, R50 cells or CDK2^−/−^ cells (Supplementary Fig. 4d). This further highlights the CDK-specificity of NU6102 and is consistent with specific resistance mechanisms. 

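RNA from HCT-116 cells, a human colorectal carcinoma line, was profiled in 4 groups with 2 arrays per group. The groups were WT cells, WT cells treated for 24 h with 20 µM of the CDK1 and CDK2 inhibitor NU6102 (WT+NU6102), CDK2−/− cells and R50 cells, which were selected in 50 µM NU6102. Each RNA was labelled with Cy3 and hybridized alone to an Agilent array of 60-base probes. The authors' scanner files give the intensity of each of 62976 spots after background subtraction, without normalization between arrays. Of these spots 58717 are not controls, and they represent 50599 probes. Between 34315 and 34586 of them were well above background on the WT arrays, between 32376 and 33878 for WT+NU6102, between 34017 and 36206 for CDK2−/− and between 32773 and 33773 for R50. The signal was taken to log2 and the 75th percentile of each array was subtracted. Spots marked as outliers by the scanner software were left out, which removed 31 probes. The 28677 probes well above background on both arrays of at least 1 group were tested, and they name 15317 genes. Limma fitted the 8 arrays together, so that the groups shared 1 estimate of spread. Only 2 arrays per group limit the precision. Across probes, which are not independent replicates, duplicates correlated with r between 0.994 and 0.996. The arrays of CDK2−/− and R50 cells were on slide 1 and those of WT and WT+NU6102 cells on slide 2, each scanned separately. WT+NU6102 against WT and R50 against CDK2−/− are therefore comparisons within a slide. In every other comparison slide and group cannot be told apart.

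The deleted gene was examined first. The CDK2 probe lies on chromosome 12 of hg19 from 56365789 to 56365848 and was well above background on all 8 arrays. Its normalized log2 signal was −1.55 ± 0.03 (SD, n = 2) in CDK2−/− cells and −0.77 ± 0.01 (SD, n = 2) in WT cells. The log2 fold change was −0.78 (SE 0.04, limma adjusted p = 0.000271). In R50 cells the log2 fold change against WT was −0.34 (adjusted p = 0.00706; above 0.05 without a filter on dim probes), and in WT+NU6102 cells it was 0.33 (adjusted p = 0.00250). In every array of R50 cells the signal lay between that of the CDK2−/− and the WT arrays.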

We next investigated gene expression genome-wide by microarray analysis. R50 cells clustered with CDK2^−/−^ cells, and the effects of loss of CDK2 gene or activity (NU6102 resistance) on the transcriptome were distinct from, and generally opposite to, the effects of CDK inhibition (Fig. 2c and Supplementary Data 1). 

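Among the 4 groups, 6065 of 28677 probes, from 4679 genes, differed at a Benjamini-Hochberg adjusted p under 0.001 in limma's moderated F-test. Without a filter on dim probes 963 passed, and with a prior variance that follows the intensity 11671 passed. Pairwise changes were called at an adjusted p under 0.05 with an absolute log2 fold change of at least 1. NU6102 treatment changed 1861 probes against WT, with 363 higher and 1498 lower. Without the minimum fold change this number was 12829, with 6771 higher and 6058 lower. CDK2−/− cells differed from WT in 1360 probes (699 higher, 661 lower). R50 cells differed from WT in 742 probes (469 higher, 273 lower), and after normexp background correction in 319 (242 higher, 77 lower). R50 differed from WT+NU6102 cells in 3118 probes (2183 higher, 935 lower) and from CDK2−/− cells, within a slide, in 1492 (816 higher, 676 lower). Without the minimum fold change more probes were lower than higher in R50, with 2805 higher and 3681 lower against WT, 6578 and 8172 against WT+NU6102, and 4349 and 5527 against CDK2−/−.

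Distances between groups were taken as 1 − Pearson r of the group means over the 6065 probes, each probe centred on its mean over the groups. R50 and WT cells lay at 0.916, and R50 and CDK2−/− cells at 1.21. WT+NU6102 and WT cells lay at 1.12, CDK2−/− and WT+NU6102 at 1.49, CDK2−/− and WT at 1.50, and R50 and WT+NU6102 at 1.64. The distance of R50 to CDK2−/− exceeded that to WT by 0.291. It was 0.285 from replicate 1 of each group alone and 0.285 from replicate 2, but the probes were selected on both replicates, so this closeness is no measure of error. With each array left out of the fit and of the selection it was 0.312 to 0.465. Under the other settings computed it stayed above 0, and it was lowest, at 0.143, over the probes of the methods' test, a set chosen after seeing the data. The root mean square difference was 0.67 log2 units between R50 and WT and 0.98 between R50 and CDK2−/−. In an average-linkage tree of the 8 arrays, duplicates joined first, R50 then joined WT at 0.918, CDK2−/− joined them at 1.35, and WT+NU6102 joined last at 1.41. With each probe centred on its median over the arrays, the tree over the 2300 probes of the methods' test joined WT with WT+NU6102 at 0.935 and CDK2−/− with R50 at 1.16. That setting was also chosen after seeing the data. The distances from R50 to WT and to WT+NU6102 run across the slides.

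**Figure D1:**
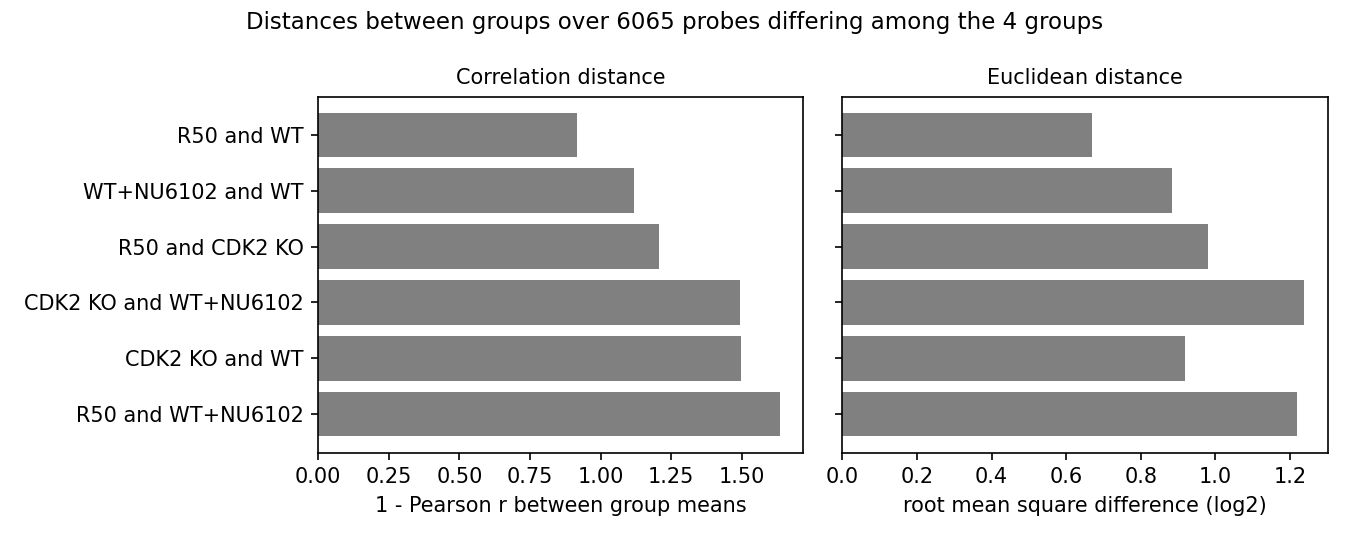
Distances between the 4 groups over the 6065 probes that differed among them, as 1 − Pearson r of the centred group means and as the root mean square difference in log2 units. R50 lies nearer to WT (0.916 and 0.67) than to CDK2−/− (1.21 and 0.98) on both scales.

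The effects against WT were then compared across the 6065 probes. All 3 effects share the WT arrays. Simulated unchanged groups that share them gave a correlation of 0.502 (range 0.450 to 0.548 in 100 simulations). In them 33.5% of probes moved in opposite directions. The simulated groups differ by noise alone, so they are no baseline for probes selected as differing. The effects of NU6102 and of R50 correlated with r = −0.211, and 70.4% of probes moved in opposite directions. Over all tested probes this r was 0.000531. The effects of NU6102 and of CDK2 deletion correlated with r = 0.0611 (Spearman's rho −0.0595), and 58.2% of probes moved in opposite directions. The effects of CDK2 deletion and of R50 correlated with r = 0.270, with 39.7% of probes in opposite directions. Of 271 probes called in both WT+NU6102 and R50 against WT, 156 moved in opposite directions and 115 in the same direction. Of 407 called in both WT+NU6102 and CDK2−/−, 141 were opposite and 266 the same. Of 313 called in both CDK2−/− and R50, 65 were opposite and 248 the same.

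**Figure D2:**
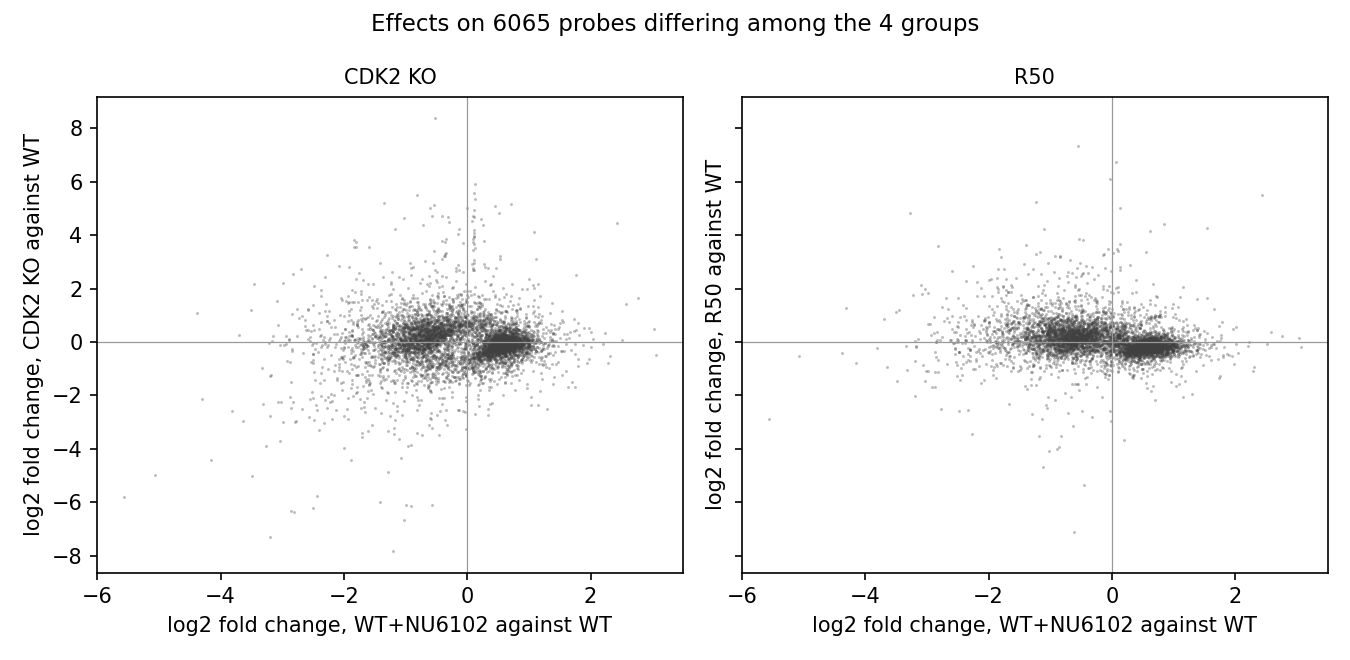
Log2 fold changes against WT of the 6065 probes that differed among the groups, with the effect of NU6102 treatment on the horizontal axis and the effect of CDK2 deletion or of R50 on the vertical axis; each point is a probe. The correlation is 0.0611 for CDK2−/− and −0.211 for R50.

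The paper states from its heat-map and gene table that R50 cells cluster with CDK2−/− cells. It states that losing the CDK2 gene or its activity affects the transcriptome differently from CDK inhibition, and for the most part in the reverse direction.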

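Pathway changes were examined with 3 fixed gene lists in place of the KEGG pathways, which were not used here. These were 43 S-phase genes, 54 G2/M genes and 99 genes called RNA transport genes here. The 99 were picked by the symbols of the nuclear pore, exportin, THO complex, translation initiation factor and related families. Since translation factors are among them, not every member transports RNA. No list for pathways in cancer was used. Each gene was represented by its brightest probe, and the lists were compared with all 15317 genes by limma's camera with a preset inter-gene correlation of 0.01, adjusted over 9 tests. Against WT, across slides, the median log2 fold change in R50 cells was −0.24 for S-phase genes (adjusted p = 2.65e-08), −0.16 for G2/M genes (3.71e-05) and −0.15 for RNA transport genes (3.71e-05). The median of all genes was −0.04. Adjusted over all genes tested, 32 S-phase genes were lower, and adjusted over the list alone 36. For G2/M genes 25 were lower and 1 higher, and adjusted over the list alone 28 and 1. For RNA transport genes 40 were lower and 7 higher, and adjusted over the list alone 46 and 7. Against WT+NU6102, also across slides, the medians were −0.54 (5.81e-07), −0.28 (0.0240) and −0.47 (2.50e-06) for the 3 lists. Adjusted over all genes tested, 35, 29 and 67 genes were lower and 3, 10 and 11 higher, and adjusted over the list alone 35, 30 and 67 were lower and 3, 10 and 12 higher. Within a slide, NU6102 raised the S-phase median by 0.28 (0.000167) and the RNA transport median by 0.27 (8.05e-06), while the G2/M median was 0.04 (0.558) and −0.080 after quantile normalization. There 27 S-phase genes were higher and 6 lower, 20 G2/M genes higher and 11 lower, and 64 RNA transport genes higher and 9 lower. Adjusted over the list alone, these counts were 29 and 7, 20 and 11, and 69 and 10. All 9 tests passed an adjusted p of 0.05 under fry, and with the correlation estimated from the arrays none did (lowest adjusted p = 0.135).

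The CDK6 probe lies on chromosome 7 of hg19 from 92234443 to 92234502 and was well above background on all 8 arrays. Its normalized log2 signal was 2.54 ± 0.02 (SD, n = 2) in R50, 0.93 ± 0.03 (SD, n = 2) in WT, 1.03 ± 0.02 (SD, n = 2) in CDK2−/− and 2.31 ± 0.04 (SD, n = 2) in WT+NU6102 cells. The log2 fold change of R50 was 1.61 against WT (SE 0.05, limma adjusted p = 0.000114) and, within a slide, 1.51 against CDK2−/− (adjusted p = 4.74e-05). In the methods' t-test the adjusted p for R50 against WT was 0.0584. With each array left out in turn the value against WT stayed between 1.59 and 1.63. NU6102 raised CDK6 by 1.37 within a slide (adjusted p = 8.70e-05), and CDK2−/− cells were not distinguishable from WT (0.10, adjusted p = 0.172). R50 exceeded WT+NU6102 by 0.23 (adjusted p = 0.00983). The array holds only 1 tested CDK6 probe.

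CDK4 was lower in R50 than in WT cells by a log2 fold change of −0.28 (adjusted p = 0.0324). For single genes a call is an adjusted p under 0.05 without a minimum fold change, and this one was lost in 7 of 8 fits with 1 array left out. CCNE1, which encodes cyclin E1, rose by 1.16 with NU6102 (adjusted p = 0.000168) and by 0.72 in CDK2−/− cells (0.000829), and was −0.33 in R50 cells (0.0162). CDC6 changed by 0.82, 0.63 and −0.31 in the same order, CCNA2 by 0.42, −0.26 and −0.38, and RB1 by 0.42, 0.86 and 0.60. With each array left out, the R50 change kept its call in 6 of 8 fits for CCNE1, 6 of 8 for CCNA2 and 3 of 8 for CDC6, and the CDK2−/− change of CCNA2 in 2 of 8. The R50 change of CDC6 also lost its call after normexp background correction, and without a filter on dim probes the calls of CDK4, CCNE1, CCNA2 and CDC6 in R50 and of CCNA2 in CDK2−/− cells were lost. The brightest CDK1 probe rose by 0.80 with NU6102, and its change in CDK2−/− cells, −0.12, was not called. Its change in R50, −0.17, lost its call whichever array was left out. Another CDK1 probe was at 0.033 with NU6102, 0.53 in CDK2−/− and −0.016 in R50 cells, so the effect on CDK1 depends on the probe. The brightest CCNB1 probe was at 0.15 with NU6102, −0.30 in CDK2−/− (adjusted p = 0.00812) and −0.22 in R50 cells (0.0308), and the R50 call was lost whichever array was left out. Another CCNB1 probe was at −0.79, 0.53 and −0.15 in the same order, so the direction in the first pair of comparisons depends on the probe. CCND1 and CCND3 rose by 0.57 and 0.84 with NU6102 and were not distinguishable from WT in CDK2−/− or R50 cells. CDKN1A, which encodes p21, was higher by 0.33 in CDK2−/− (adjusted p = 0.0312) and 0.32 in R50 cells (0.0435). With NU6102 it was at 0.04 and not called. Each of its calls was lost in some fits with 1 array left out, although the changes stayed at 0.28 or above.

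**Figure D3:**
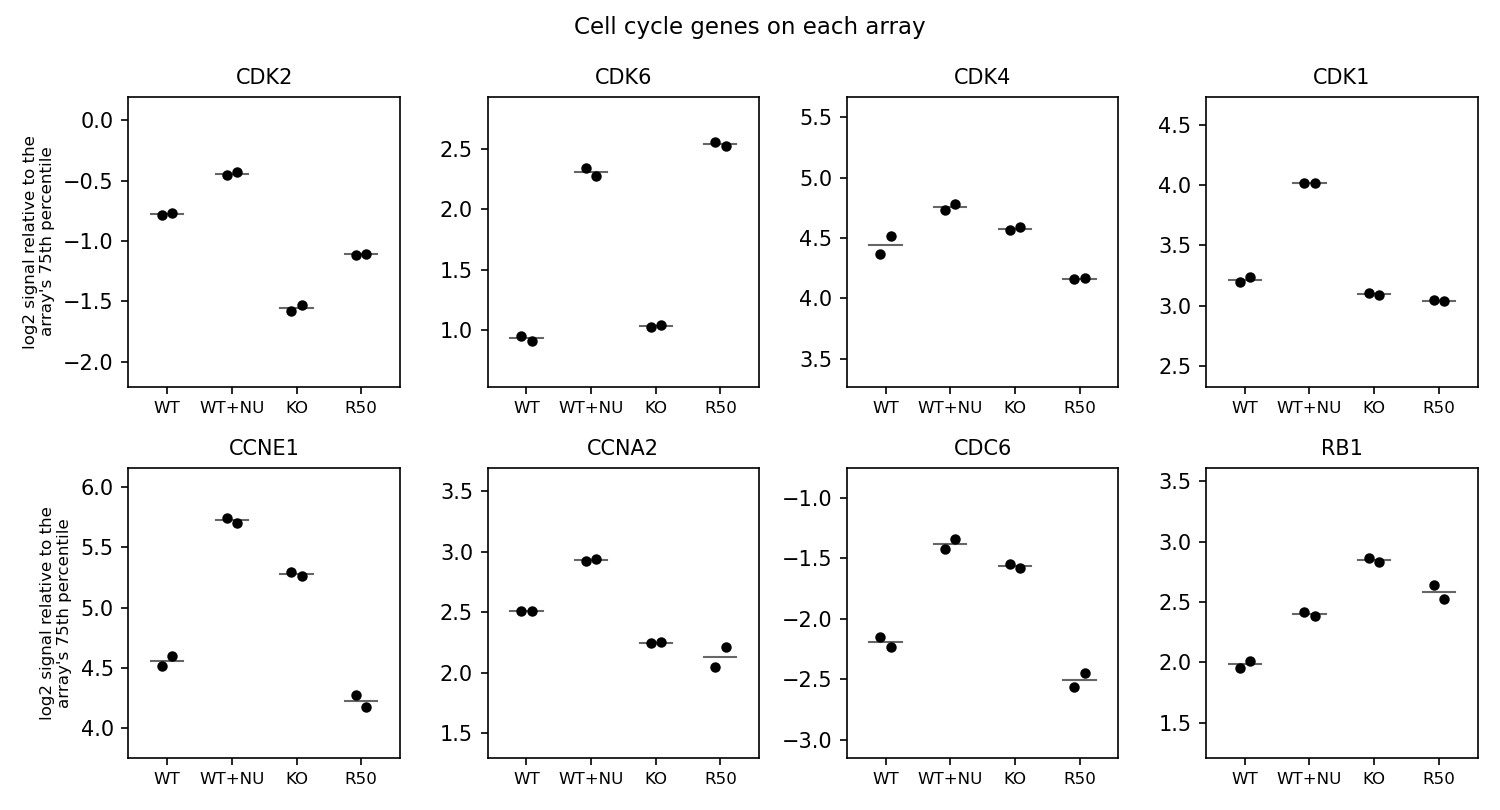
Normalized log2 signal of 8 cell cycle genes on each array, with 2 arrays per group as points; every vertical axis spans 2.4 log2 units. CDK6 is near 2.54 in R50 and 2.31 in WT+NU6102, against 0.93 in WT and 1.03 in CDK2−/− cells.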

Gene ontology analysis showed that the most altered pathways in R50 cells compared to WT cells ± NU6102 included pathways in cancer, the cell cycle, and RNA transport (Supplementary Fig. 4e). We confirmed by qRT-PCR that CDK6 was highly upregulated in R50 cells (but not CDK2^−/−^ cells) (Fig. 2d). While CDK4 levels were slightly reduced, both CDK6 protein and kinase activity were strongly increased in proliferating R50 cells (Fig. 2e, f). As determined by western blotting immunoprecipitated cyclin D1 and cyclin D3 from R50 cells, CDK6 showed no cyclin D specificity, whereas CDK4 preferentially complexed with cyclin D1 (Supplementary Fig. 4f). These results suggest that upregulation of CDK6 is involved in resistance to CDK2 inhibition. Determination of CDK2, CDK4 and CDK6 enzyme kinetic parameters in vitro (Methods and Supplementary Fig. 4g) showed that CDK6 affinities for ATP and NU6102 were intermediate between those of CDK2 and CDK4. The *K*_m_(ATP)/*K*_i_(NU6102) ratio, which reflects inhibitor sensitivity, was 2-3-fold lower for CDK6-cyclin D1 than for CDK2-cyclin A2. R50 and CDK2^−/−^ cells were more sensitive than control cells to the CDK4/CDK6 inhibitor PD0332991 (Fig. 2g). CDK6 knockdown by siRNA reduced cell proliferation similarly in both WT and R50 cells, as reflected by a decrease in cyclin A and phospho-RB levels (Fig. 2h). However, in R50, the CDK6 level remaining after siRNA was comparable to that of untreated WT cells. Thus, resistance to a CDK2-selective inhibitor led to increased dependency on CDK6, suggesting that CDK2 and CDK6 can perform similar cellular functions in HCT-116 cells.

Next, we tested the physiological relevance for tumourigenesis of this rewiring of CDK pathways. In vivo, tumour formation will depend on sensitivity to limiting oxygen and nutrients. We therefore compared growth curves of GFP + and R50 under conditions of low nutrients or hypoxia. R50 cells were markedly sensitive to culture in 1% oxygen (Fig. 3a), and low serum, but were less sensitive to low glucose (Fig. 3b), indicating possible effects of CDK rewiring on metabolism. We next subcutaneously injected parental (WT), R50 and CDK2^−/−^ cells in nude mice. All three cell lines could form tumours in mice, but R50 grew markedly more slowly than WT and CDK2^−/−^ tumours (Fig. 3c). Lower mitotic index indicated impaired cell proliferation (Fig. 3d). Thus, whereas CDK2 gene deletion did not affect tumour cell growth, R50 cells have lower proliferative fitness both in vitro and in vivo.

**Fig. 3:**
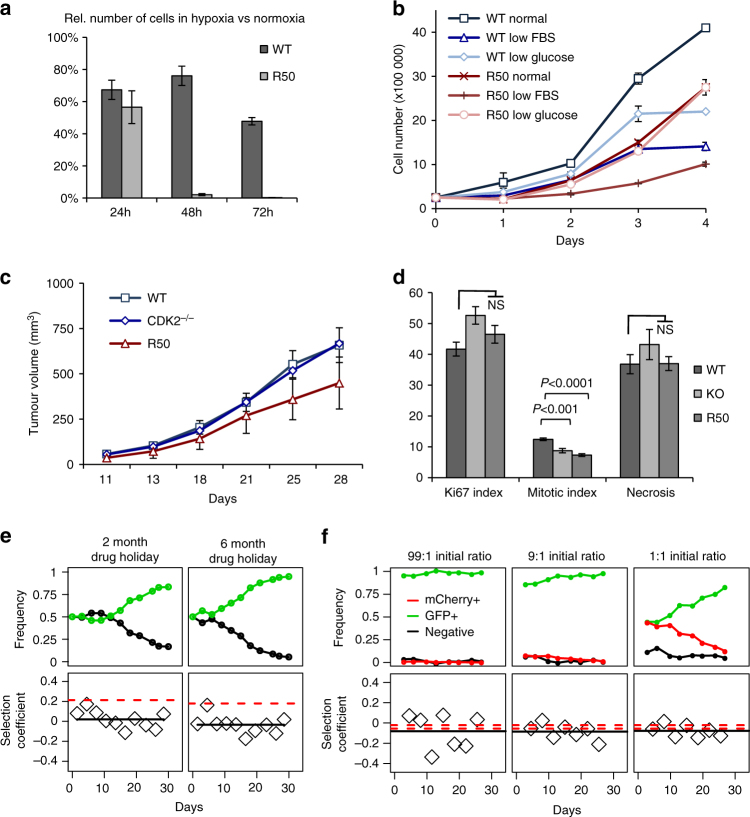
CDKi-resistant cells have lower proliferative fitness in vitro and in vivo. **a** WT and R50 cells were grown in 1% O_2_. Percentage of viable cells (relative to cells cultured in 21% O_2_) was quantified after 24 h, 48 h and 72 h (mean±SD of two independent experiments). **b** WT or R50 cells were grown in low serum (1%) or low glucose (1 g/L) and their number was analysed every 24 h (mean±SEM of 2 independent experiments). **c** Nude mice were injected subcutaneously with WT, CKD2^−/−^, or R50 cells, and tumour volume was measured at 3-day intervals (*n* = 8 mice per condition; mean±SD). **d** Immunohistochemistry analysis of mitotic index, Ki67 expression and necrosis (Caspase 3a) in xenograft tumour samples from **c** (represented as % of cells, mean±SEM; *t*-test, ns, not significant). **e**, **f** Frequency dynamics (top row) and selection coefficients for competition assays, compared to predictions from growth rates (bottom row). In the bottom row, each point corresponds to a selection coefficient calculated from a competition assay (i.e., a period between consecutive points in the top row). Solid lines are means. Red dashed lines indicate predictions based on the growth rates of each cell type in isolation (Supplementary Methods). A single prediction is shown whenever growth curves were measured at the same time as competitions were conducted; otherwise pairs of lines show maximum and minimum predictions based on non-contemporaneous growth curves. Results are shown for competitions between GFP+CDKi-sensitive cells and drug-holiday GFP- CDKi-resistant (R50) cells (**e**), and for competitions between GFP+CDKi-sensitive cells and mCherry+R50 cells with different initial ratios **(f)**

These results confirmed our initial hypothesis and suggested that, when mixed together in the absence of inhibitor, resistant cells should be outcompeted by sensitive cells. We adjusted results to compensate for loss of eGFP expression (as quantified in control experiments). When seeded at a 1:1 ratio, eGFP-expressing cells were outcompeted by eGFP-negative control cells, indicating impairment of growth due to eGFP expression (Supplementary Fig. 5a). We then competed R50 cells with eGFP-expressing control cells in equal initial proportions, in the absence of inhibitor. Although R50 cells initially grew faster, they were later outcompeted by control cells (Supplementary Fig. 5a). This indicates that resistant cells are significantly less fit than control cells in long-term co-culture. Their initial higher competitiveness suggested a possible addiction to inhibitor, so to test this we competed eGFP control cells with R50 cells that had been grown without inhibitor for 2 or 6 months (“drug holiday”). Indeed, R50 drug-holiday cells were even less fit and had no initial growth advantage (Fig. 3e). For each competition we estimated the selection coefficient, which measures the fitness difference between the two cell lines and corresponds to the difference between the growth rates of the two cell lines grown separately. R50 cells growing with eGFP cells had a selection coefficient similar to that predicted from the difference between the monoculture growth rates (Supplementary Fig. 5a). In contrast, the selection coefficient of drug-holiday R50 cells was substantially lower than expected (Fig. 3e), indicating further adaptation that reduces their competitiveness, i.e., drug addiction.

To offset the fitness differential caused by expression of eGFP and to allow direct quantitation of the resistant and sensitive populations, we generated R50 cells stably expressing mCherry. We grew each cell line either alone or in mixed cultures at different initial ratios, and quantified populations over a one-month period by flow cytometry. R50-mCherry cells (R50-mCh) were outcompeted by WT-eGFP cells, and the selection coefficient was approximately equal to the difference in monoculture growth rates (Fig. 3f, Supplementary Fig. 5b).

### Effective AT requires spatially structured growth

Our mathematical model predicts that AT performs substantially better than MTD only if resistant cells are relatively much less fit (>2-fold) than sensitive cells when resistance is rare. Our CDKi R50 cells had a relative fitness of 90–95%, regardless of their frequency, suggesting that AT would not be advantageous over MTD in slowing the growth of resistant cells in monolayer culture.

To test this prediction, we first mimicked AT and MTD therapy by treating mixed monolayer cultures of R50-mCh and control GFP+ cells (seeded at 1:99 initial ratio) with either 50 μM NU6102 to kill sensitive cells (MTD, with or without [MTDx] a 2-day break between drug treatments), or an initial concentration of 15 μM NU6102, i.e., just below the concentration required to maintain a stable population (AT). We modified the concentration of NU6102 in AT by ± 20% at 3-day intervals to maintain a constant cell density. We determined the proportions of R50-mCh and GFP + at different time points by flow cytometry. As expected, MTD simply eliminated GFP+ cells while R50-mCh cells grew freely (Fig. 4a; Supplementary Fig. 6a). Although AT arrested growth of GFP+ cells (while not proliferating, they increased in size, reminiscent of senescent cells; Fig. 4b; Supplementary Fig. 6b), it had negligible effect on R50-mCh cell growth. We tested different concentrations of NU6102 for AT treatment, but under no condition did GFP+ cells strongly compete with, and hinder, growth of resistant cells, thus confirming the predictions of our mathematical model.

**Fig. 4:**
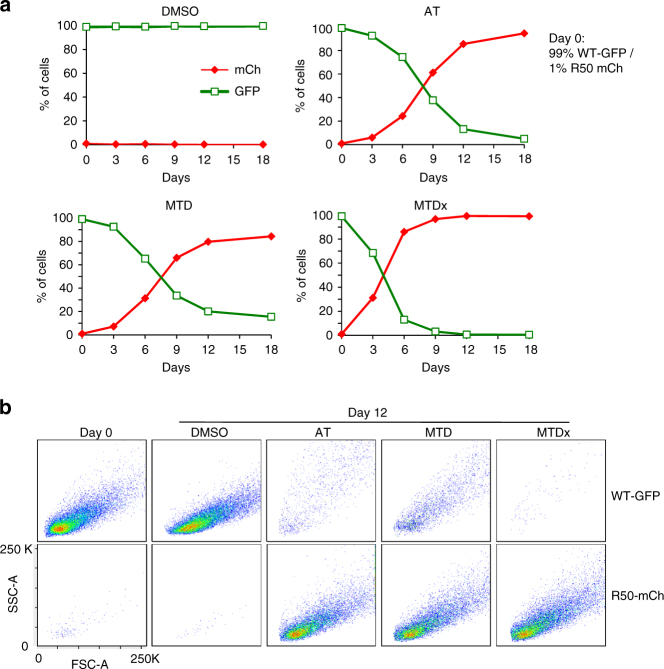
AT does not outperform MTD in limiting tumour growth in a monolayer culture. **a** Sensitive GFP+ and R50 mCherry+ cells were plated in monolayer at initial 99:1 ratio, in the presence of either DMSO as control or NU6102: AT condition (15 μM initial drug concentration, ±20% at 3-day intervals to maintain stable 70–80% confluence), MTD (50 μM for 24 h, with 48 h no drug) or MTDx (continuous 50 μM). Every 3 days, the proportion of GFP+ and mCh+ cells was determined by flow cytometry. **b** Flow cytometry analysis (forward scatter area, FSC-A, which increases with cell size, and side scatter area, SSC-A) of cell size of WT-GFP+ and R50-mCh+ cells from the experiment in **a**, at day 0 and day 12

In the above experiments, cells were grown in monolayers and it was essential to avoid confluency to allow continued measurement of cell growth and adjustment of AT doses. Competition for space was therefore minimal, and the relative lower fitness of resistant cells and their dependence on higher oxygen and growth factors might not have been fully exploited.

We reasoned that fitness differentials might be further accentuated by spatial structure. To test this hypothesis, we created a computational model (Supplementary Methods, Supplementary Fig. 7a, b). We devised a more sophisticated model to investigate how fitness differentials can arise from competition for space and oxygen in tumour spheroids, a system that recapitulates the spatial cellular interactions and the resource gradients found in solid tumours. The model comprises subpopulations of sensitive and resistant cells that divide and die stochastically at rates dependent on local concentrations of oxygen and CDKi, which diffuse from the surrounding medium. To account for crowding effects, cells are able to divide only if there is sufficient nearby space. In the absence of CDKi, these factors decrease cellular fitness along a gradient from the tumour spheroid periphery toward the core. Based on our results, we assumed that, without CDKi, the proliferation rate of resistant cells is 90% of that of sensitive cells. CDKi effects on cell proliferation and death rates were also derived from our experimental data, whereas parameter values related to oxygen were obtained from the literature (Supplementary Methods; Supplementary Fig. 7c). To test the general validity of the model, we disregarded the higher sensitivity of R50 to hypoxia. The code used for tumour spheroid simulations is available under a permissive free software license^32^. We started the model with 1% resistant cells randomly distributed within the tumour spheroid and allowed an initial competition period before introducing CDKi, during which the spheroid increased in volume from 0.07 mm^3^ to 0.3 mm^3^. During treatment for 24 days at 20 μM CDKi, the median increase of the tumour spheroid volume was 38%, whereas at 50 μM it was 930% (Fig. 5a, b; Supplementary Movies 1–5). The median frequency of resistance was 0.8% after 24 days at 20 μM but reached 100% over the same period at 50 μM CDKi (Fig. 5c). At 20 μM CDKi, resistant cells were much more likely to increase in frequency if they were initially located close to the spheroid periphery (Fig. 5d), where abundant space and oxygen confer high relative fitness.

**Fig. 5:**
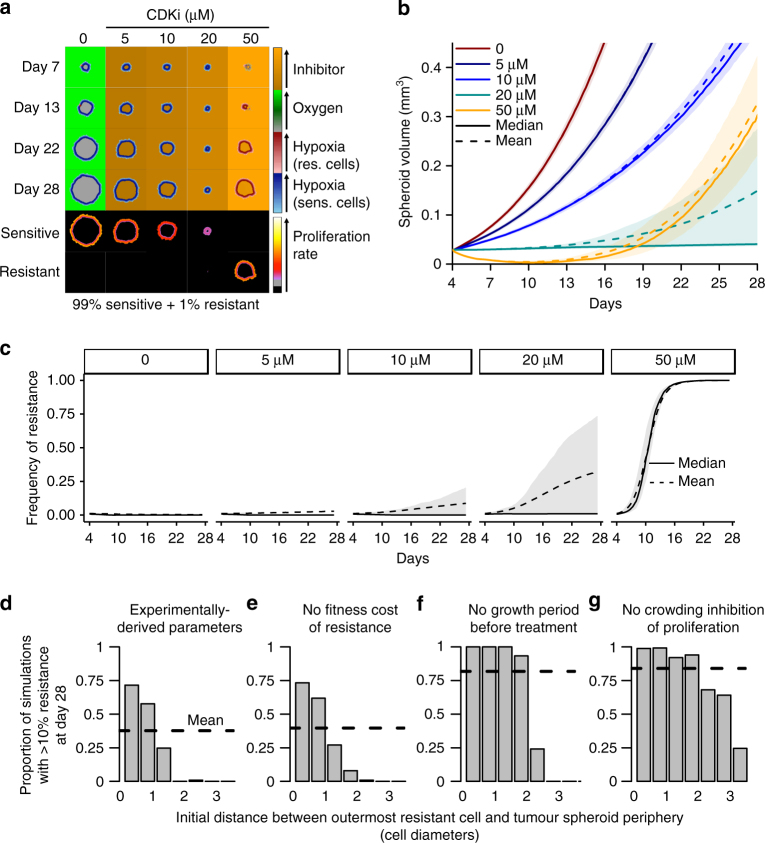
Spatial structure is a critical determinant of AT efficiency. **a** Time series of tumour spheroid cross-sections in a spatial computational model. In the upper four rows, cells are coloured according to their type (blue = sensitive, red = resistant) and shaded by local oxygen concentration (darker = more hypoxic); the medium surrounding the tumour spheroid and the necrotic core are coloured according to CDKi concentration (pale orange = high, dark orange = low) or, in the absence of CDKi, are coloured according to oxygen concentration (pale green = high, grey = low). In the lower two rows, cells are coloured according to their proliferation rate (grey = zero, red = low, yellow = high). Typical outcomes were chosen as those in which the final frequency of resistance most closely matched the median. See text and Supplementary Methods for parameter values and assumptions. **b** Tumour spheroid growth curves for different treatment regimens in the computational model. Medians (solid curves), means (dashed curves) and interquartile ranges (shaded) are shown for 1,000 stochastic simulations. **c** Frequency of resistance over time in the computational model. Medians (solid curves), means (dashed curves) and interquartile ranges (shaded) are shown for 1000 stochastic simulations. **d**–**g** Proportion of simulations in which the frequency of resistance exceeded 10% after 24 days of treatment with 20 μM CDKi, vs. the initial distance between the outermost resistant cell and the tumour spheroid periphery. Results are shown for 1000 stochastic simulations each of the default model (**d**); a model without a fitness cost of resistance (**e**); a model with no growth period prior to CDKi treatment (**f**); and a model in which cell crowding does not prohibit proliferation (**g**)

To further investigate the effects of spatial structure, we varied the model’s parameter values and the time of treatment initiation. Removing the fitness cost of resistance had a relatively small effect, compared to the effect of the initial location of resistant cells (Fig. 5e). In contrast, removing the competition during the initial growth period up to the spheroid volume of 0.3 mm^3^ when the treatment was started, and with a random spatial distribution of resistant cells, resulted in much faster population growth (median 950% increase in volume over 24 days) and higher final resistance frequency (median 74% after 24 days) (Fig. 5f). This is because resistant cells located close to the periphery have higher relative fitness. Finally, when we removed crowding inhibition of proliferation, so that even cells far from the periphery were able to proliferate (at rates dependent on local oxygen and CDKi concentrations), tumour spheroids grew faster at the 20 μM CDKi dose than at 50 μM (Supplementary Fig. 7d), and the frequency of resistance after 24 days typically reached 100% (Fig. 5g). Thus, in summary, lower doses better control tumour growth and resistance than high doses, but only when resistant cells are spatially constrained by sensitive cells.

To test the model experimentally, we set up competition experiments in 3D by growing tumour spheroids. We mixed R50-mCh and control GFP + cells at a 1:99 ratio and maintained them in various concentrations of NU6102. Without CDKi, tumour spheroids grew exponentially to a diameter of around 400 μm, and R50-mCh cells were undetectable, confirming their reduced fitness (Fig. 6a, b; Supplementary Fig. 8). Since we could not wash out the inhibitor without disrupting or losing spheroids, we mimicked AT and MTD using constant low, intermediate or high concentrations of the drug. There was good qualitative agreement between the results of the computational model and those of the experimental system (Figs. 5a, b, and 6a, c; Supplementary Movies 1–5), except that the simulated tumour spheroids were able to grow beyond the maximum size attainable in vitro. At 50 μM NU6102 (MTD), growth of spheroids was initially arrested, but then, as expected, spheroids rapidly grew back and became entirely composed of R50-mCh cells (Fig. 6a–c; Supplementary Fig. 8). Importantly, at lower NU6102 concentrations, overall tumour growth was slightly (10 μM) or strongly (20 μM) inhibited, and spheroids were overwhelmingly composed of GFP + cells (Fig. 6c; Supplementary Fig. 8). Thus, low concentrations of the drug were more effective than high concentrations in restraining both tumour growth and proliferation of resistant cells. This result provides strong support for the AT hypothesis as it shows that by reducing the selective pressure imposed by therapy to allow tumour maintenance rather than eradication, fitness differentials can be exploited to limit emergence of resistance. That this result could be achieved only in tumour spheroids, and not in monolayer culture, supports the conclusion drawn from our computational modelling: spatial structure that reduces the average relative fitness of resistant cells is a critical factor for effective AT.

**Fig. 6:**
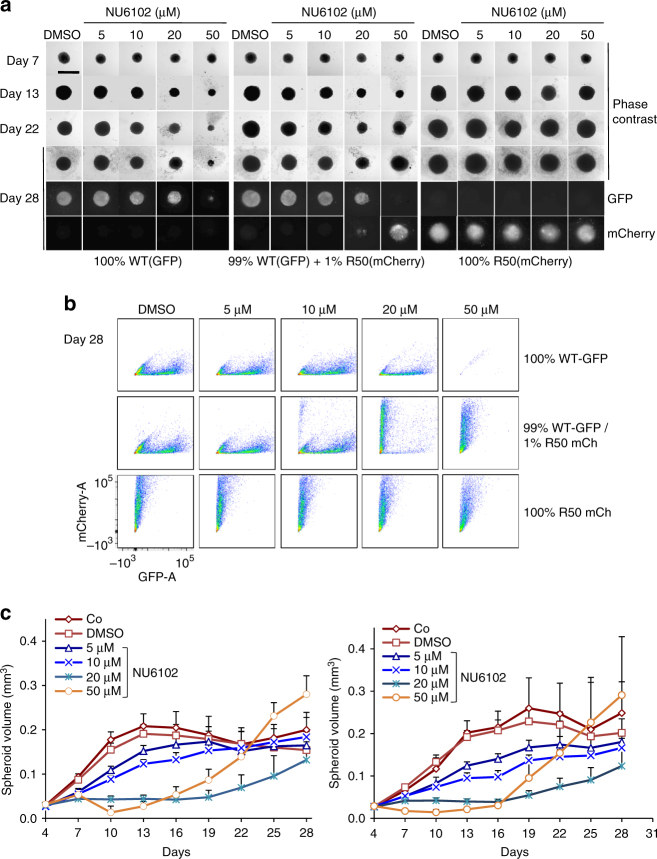
Effective AT requires spatially structured tumour growth. **a**–**c** Tumour spheroids were initiated with WT-GFP+ and R50-mCh+, at different ratios (100% GFP+, 99%GFP+ / 1%mCh+, 100%mCh+), and when established, from day 4, grown either in the presence of DMSO or NU6102 at indicated concentrations. **a** Representative phase contrast and immunofluorescence images of spheroids at indicated time points. Bar, 1mm. **b** Flow cytometry analysis of GFP + and mCh+ cell content of spheroids at day 28 (cells of 4–5 spheroids per condition were dissociated and analysed). **c** Spheroid volume (mm^3^) at 3-day intervals (*n*≥5, mean±SD). Two independent experiments are presented

## Discussion

Conventional cytotoxic chemotherapies generate unsustainable DNA damage in highly proliferative tissues, killing cancer cells that are sensitised to apoptosis. These regimes are usually based on the MTD, which by definition engenders severe side effects, necessitating treatment-free recovery periods. The discontinuous nature of such treatments may well be a factor in disease relapse and resistance, which is almost invariably encountered in the clinic. Furthermore, the DNA damage resulting from disrupted S-phase or mitosis might contribute indirectly to resistance mechanisms by increasing mutation rates. Targeted therapies are more specific, and include inhibitors of protein kinases that are deregulated in certain cancers. Kinase inhibitors are increasingly used in cancer treatment, but also consistently confront resistance^2^. To limit development of resistance, which emerges as a result of selective pressure of treatment, alternative approaches, such as metronomic chemotherapy and adaptive therapy, have been proposed.

In their seminal description of the AT hypothesis, Gatenby et al. stated^4^, “The goal of adaptive therapy is to enforce a stable tumour burden by permitting a significant population of chemosensitive cells to survive so that they, in turn, suppress proliferation of the less fit but chemoresistant subpopulations.” The questions we set out to answer were: (1) Does resistance to a candidate AT drug truly incur a cost? (2) Can sensitive cells indeed suppress proliferation of resistant cells? (3) Which parameters are decisive for AT to be effective?

Protocols resembling AT, using human breast and ovarian cancer cell lines, were previously tested in immunodeficient mice using conventional chemotherapeutics^4, 6^, and resulted in long-term stabilisation of tumour burden. However, over the course of the experiment, more of the drug was given in “AT” than in the “MTD” arm, and the cumulative dose will likely directly affect the outcome. Furthermore, the treatments used might further have indirect impact through inhibition of proliferation of endothelial cells responsible for angiogenesis, as previously seen in metronomic chemotherapy^33, 34^. MTD-based therapies may work less well in this regard since they cannot be tolerated indefinitely, unlike the lower doses of metronomic or adaptive regimes. In any case, whether the benefit of AT indeed depends on increased overall dose directly affecting tumour cells, competition between therapy-sensitive and therapy-resistant cells^5^, or, like in metronomic chemotherapy, effects on angiogenesis, is not known.

To maximize the chances of resistance reducing cell fitness, we chose CDK inhibitors, an emerging class of cancer drugs. We characterised resistant cells in terms of both biochemical mechanisms and fitness in vitro and in vivo. Our results provide strong support for the adaptive therapy hypothesis. We show that tumour cell-intrinsic resistance mechanisms can reduce fitness, and this difference in fitness is amplified by spatially structured tumour growth to a point where lower drug doses are better than higher doses at controlling tumour burden and resistance. This fitness penalty was additionally context-dependent as resistant cells were sensitised to hypoxia and low serum. Nutrients and oxygen become limiting in the interior of tumour spheroids and even more so in vivo. Context-dependent fitness penalties might be generally true for resistance to targeted therapies, as a recent study found that resistance to the EGFR kinase inhibitor erlotinib in lung cancer cells incurred a fitness penalty that varied according to nutrient and oxygen availability^35^. However, modelling shows that even without any context specificity, the combination of spatial confinement and the inherent fitness penalty of resistance allows effective competition between sensitive and resistant populations. In this context, AT is advantageous.

That our results were obtained in vitro (and reproduced in silico) is important since further confounding issues of the tumour environment are avoided. We demonstrated that the reduced fitness of resistant cells holds both in cell culture and in mouse xenografts. As vascularised tumours are much larger than tumour spheroids, have more complex microenvironmental heterogeneity, and much more limited substrate, we would expect the fitness cost of resistance to be amplified in vivo, thus favouring AT. Further investigation is needed to test this prediction. Clinical outcomes will also depend on the pharmacodynamics of individual drugs, cancer cell type, microenvironment, and mechanisms of resistance^36^. The CDKi that we used is the most specific inihibitor available for CDK2 but does not have sufficient pharmacodynamics to be tested in mice^37^.

In tumours, the local microenvironment might contribute to drug resistance, e.g., due to insufficient drug perfusion. Drug gradients in large tumours may be steeper than in our spheroid models, and prolonged exposure to low drug concentrations may facilitate the evolution of intrinsic resistance. Yet the expansion of intrinsically resistant cell populations will always be subject to competition with sensitive cells. Thus, our results are not unduly affected by the presence of environmentally-mediated resistance.

Whereas treatment schedules have been compared in previous computational models of AT^4, 7, 38, 39^ and in models incorporating microenvironmental feedback (reviewed in^40^), the relationship between AT and metronomic therapy has received less attention. We thus integrated our general mathematical model of adaptive therapy with an experimentally validated metronomic model accounting for interplay between the tumour and its vascular support^41^ (Supplementary Methods). Interesting dynamics arise from this extended model, indicating that AT may be more effective when administered in frequent, low doses than at longer intervals and higher doses (Supplementary Fig. 9a). This is because the tumour’s vascular support recovers, promoting the growth of resistant cells during the breaks in treatment (Supplementary Fig. 9a). When the treatment’s antiangiogenic effect is large and the dose frequency is elevated, metronomic therapy with high drug doses compares favourably with AT, but in all other circumstances AT performs best (Supplementary Fig. 9b). Further research is needed to characterise the effects of additional factors, such as immune responses and modulation of resistant cell fitness by environment. For example, whereas our CDKi-resistant cells were more sensitive to hypoxia, this was not the case in erlotinib resistance^35^. Generally, however, AT and metronomic therapy probably both exploit competition between therapy-sensitive and resistant cells as well as effects on the microenvironment.

Our results support the argument that targeting non-essential CDKs that control the cell cycle might be a useful approach for cancer therapy. While specific inhibition of a single CDK is unlikely to be a realistic aim, we have shown that inhibitors with selectivity for CDK2 can effectively limit tumour cell proliferation. We further demonstrated that upregulated CDK6 can compensate for compromised CDK2 functions and the two kinases have similar kinetic parameters. That resistance of cells was maintained for a six-month drug holiday suggests that it was stably encoded in epigenetic modifications. Resistant cells were sensitised to the CDK4/CDK6 inhibitor palbociclib, which is currently approved for therapy of certain breast cancers and, like other CDK4/CDK6 inhibitors, is undergoing clinical trials for other types of cancer^42^. We suggest that, reciprocally, upregulated CDK2 might contribute to palbociclib resistance, a scenario already discovered in acute myeloid leukemia cells with a mutated Flt3 receptor tyrosine kinase^43^.

Since CDK1/2 inhibitor-resistant cells are sensitised to CDK4/6 inhibitors, combining both inhibitors could be an advantaegous strategy, exploiting a double-bind whereby cells might be unable to evolve resistance to both inhibitors of CDK1/CDK2 and CDK4/CDK6 without drastic reductions in fitness. This need not involve sequential administration of two drugs, as a recent study^44^ determined that simultaneous treatment is more effective provided there is no cross-resistance to both drugs. Collateral sensitivity of resistant cells to alternative drugs has recently been validated in experimental models of acute lymphoblastic leukemia and shown by modelling to exploit evolutionary trajectories, much like AT^45^. CDKi-resistant cells were also sensitive to hypoxia and low serum, suggesting other collateral sensitivities that could be exploited by an additional double-bind^38^, potentially aiming for cure rather than long-term tumour maintenance. While empirical therapeutic approaches avoid making untested assumptions and will continue to be the mainstay of cancer therapy for the immediate future, mathematical modelling of evolutionary trajectories will take on increasing importance^46^.

## Methods

### Cell lines

The parental and CDK2^−/−^ HCT116 (human colon cancer) cell lines, were purchased from Horizon, UK (HD R02-015). Other cell lines used were: U2OS (human osteosarcoma; purchased from ATCC); BJ-hTERT (human foreskin fibroblasts, immortalized with hTERT; obtained from Dr J. Piette); SK-MEL-28 (human melanoma; gift from Dr Ch. Theillet, IRCM Montpellier). Cells were not authenticated subsequently but were tested for mycoplasma contamination on a weekly basis.

All cells were grown in Dulbecco modified Eagle medium (DMEM–high glucose, pyruvate, GlutaMAX–Gibco® LifeTechnologies) supplemented with 10% fetal bovine serum (SIGMA, HyClone or Pan-Biotech). Cells were grown under standard conditions at 37 °C in a humidified incubator containing 5% CO_2_. Cell lines were not authenticated in-house but were tested on a weekly basis for mycoplasma contamination.

### Establishing resistant cell lines

Adaptive-resistant RA10 and RA20 cell lines were obtained by treating HCT116 cells with NU6102 at the initial 2 μM concentration, increased every three days by 2 μM (2>4>6 μM, etc.) until 10 and 20 μM, respectively. R10, R20 and R50 cell lines were grown from the beginning in 10 μM, 20 μM and 50 μM NU6102. Cells were passaged every three days (1/10 dilution) with adding fresh inhibitor.

### Establishing fluorescent cell lines

HCT116 cells were plated at 1.5 × 10^4^/cm^2^ density and transfected 24 h later with eGFP-N1 (1 μg/ml) or pmCherry-N1 (1 μg/ml) vectors, using JetPEI (Polyplus) or lipofectamine 3000 (Invitrogen), respectively, according to the manufacturer’s protocol. eGFP-transfected cells were selected with 1 mg/ml G418 for 10 days. GFP and mCherry-expressing cells were sorted with FACS Aria (BD Biosciences, SanJose, CA). Cell sorting was repeated every 6 months due to the loss of GFP expression.

### Drug treatments

CDK inhibitors were dissolved in DMSO and used at concentrations indicated in figure legends: NU6102 (1–50 μM; Enzo Life Sciences); PD03320991 (0.5–10 μM; Selleckchem); Purvalanol A (0.5–5 μM; Enzo Life Sciences). For analyzing the effects of CDK inhibitors on cell proliferation, cells were plated at density of 150000 or 250000 cells per well in 6-well plates. 6 h later, the medium was replaced with medium containing appropriate concentration of inhibitor.

For AT and MTD/MTDx treatments, mixed cultures of R50-mCh (1%) and WT-GFP + cells were plated at 200000 in 60mm dishes. Cells were treated with either 50 μM NU6102 (MTD: 1 day treatment, 2 days without drug; MTDx: continuous drug treatment), or an initial concentration of 15 μM NU6102 for AT, i.e. just below the concentration required to maintain a stable population. The concentration of NU6102 in AT arm was subsequently modified by ± 20% at 3-day intervals to maintain a constant cell density (70–80%). The proportions of R50-mCh and WT-GFP + were determined by flow cytometry at different time points.

### Cell proliferation assays

Cells were counted using Muse Cell Analyzer and Muse Cell counting reagent (Millipore) according to manufacturer instructions. Briefly, cells were trypsinised, washed in PBS and resuspended in 1 ml of PBS. Pre-warmed counting reagent (380 μl) was mixed with 20 μl of cell suspension and incubated at RT for 5 min. processing on Cell Analyzer.

### Cell extracts and Western-blotting

Frozen pellets (harvested by trypsinisation, washed with cold PBS) were lysed with lysis buffer (150 mM NaCl, 50 mM Tris pH 7.5, 0.2% Triton, 1 mM EDTA; freshly added: 1 mM DTT, 0.1 mM NaVO_4_, protease inhibitors cocktail (Roche)) and incubated on ice for 30 min. Samples were centrifuged for 10 min at 13000 rpm and supernatant collected. Protein concentrations were determined by BCA protein assay (Pierce Biotechnology). Samples were boiled for 5 min in Laemmlli buffer. Equivalent amounts of proteins were separated by SDS–PAGE (usually on 12 cm × 14.5 cm; 7.5% or 12.5% gels). The proteins were semi-dry transferred onto Immobilon membranes (Milipore). Secondary antibodies were either goat antibodies to mouse IgG-HRP (DACO) or donkey antibodies to rabbit IgG-HRP (GE Healthcare). The detection system was Western Lightning Plus-ECL (PerkinElmer) and Amersham Hyperfilm (GE Healthcare). Primary antibodies used were: pRB (G3-245; BD Pharmingen); Rb phospho-S795 (Abcam, ab47474); cyclin A (6E6; Novocastra); cyclin E1 (clone HE12, Santa Cruz Bio.); cyclin D1 (DSC6; Cell Signaling); cyclin D3 (D-7 and B-10; Santa Cruz Bio.); cyclin B1 (GNS1; Santa Cruz Bio.); CDK2 (D-12 and M-2; Santa Cruz Bio.); CDK1 (clone 17; Santa Cruz Bio.); CDK4 (C-22; Santa Cruz Bio.); CDK6 (C-22 and B-10; Santa Cruz Bio.); Cdc6 (180.2; Santa Cruz Bio.); p21 (C-19; Santa Cruz Bio.); Caspase-3 (Cell Signaling); cleaved Caspase-3 (Asp175; Cell Signaling). Uncropped scans are provided in the Supplementary Figs 10–12.

### siRNA transfections

The SMARTpool: ON-TARGETplus siRNAs (Cdk6, L-003240-00-0005; non-targeting, D-001810-10) were purchased from GE Dharmacon (Lafayette, CO, USA). Cells were transfected with siRNA at 100 nM by calcium phosphate transfection method. Briefly, cells were plated at 1.5 × 10^4^/cm^2^ density. 24 h later, medium was changed for medium without antibiotics. Calcium phosphate–DNA coprecipitate was prepared (44 µl H_2_O, 5 µl 2.5 M CaCl_2_ and 1 µl 100 μM siRNA). 50 µl CaCl_2_-siRNA solution was combined with equal volume of 2xHBS buffer (50 mM HEPES, 280 mM NaCl, 1.5 mM Na_2_HPO_4_, 10 mM KCl; pH 7,04). Coprecipitates were incubated at room temperature for 1 min, mixed by pipetting, added drop by drop into medium above cells and gently mixed.

### RT-PCR

Total cellular RNA (1 µg in total volume of 10 µl), extracted by RNeasy Mini Kit (Qiagen), was mixed with 1 µl of 10 mM dNTPs (2.5 mM of each; LifeTechnologies) and 1 µl of 50 µM random hexaprimers (New England Biolabs). Samples were incubated at 65 °C for 5 min., then immediately transferred on ice, followed by addition of 5 µl of 5xFirst Strand Buffer, 2 µl 100 mM DTT and 1 µl RNasin® Plus RNase Inhibitor (Promega). Samples were incubated at 25 °C for 10 min. and at 42 °C for 2 min. 1 µl of M-MLV reverse transcriptase (Thermo Fisher Scientific ref. 28025-013) was added to each sample, and incubated at 42 °C for 60 min., then at 70 °C for 15 min.

### qPCR

qPCR was performed using LightCycler 480 SYBR Green I Master (Roche) and LightCycler 480 qPCR machine. The reaction contained 5 ng cDNA, 2 µl 1 μM qPCR primer pair (final concentration of each primer 200 nM), 5 µl 2x Master Mix, and final volume made up to 10 µl with DNase free water. qPCR was conducted at 95 °C for 10 min, followed by 40 cycles of 95 °C for 20 s, 58 °C for 20 s, and 72 °C for 20 s. The specificity of the reaction was verified by melt curve analysis. Each reaction was performed in three replicates.

qPCR primers (Tm −60 °C): human CDK6 5′-TCAGCTTCTCCGAGGTCTGG-3′, 5′-TAGGTCTTTGCCTAGTTCATCG-3′.

### Flow cytometry - cell cycle analysis

Cells were harvested, washed once with cold PBS, resuspended in 300 µl cold PBS and fixed with 700 µL chilled 100% ethanol. Cells were kept at −20 °C, at least overnight. On the day of analysis, cells were pelleted by centrifugation at 5000 r.p.m. for 5 min. After washing once with 1% BSA in PBS, cells were stained with Propidium Iodide (PI) solution (10 µg/ml PI, 1% BSA, 200 µg/ml RNase A in PBS) for 30 min. at room temperature, and analysed with BD FACS Calibur (BD Biosciences, SanJose, CA).

### EdU/BrdU incorporation

To analyse the fraction of replicating cells, cells were either pulse-labeled (15 min.) or incubated for 24 h with either bromodeoxyuridine (BrdU, 200 μM; Sigma Aldrich) or 5-ethynyl-2′-deoxyuridine (EdU, 20 µM; LifeTechnologies). Cells were harvested, washed once with cold PBS, resuspended in 300 µl cold PBS and fixed with 700 µl ice-cold 100% ethanol. EdU incorporation was detected using the Click-iT® EdU Alexa Fluor® 488 Imaging Kit (LifeTechnologies), and analysed with BD FACS Calibur.

For BrdU detection, cells were washed with cold PBS and permeabilised with 2 N HCl and 0.5% Triton X-100 for 30 min. at room temperature, with occasional vortexing. After adding 5 ml of PBS, cells were pelleted and resuspended in 200 μl anti-BrdU antibody (BD 347580, No.408) at 1:30 in PBS-0.5% Tween 20 and 1% BSA, and incubated 2 h at room temperature. Cells were washed with PBS and incubated with anti-mouse Alexa Fluor 488 (LifeTechnologies) for 2 h at room temperature. After wash in with PBS, cells were resuspended in 500 μl PBS containing 3 μg/ml 7AAD (LifeTechnologies), 200 μg/ml RNAse A (Sigma Aldrich). Samples were incubated for 2 h at room temperature and analysed on FL-1 and FL-3 channel with FACS Calibur.

### Cell competition experiments

WT and R50 cells (extensively washed prior to the experiment to eliminate the inhibitor) were plated at the indicated ratios (2 million cells in total) in 10cm-dish, without the inhibitor. Cells were harvested every three days, and 1/10 of the mixed cell population was plated again. After harvesting, 1 million cells were washed once with cold PBS, resuspended in 1 ml of PI solution (1% BSA in PBS, 10 µg/ml PI) and analysed on Fortessa flow cytometer (BD Biosciences, SanJose, CA) for the percentage of GFP/mCherry positive cells.

### Microarray analysis–transcriptome

RNA was prepared from HCT116 WT, CDK2 KO, R50 and WT cells treated with 20 µM NU6102 for 24 h, in duplicates, using RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions. RNA was labelled with Cyanin 3 and complementary RNA (cRNA) was synthesized. Cy3-labelled cRNA was amplified and hybridized on the Agilent SurePrint G3 Human GE 8 × 60k Microarray according to the procedures by Hybrigenics Company (Paris, France). 

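On the normalized values the methods' ANOVA called 2247 of the 28677 tested probes at the stated threshold. The authors' processed values hold 28719 probes on a log2 scale, each centred on its median over the arrays. Run on those values, a setting chosen after seeing the data, the methods' ANOVA called 2300 probes. Of these, 2206 also passed limma's F-test on the normalized values.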

Raw data were processed using GeneSpring GX software (Agilent Technologies) to define differently expressed genes, using one-way ANOVA, with a Benjamini-Hochberg corrected *p*-value < 0.001 and post hoc Student Newman Keuls.

### Human phospho-kinase antibody array

Human Phospho-Kinase Antibody Array (R&D Systems) is a set of nitrocellulose membranes on which capture and control antibodies for 43 kinases and 2 total proteins have been spotted in duplicates. Cell lysates from WT, Cdk2 KO, R50 and WT cells treated with 20 µM of NU6102 for 24 h, were added to array membranes and processed according to the protocol of R&D Systems. Signal from the membranes was imaged with ECL camera and the intensity of the signal quantified with ImageJ software.

### Live-cell CDK2 activity sensor

The CDK2 activity sensor was a gift from Sabrina Spencer (Stanford University, CA, USA). The sensor includes 994–1087 amino acids of human DNA helicase B fused to the yellow fluorescent protein mVenus (DHB-Ven) and contains four CDK consensus phosphorylation sites, a nuclear localisation signal and a nuclear export signal^31^. Sensor was transduced into WT, CDK2 KO and R50 cells by lentiviral infection (see below). To obtain stable cell lines, cells were selected for YFP using cell sorter (FACS Aria).

### Lentiviral infection

Viral particles were produced by transfecting packaging cells HEK293 cells with tat, rev, gag/pol, vsv-g vectors (provided by Dr E. Bertrand, IGMM Montpellier) by calcium phosphate transfection (see above). Cells were plated the day before transfection at density of 4 × 10^6^ cells in 10 cm plates. Vectors were transfected in the following proportions:

$$\begin{array}{l} 20 \quad \quad \;\;\, \,\quad : \quad 1 \;\;\quad : \quad \;1 \;\,\quad :\quad 1 \quad \quad \;\;\, \quad :\quad \quad 2\hfill \\ {\mathrm{backbone}}\quad :\quad {\mathrm{tat}}\quad :\quad {\mathrm{rev}}\quad :\quad {\mathrm{gag/pol}}\quad : \quad {\mathrm{vsv - g}} \hfill \\ 20\,\mathrm{\mu g} \quad \quad \quad \,\quad {\mathrm{1}}\,{\mathrm{\mu g}} \quad \;\quad 1\,{\mathrm{\mu g}} \quad \quad \,\, \quad 1\,{\mathrm{\mu g}}\quad \quad \quad \quad \;2\,{\mathrm{\mu g}}\quad = 25\,{\mathrm{\mu g}}\,{\mathrm{total}}\,{\mathrm{DNA}}\hfill\end{array}$$

The day after transfection, the supernatant from the virus producing cells was recovered, filtered with 0.45 µm filter and centrifuged in 2 ml eppendorfs at 4 °C for 3 h at maximum speed. The supernatant was collected in 50 ml Falcon tube tightly closed on ice in the cold room. The procedure was repeated the following day. For lentiviral infection, HCT-116 WT cells were plated in a 12-well plate, 5 × 10^4^ cells/well. Cells were rinsed once with fresh medium and supplemented with infection mix (300 μl of medium without serum, 6 μg/ml polybrene). Cells were incubated for 2 h at 37 °C, 5% CO_2_ with occasional tilting (every 20 min). After 2 h, 1 ml of fresh medium was added and cells were left to recover overnight. The next day medium was changed and culture was expanded.

### Immunoprecipitation

Cell lysates were prepared as described above and 100 µl was used for every immunoprecipitation reaction. Each sample was incubated with 3 µl of appropriate antibody on ice for 2 h, followed by incubation with 50 µl of Sepharose beads (Protein A Sepharose or Protein G Sepharose 4 Fast Flow, GE Healthcare (previously Amersham Biosciences)) on Adams Nutator Mixer at 4 °C for 30 min. Supernatants were collected and saved for analysis. Beads were washed three times with 900 µl of lysis buffer, incubated with 30 µl Laemmlli buffer at 37 °C for 15 min., and immunoprecipitated proteins were analysed by Western-blotting.

### In vitro kinase assays

Wash buffer I: 25 mM Tris pH 7.5, 150 mM NaCl, 0.1% Triton X-100, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, protease inhibitors.

Wash buffer II: 25 mM Tris pH 7.5, 10 mM MgCl_2_, 1 mM DTT.

Kinase buffer 2x: 100 mM HEPES pH 7.5, 20 mM MgCl_2_, 2 mM DTT, 0.04% Triton X-100.

Kinase mix 1x (20 µl): 10 µl kinase mix 2×, 2 µl histone H1 (1 mg/ml) (Calbiochem-Merck Millipore) or Rb-CTF peptide (0.678 mg/ml; ProQinase), 1 µl ATP (1 mM), 0.25 µl γATPP^33^ (Perkin Elmer), 6.75 µl H_2_O.

### Kinase assays on immunoprecipitated CDK complexes

Immunoprecipitations was performed as described above. Beads were washed two times with 500 µl of Wash buffer I and once with the same volume of Wash buffer II. Beads were incubated with kinase mix at 37 °C for 20 min. with occasional tapping the tube. Kinase mix contained either histone H1 (for cyclin A and CDK2) or Rb-CTF peptide (for CDK6/4) as a substrate. Negative controls were kinase mix without kinase (beads only) and IP beads incubated with kinase mix without substrate. The reaction mix was spotted on P81 phosphocellulose (Millipore) paper and washed three times in 1% orthophosphoric acid (10 ml per sample). Papers were air-dried at room temperature and counted with scintillation counter.

### Evaluation of *K*_m_ and *K*_i_ of recombinant CDK complexes

Recombinant CDK/cyclin complexes (CDK2/cyclin A2; CDK4/cyclin D1; CDK4/cyclin D3; CDK6/cylin D1; CDK6/cyclin D3) were obtained from ProQinase and used at 6.8ng/µl. Kinase assays were performed in triplicates, with Rb-CTF peptide as a substrate (final concentration 34ng/µl; ProQinase). For measuring *K*_m_, assays were performed with ATP at different concentrations (0, 100 M, 200 µM, 500 µM, 1 mM, 2 mM). For *K*_i_, kinase assays included NU6102 at 0, 0.2 µM, 0.5 µM, 1 µM, 3 µM, and 10 µM. Assay time was 8 min. Kinetic parameters were calculated using GraphPad Prism software.

### Sensitivity to glucose depletion and hypoxia

150000 or 250000 of cells per well were plated in 6-well plates. For measuring the response to hypoxia, the plates were placed in the incubator with 1% O_2_ (37 °C, 5% CO_2_) and the number of cells was analysed every 24 h for 3 days. For low glucose and low serum sensitivity analysis, the cells were plated in medium with low glucose (1 g/L), or medium with 1% of FBS, respectively, and the number of cells was counted every 24 h for 3 days.

### Tumour xenografts

36 female athymic nude mice (Envigo) of 5 weeks were injected subcutaneously into the right flank with 1.5 × 10^6^ WT, CDK2 KO or R50 cells, in total volume of 150 µl (12 mice per each cell type). Tumour size and animal weight were measured weekly; mice were sacrificed when tumours reached the size of 1500 mm^3^. Tumours were dissected and samples were frozen for further protein and DNA analysis. Parts of tumours were embedded into paraffin blocks for immunohistochemistry analysis.

### Multicellular tumour spheroids

Competitions in 3D were initiated by mixing sensitive (WT) HCT-116 GFP-positive cells with 1% R50-mCherry cells at day 0. 100% WT-GFP and 100% R50-mCherry spheroid cultures were prepared in parallel as controls.

Spheroids were initiated in 96-well plates according to Friedrich et al.^47^. Each well was coated with 50 μl of 1.5% sterile agarose (wt/vol; Sigma, France) in DMEM. Spheroids were initiated by seeding 1500 cells in 200 μl of complete culture medium (DMEM, 10% FBS) per well. After 96 h, spheroids with a mean diameter of about 350 µm were formed. At day 4, treatment was started by exchanging 50% of the 200 µl medium with 100 µl of fresh medium containing NU6102 (2× final concentration). For control conditions, untreated and DMSO-treated spheroids, 100 µl of media were replaced with fresh culture medium or DMSO-containing fresh medium, respectively. Media were changed every three days as described above. At least 4 spheroids were treated and analysed per condition.

Volume, integrity and fluorescence composition (GFP/mCherry) of each spheroid were monitored starting at day 4 and, every 3 days up to day 28. Phase contrast, GFP and mCherry images were acquired with 2.5x objective using Zeiss Inverted Axiovert 200 M microscope (Carl Zeiss, Germany). All phase contrast images of spheroids were checked and any deformed or irregular shaped spheroids were eliminated from calculations.

Analysis of spheroid volume was performed using ImageJ (v 1.44) with a macro automating size measurements for a folder of phase-contrast spheroid images^48^. The measured area (S) of spheroids 2D projection was used to calculate the radius (*R*) and the volume (*V*) of an equivalent sphere.

For flow cytometry, 4–5 spheroids of each condition were collected in 1.5 ml Eppendorf tube and dissociated enzymatically (using 0.05% trypsin, 15 min. treatment), and mechanically (by pipetting up and down three times). The cell suspension was washed with PBS and fixed in 3% paraformaldehyde.

Flow cytometry analysis was performed using a Fortessa flow cytometer (BD Biosciences, SanJose, CA) equipped with blue laser (488 nm) and yellow laser (530 nm). Flow cytometry data were analysed with FlowJo v.10.2 software (LLC 2006–2016). Forward and Side scatter of aggregates of cells were determined using log scale SSC/FSC plots. In general, samples were analysed at a medium flow rate and 10000 events were acquired for each sample.

### Statistical analysis

Significant differences between experimental groups were determined using an unpaired two-tailed Student *t*-test in Prism 5 (GraphPad). For all analyses, *p*-values < 0.05 were considered statistically significant.

### Calculation of selection coefficients

Competition between two cell lines can be described using the selection coefficient. If the population sizes are *P* and *Q* then the corresponding frequencies are defined as

$$p = \frac{P}{{P + Q}},\,q = \frac{Q}{{P + Q}} = 1 - p.$$

The selection coefficient of one cell line relative to another is then defined as the rate of change of the ratio of the frequencies. That is,

4 $$s = \frac{\mathrm{d}}{{\mathrm{d}t}}\log \frac{p}{q} = \frac{\mathrm{d}}{{\mathrm{d}t}}\log \frac{p}{{1 - p}}.$$

If *s* is positive then *P* will increase relative to *Q*; if *s* is negative then *P* will decrease relative to *Q*.

If two cell lines in competition grow exponentially and do not interact then the selection coefficient can be predicted from their growth rates^49^. This is because

$$\log \frac{p}{{1 - p}} = \log \frac{P}{Q} = \log \frac{{P\left( 0 \right){\mathrm{exp}}(r_Pt)}}{{Q\left( 0 \right){\mathrm{exp}}(r_Qt)}} = \log \frac{{P(0)}}{{Q(0)}} + \left( {r_P - r_Q} \right)t,$$

where *r*_*P*_ and *r*_*Q*_ are the growth rates and *P*(0) and *Q*(0) are the initial sizes of populations *P* and *Q*, respectively. Hence

$$s = r_P - r_Q.$$

Accordingly, we predicted the selection coefficient for each competition assay as the difference between the exponential growth rates of the competing cell lines. We then compared this prediction to the selection coefficients calculated from the com- petition assay frequency dynamics. We made a single prediction whenever growth curves were measured at the same time as competitions were conducted; other- wise we made maximum and minimum predictions based on non-contemporaneous growth curves. We estimated the growth rate of each cell type as the mean slope of log-transformed growth curves during the first 72 h in monolayer culture.

### Adjusting for loss of the GFP marker

To adjust data for loss of the GFP marker in competitions between GFP + and GFP- subpopulations, we began by normalizing the data (so the two subpopulation sizes summed to unity). We then estimated the rate of loss of the GFP marker by fitting a regression curve to the log-transformed frequency of GFP + cells in the GFP + control assay. We calculated adjustment factors as

$$c\left( t \right) = \exp \left( {at + b} \right),$$

where *a* is the slope of the regression line, *b* is the intercept, and *t* is time. We adjusted all GFP+ cell frequencies for loss of the GFP marker by multiplying by 1/*c*, and all GFP- cell frequencies by multiplying by (1−*c*)/*c*. Finally, we renormalized the data. In no case did this adjustment change a qualitative outcome.

### Non-spatial mathematical model

Our non-spatial mathematical model of cancer adaptive therapy is inspired by that of Silva et al.^7^ However, whereas that paper described population dynamics using recurrence relations, we instead use coupled differential equations, which are easier to parameterize and analyze. We begin with growth equations

$$\frac{{\mathrm{d}}W}{{\mathrm{d}}t} = \lambda _WW,\,\frac{{\mathrm{d}}R}{{\mathrm{d}}t} = \lambda _Rf\left( {R,W} \right)R,$$

where *W* and *R* are the chemosensitive and resistant populations, respectively; *λ*_*W*_ and *λ*_*R*_ are the maximum growth rates; and *f* is a frequency-dependent relative fitness function. We also consider a model using a Gompertz growth function, which is the most widely-used function for modelling sigmoidal tumour growth curves^50^:

$$\frac{{\mathrm{d}}W}{{\mathrm{d}}t} = \lambda _WW\frac{{\log (K/N)}}{{\log (K/N_0)}},\,\frac{{\mathrm{d}}R}{{\mathrm{d}}t} = \lambda _Rf\left( {R,W} \right)R\frac{{\log \left( {K/N} \right)}}{{\log \left( {K/N_0} \right)}},$$

where *N* = *W* + *R* is the total population size, *N*_0_ is the initial population size, and *K* is the carrying capacity.

In our numerical simulations (using the R programming language package deSolve^51^), therapy is applied as a bolus at regular intervals and causes instantaneous cell death. The treatment effect is simulated by multiplying each subpopulation at the time of treatment by

$$\frac{1}{{1 + \rho /{\mathrm{IC}}50_X}},$$

where *ρ* is the dose, and IC50_*X*_ is either IC50_*W*_ (the half maximal inhibitory concentration for sensitive cells) or IC50_*R*_ (the corresponding value for resistant cells). We are interested in the relative benefits of two types of therapy. For maximum tolerated dose (MTD) therapy, every bolus dose is the same. For adaptive therapy (AT) in numerical simulations, the dose is increased (respectively decreased) by 20% if the total population size has increased (respectively decreased) since the previous treatment.

Model analysis and further justification for the choice of frequency-dependent fitness function can be found in Supplementary Methods.

### Non-spatial model with microenvironmental feedback

To examine how microenvironmental feedback might affect adaptive therapy outcomes, we integrated our frequency-dependent fitness model with an experimentally-validated model of tumour vascularisation developed by Hahnfeldt and colleagues^52^. As before, we assumed that tumour growth is limited by a carrying capacity according to a Gompertz growth function:

$$\frac{{\mathrm{d}}W}{{\mathrm{d}}t} = \lambda _WW\log \frac{K}{N},\,\frac{{\mathrm{d}}R}{{\mathrm{d}}t} = \lambda _Rf\left( {R,W} \right)R\log \frac{K}{N},$$

where *N* = *W* + *R* is the total population size, and *K* is the carrying capacity. We further assumed that the carrying capacity is linked to the degree of tumour vascularisation, which can change over time due to an interplay of stimulatory and inhibitory factors:

$$\frac{{\mathrm{d}}K}{{\mathrm{d}}t} = bN - dN^{\frac{2}{3}}K,$$

where *b* and *d* represent how strongly the tumour stimulates and inhibits vascularisation, respectively. The second term in the above equation derives from a mathematical analysis of inhibitory factor diffusion from the surface of a three-dimensional tumour^52^. Finally, we assumed that treatment not only kills tumour cells but also inhibits vascularisation. Like in the case of cell death, the treatment effect was simulated by multiplying *K* at the time of treatment by

$$\frac{1}{{1 + \rho /{\mathrm{IC}}50_K}},$$

where *ρ* is the dose, and IC50_*K*_ is the half maximal inhibitory concentration.

### Spatial computational model

To simulate the tumour spheroid experimental system, we created a so-called hybrid cellular automaton computational model^53^ (written in the C language) in which each cell inhabits a point on a two-dimensional square grid, which represents a cross-section through a three-dimensional tumour spheroid. Cells proliferate and die at rates that depend on local chemical concentrations and cell density.

At the start of each updating loop, all cells that have insufficient oxygen to survive undergo cell death. These dead cells persist (unless replaced by living cells) and form the necrotic core of the tumour spheroid. Next, cells attempt proliferation or (due to effects of the CDK inhibitor) undergo cell death. We use the well-established Gillespie algorithm^54^ to select cells and event types, and to determine the periods between events. According to this algorithm, the probability that cell *k* will be chosen for either proliferation or death is $$(P_k + M_k)/\mathop {\sum }\limits_i \left( {P_i + M_i} \right),$$ where *P*_*i*_ and *M*_*i*_ are proliferation and death rates, respectively. The selection process amounts to sampling with replacement, so the choice of cell is independent of which cells have been selected previously. The chosen cell attempts proliferation with probability $$P_k/(P_k + M_k)$$, or else undergoes cell death. The time between events is calculated by drawing from an exponential distribution with mean $$1/\mathop {\sum }\limits_i \left( {P_i + M_i} \right)$$. For computational efficiency, the diffusion equations are not re-solved after every cell proliferation or death event. Instead, events occur sequentially until the number of cells that have undergone division or death reaches 10% of the population size, at which time the diffusion equations are re-solved and the proliferation and death rates are recalculated for each cell.

Further details of the computational model are in Supplementary Methods.

### Code availability

Code used for tumour spheroid simulations is available under a permissive free software license.^32^.

### Data availability

Microarray gene expression data is available on the NCBI GEO database with the accession number GSE102165.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Data 1

# Supplementary material for: Spatial competition constrains resistance to targeted cancer therapy
**Source:** Nat Commun. 2017 Dec 8;8:1995. doi: 10.1038/s41467-017-01516-1
**Supplement:** Supplementary file 1 — Supplementary Information

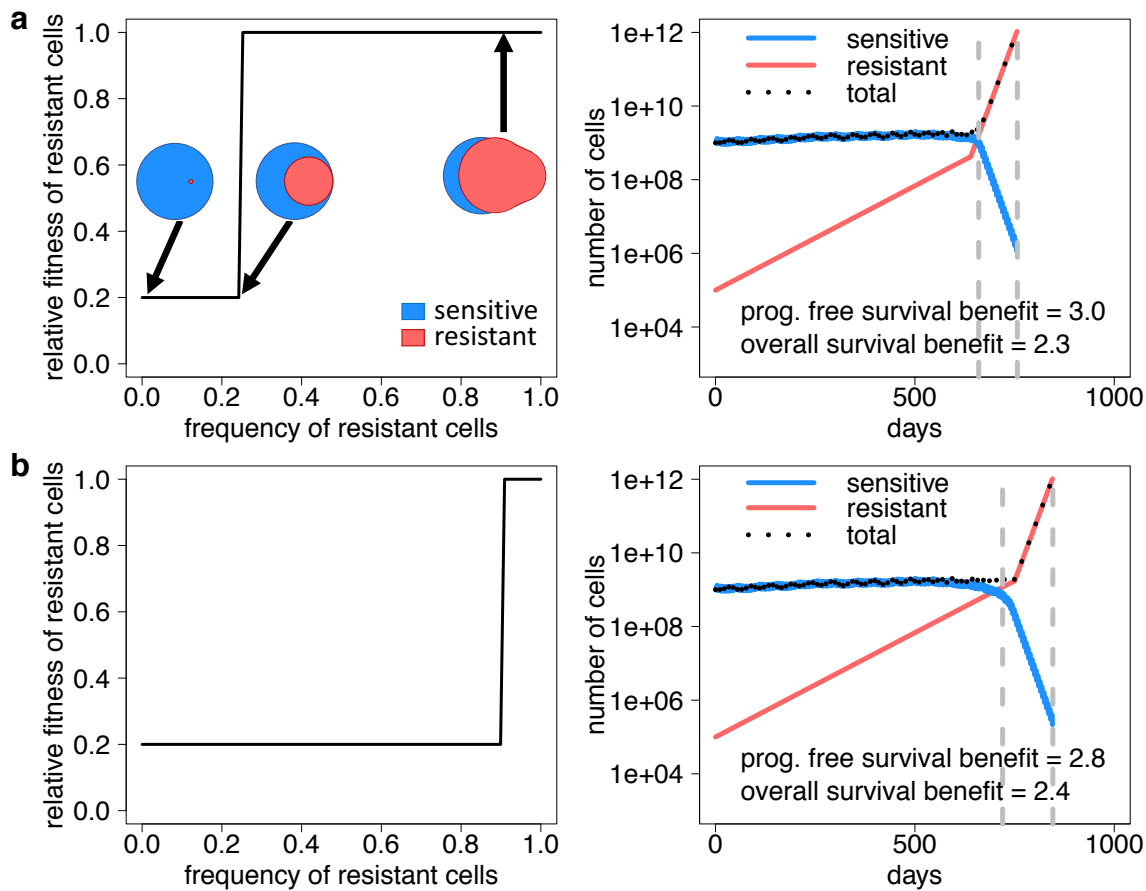

### Supplementary Figure 1. Geometrical analysis of resistant subclone growth within a three-dimensional tumour

(a) In one extreme case, the relationship between the relative fitness and the frequency of resistant cells transitions from its minimum to its maximum value when frequency is 0.25 (left panel, including representative tumour cross sections at various frequencies). Given this relationship, a mathematical model predicts population sizes for sensitive cells (right panel, blue line), resistant cells (red), and all cells (black). The benefit of AT is assessed by measuring the periods of progression-free survival (first vertical dashed line, where the population returns to its initial size) and overall survival (second vertical dashed line, where the population reaches  $10^{12}$  cells) relative to the corresponding periods under MTD.

(b) In the second extreme case, the relationship between the relative fitness and the frequency of resistant cells transitions from its minimum to its maximum value when frequency is 0.9 (left panel), but the relative benefit of AT is similar to that of the previous case. Parameter values are  $\lambda_W = \lambda_R = \log(2)/10$ ,  $IC50_W = 1$ ,  $IC50_R = 100$ ,  $\rho_{MTD} = 1$ ,  $\theta = 5$  days,  $N_0 = 10^9$ ,  $k = 20$ , and  $c = 0.5$ .

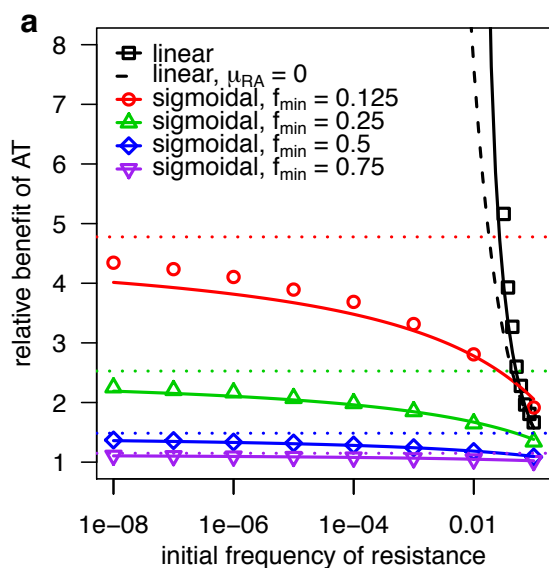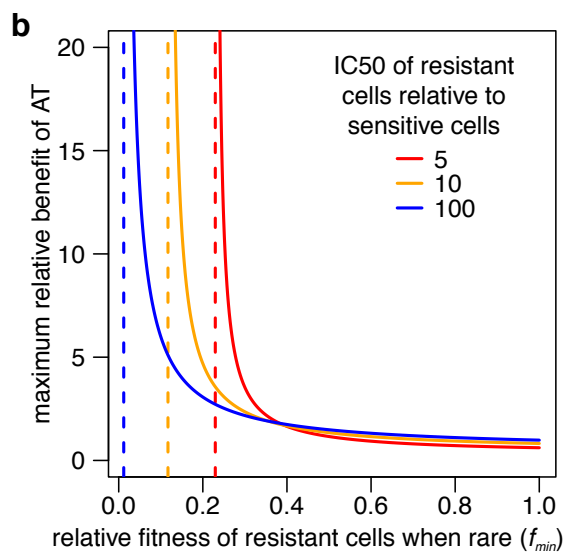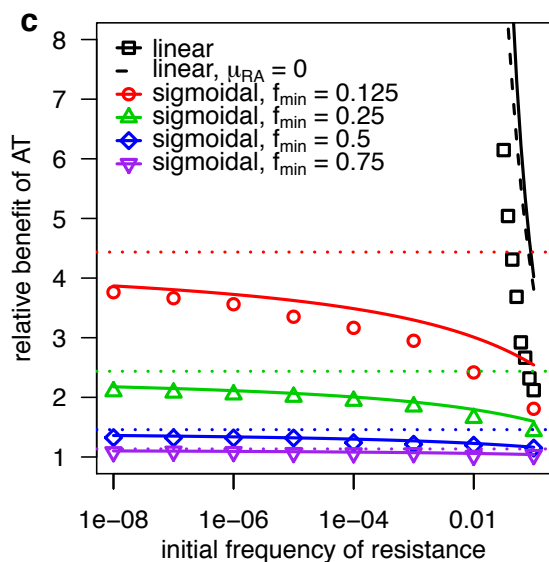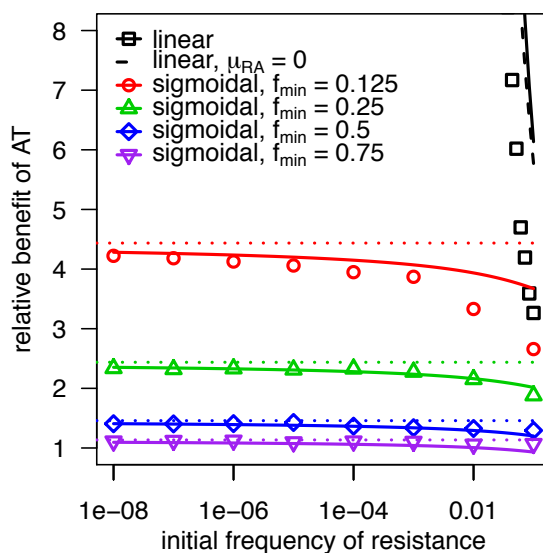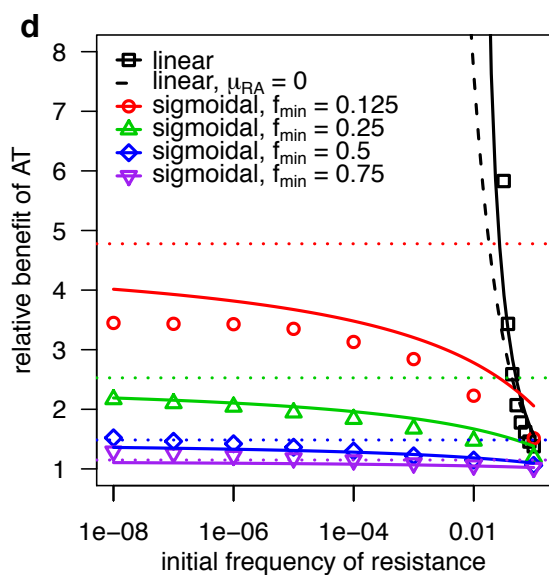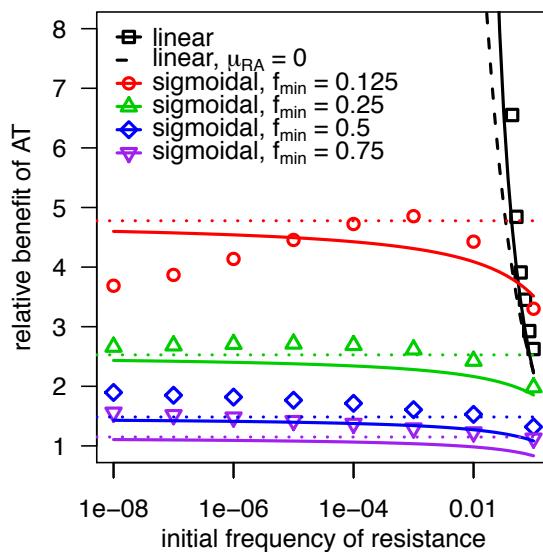

### Supplementary Figure 2. Mathematical modelling of tumour evolutionary dynamics

(a) Mathematical model results for the overall survival benefit of adaptive therapy (relative to maximum tolerated dose therapy), versus initial frequency of resistant cells. Points represent numerical simulations; curves are approximate analytical solutions; dotted lines are the upper bounds of the approximate analytical solutions. Outcomes are shown for five models assuming different functions  $f$  describing the relationship between resistant cell relative fitness and frequency. The first model (black solid curve and square points) assumes a linear function, and assumes that the therapy slightly increases the mortality rate of resistant cells,  $\mu_R$ . An analytical approximation is also shown for the case  $\mu_R = 0$  (dashed black line). Other models assume that  $f$  is sigmoidal. In all cases,  $\lambda_W = \lambda_R = \log(2)/10$ ,  $IC50_W = 1$ ,  $IC50_R = 100$  (except when  $\mu_R = 0$ ),  $\rho_{MTD} = 1$ ,  $\theta = 5$  days,  $N_0 = 10^9$ ,  $k = 20$ , and  $c = 0.5$ .

(b) Maximum relative survival benefit of adaptive therapy versus  $f_{min}$ , assuming a sigmoidal function  $f$ . Curves are shown for different values of the IC50 of CDKi for resistant cells,  $IC50_R$ ; other parameter values are as in the previous panel. The vertical asymptotes are at  $\mu_{RA}/\lambda_R$ .

(c) Assuming a longer gap between treatment doses, mathematical model results for the progression-free survival benefit (left) and overall survival benefit (right) of adaptive therapy (relative to maximum tolerated dose therapy), versus initial frequency of resistant cells. Parameter values are as in previous panels except  $\theta = 30$  days,  $\rho_{MTD} = 63$ ,  $IC50_R = 1,000$ .

(d) Assuming tumour growth obeys a sigmoidal Gompertz law, mathematical model results for the progression-free survival benefit (left) and overall survival benefit (right) of adaptive therapy (relative to maximum tolerated dose therapy), versus initial frequency of resistant cells. Parameter values are as in the first two panels; the carrying capacity constant in the growth function is  $5 \times 10^{12}$ .

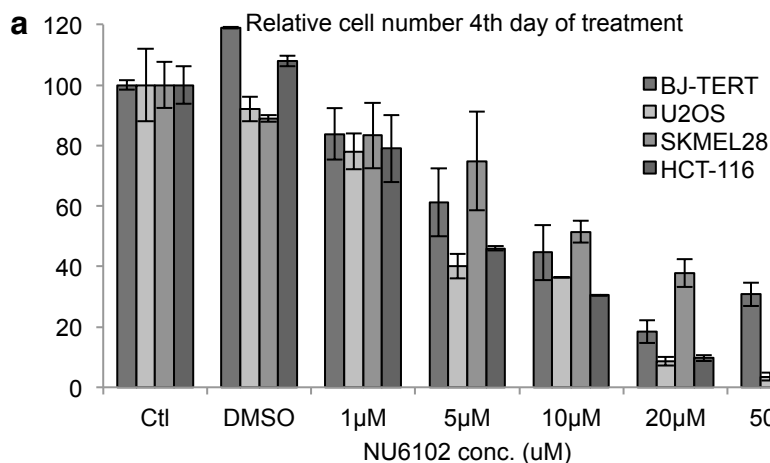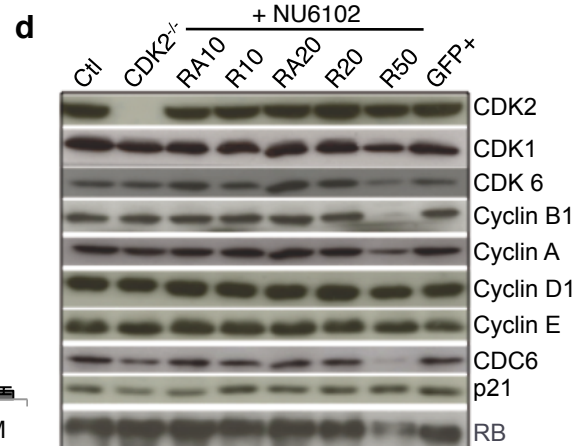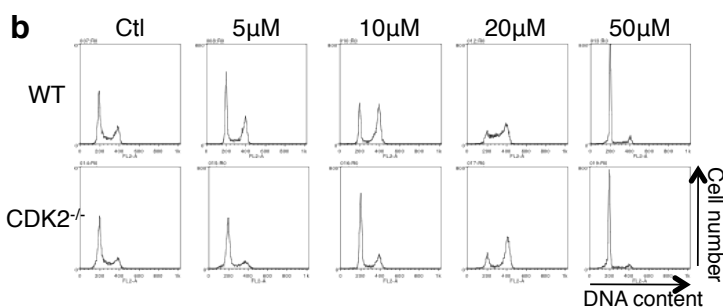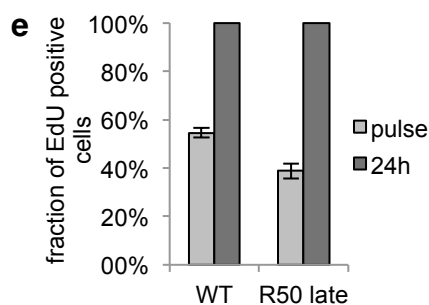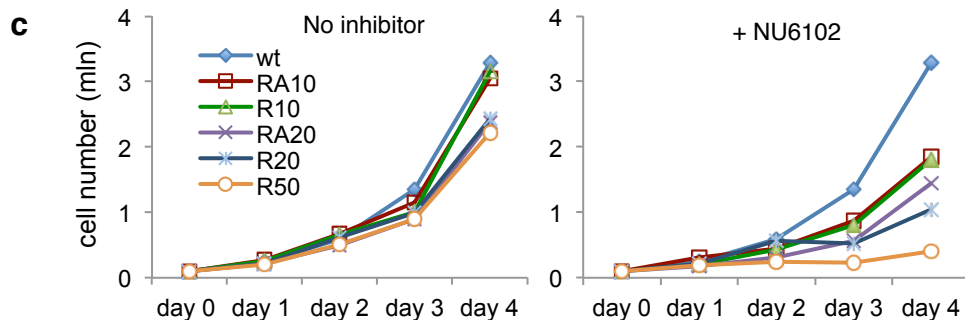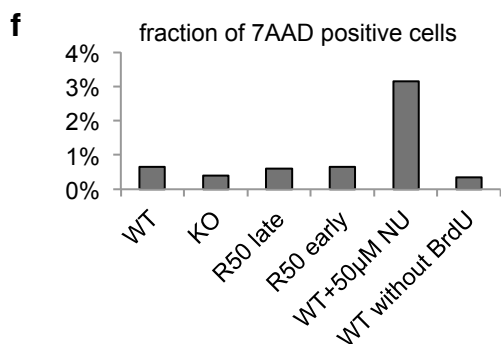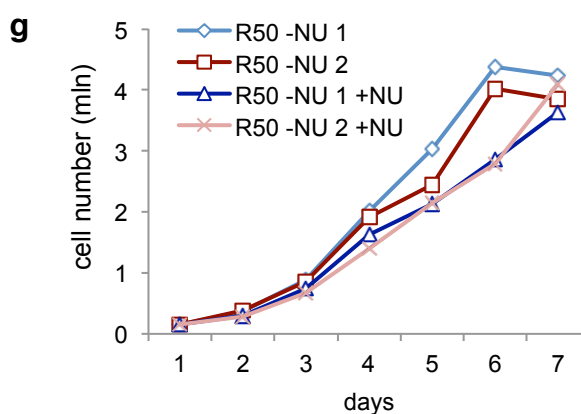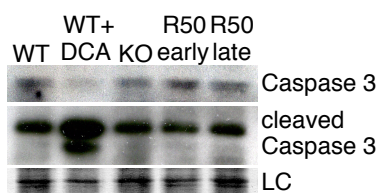

### **Supplementary Figure 3. Characterisation of CDKi-resistant cells**

- (a) BJ-hTERT, U2OS, SKMEL-28, and HCT-116 cells were grown in control conditions, or in the presence of DMSO or NU6102 at indicated concentrations. Cell number was analysed at day 4 and presented as relative to control sample (mean  $\pm$  SEM of two independent experiments).
- (b) Flow cytometry cell cycle profile analysis of WT and CDK2<sup>-/-</sup> cells grown in control conditions, or treated for 24h with NU6102 at indicated concentrations.
- (c) WT, RA10, R10, RA20, R20 and early R50 cells were grown in the absence (left) or presence of corresponding concentration of NU6102 (right; WT grown without the drug), and the cell number was analysed for 4 days.
- (d) Western blot analysis of the indicated proteins in control, CDK2<sup>-/-</sup>, RA10, R10, RA20, R20, R50 and WT-GFP<sup>+</sup> cells (resistant cells grown in the presence of corresponding concentrations of NU6102).
- (e) Percentage of EdU positive WT and R50 cells, either pulsed for 15min or incubated with EdU for 24h (mean  $\pm$  SD of two independent experiments).
- (f) Analysis of cell viability (top, 7AAD staining) and apoptosis (bottom, western blot staining for cleaved Caspase 3) in WT, CDK2<sup>-/-</sup> (KO), early and late R50. 24h treatment with 50 $\mu$ M NU6102 of WT cells was used as control for cell death; DCA (deoxycholic acid) treatment for apoptosis.
- (g) R50 cells were maintained for 2 (-NU1) or 6 (-NU2) months without NU6102. Subsequently, their proliferation was evaluated in the presence (+NU) or absence of the drug.

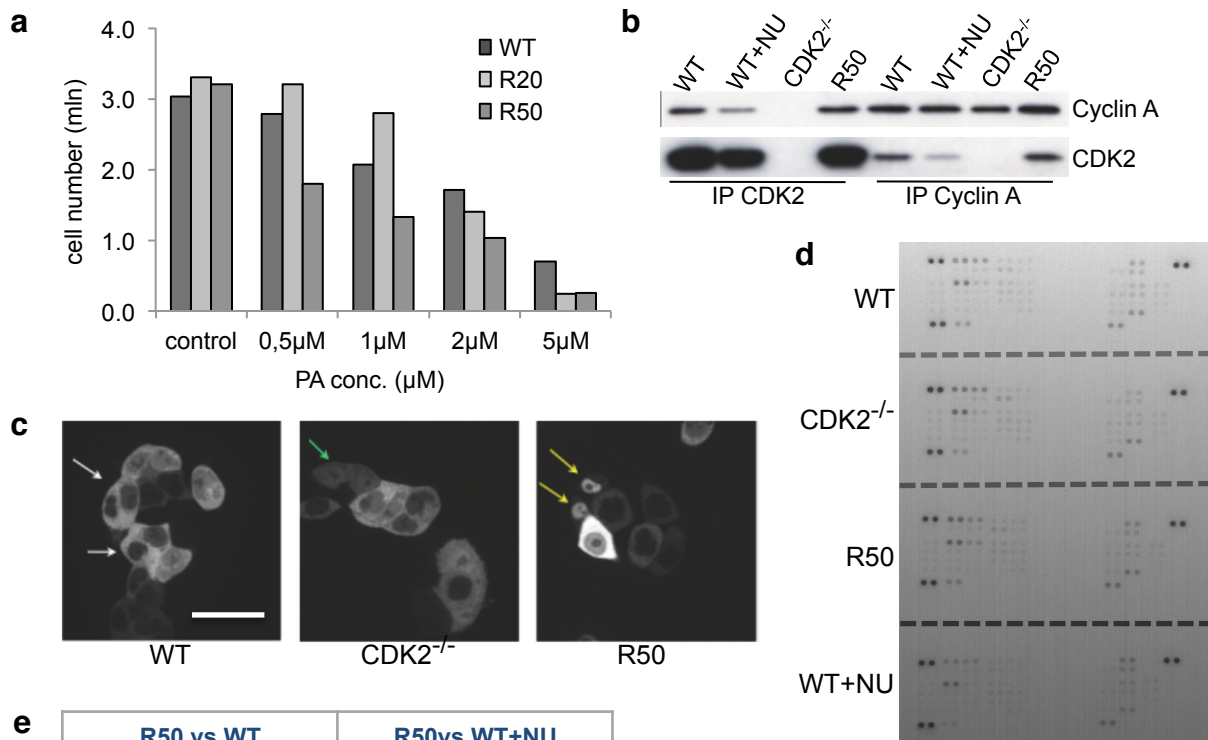

**e**

| R50 vs WT                                               | R50vs WT+NU                                             |
|---------------------------------------------------------|---------------------------------------------------------|
| Pathways in cancer (p=4.9E-07)                          | Cell cycle (p=5.3E-10)                                  |
| Endocytosis (p=2.7E-06)                                 | RNA transport (p=1.9E-08)                               |
| Focal adhesion (p=3.3E-05)                              | Protein processing in endoplasmic reticulum (p=4.3E-07) |
| Glycerolipid metabolism (p=5E-05)                       | Phagosome (p=4.8E-07)                                   |
| Purine metabolism (p=5E-05)                             | Pathways in cancer (p=5.4E-07)                          |
| Protein processing in endoplasmic reticulum (p=5.7E-05) | Endocytosis (p=1.7E-06)                                 |

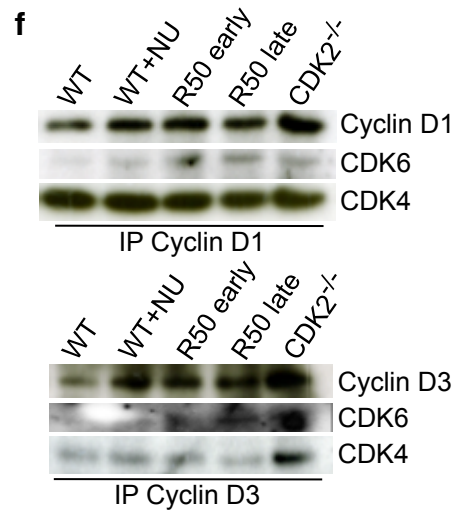

**g**

|                         | CDK2 /cycA2   | CDK4 /cycD1    | CDK4 /cycD3    | CDK6 /cycD1   | CDK6 /cycD3    |
|-------------------------|---------------|----------------|----------------|---------------|----------------|
| <b>Vmax</b>             | 251000 ± 6500 | 238000 ± 16000 | 149000 ± 46000 | 281000 ± 6000 | 255000 ± 60000 |
| <b>Km (ATP) / µM</b>    | 9 ± 1.1       | 54 ± 10        | 338 ± 151      | 15 ± 1.3      | 154 ± 66       |
| <b>Ki (NU6102) / nM</b> | 5.7 ± 0.4     | 35 ± 3         | 285 ± 102      | 23 ± 4        | 14 ± 8         |

#### **Supplementary Figure 4. Mechanisms of cell cycle rewiring in CDKi-resistant cells**

- (a) WT, R20 and R50 cells were grown for 24h in the presence of the indicated concentrations of purvalanol A (PA) and their number was analysed. Representative of two experiments.
- (b) CDK2 and cyclin A were immunoprecipitated from WT, WT cells grown with 20 $\mu$ M NU6102 for 24h, CDK2<sup>-/-</sup> and R50 cells, and CDK2/cyclin A complexes were analysed by western blotting.
- (c) Immunofluorescence images of WT, CDK2<sup>-/-</sup> and R50 cells expressing DHB-Venus CDK2 activity sensor (white arrow, cytoplasmic localisation; green arrow, both cytoplasmic and nuclear; yellow arrow, nuclear). Bar, 50 $\mu$ m.
- (d) Profiling of signalling pathways in WT, WT cells grown with 20 $\mu$ M NU6102 for 24h, CDK2<sup>-/-</sup> and R50 cells using Human Phospho-Kinase Array membranes (R&D systems) in sandwich immunoassays with chemiluminescent detection. The results are representative of two independent experiments.
- (e) KEGG pathway analysis of transcriptome data presented in Figure 2c. 

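For R50 against WT, the methods' t-test called 668 probes at an unadjusted p under 0.05 with an absolute log2 fold change of at least 1. After Benjamini-Hochberg adjustment 9 were called, 8 higher and 1 lower. For R50 against WT+NU6102 it called 2722 before and 2143 after the adjustment. Both comparisons run across the slides.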

T-test analysis was performed on genes altered between R50 and WT, and R50 and WT cells treated for 24h with 20 $\mu$ M NU6102.
- (f) Cyclin D1 and cyclin D3 were immunoprecipitated from WT, WT cells treated with 20 $\mu$ M NU6102 for 24h, CDK2<sup>-/-</sup>, and early and late R50 cells, and beads were blotted for associated cyclins CDK4 and CDK6.
- (g) Purified recombinant kinases were used in *in vitro* assays with variable ATP concentrations to determine the Michaelis constant  $K_m$ , and with constant ATP but with variable NU6102 concentrations to assess the inhibitor constant  $K_i$ . Values represent mean  $\pm$  SEM of two replicates, from one representative assay.

Supplementary Figure 5.

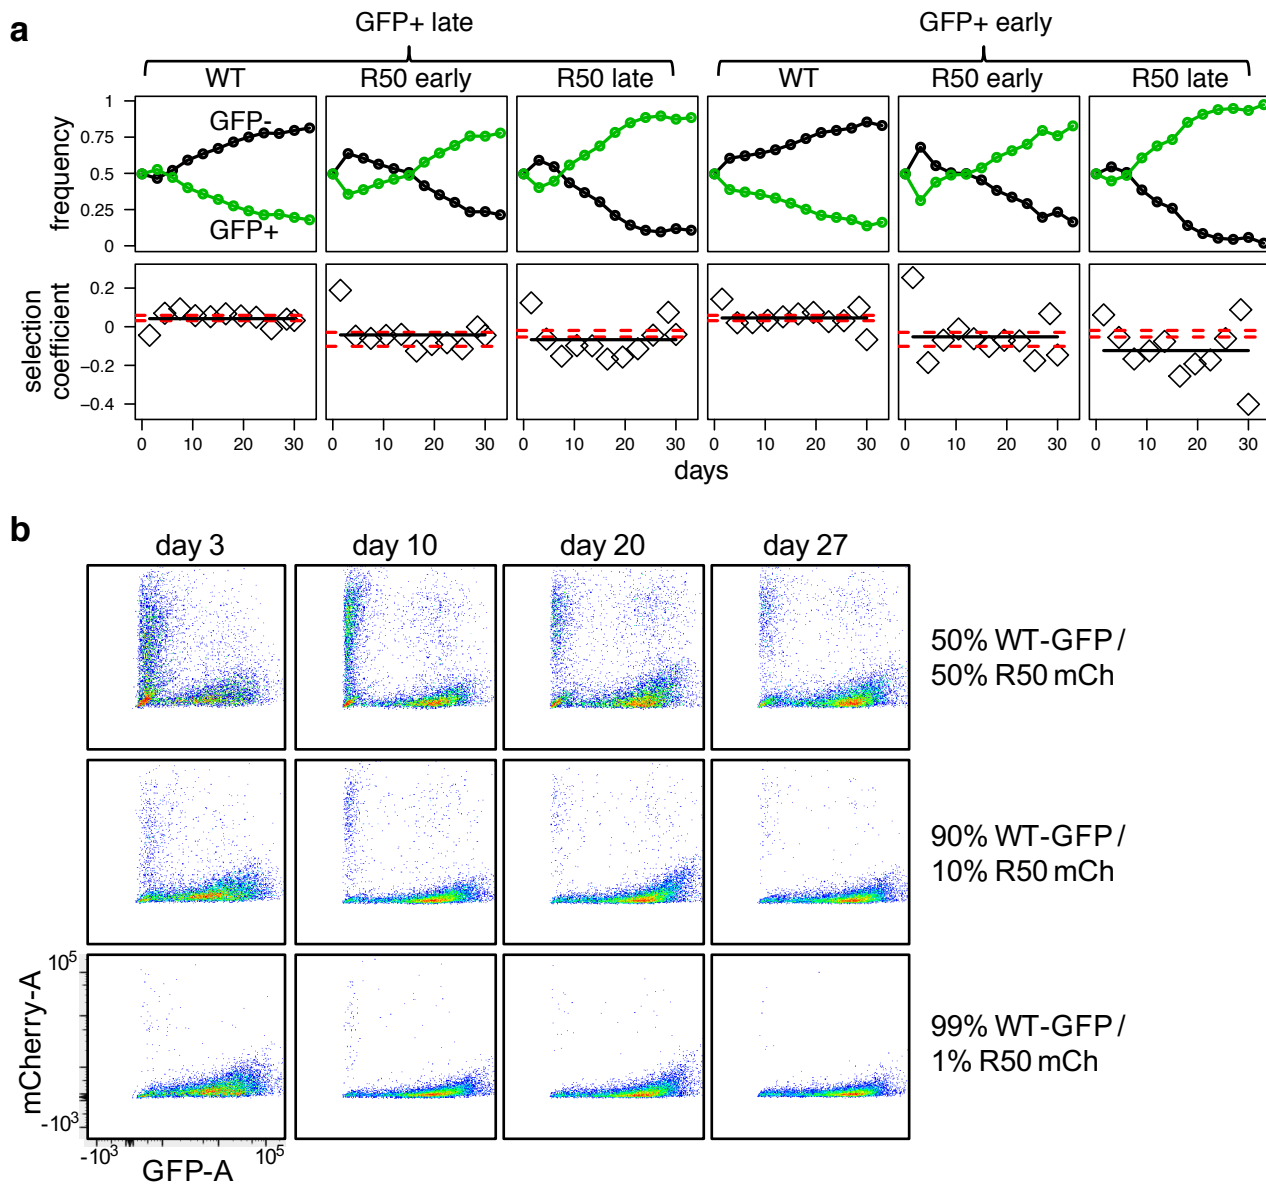

**Supplementary Figure 5. Resistant cells are outcompeted by sensitive cells in the absence of selection**

(a) Frequency dynamics (top row) and selection coefficients for competition assays, compared to predictions from growth rates (bottom row). In the bottom row, each point corresponds to a selection coefficient calculated from a competition assay (i.e. a period between consecutive points in the top row) and solid lines are means. Red dashed lines indicate predictions based on the growth rates of each cell type in isolation (Supplementary materials). A single prediction is shown whenever growth curves were measured at the same time as competitions were conducted; otherwise pairs of lines show maximum and minimum predictions based on non-contemporaneous growth curves. If selection coefficients do not coincide with the prediction then an ecological interaction between the two cell types is suggested. GFP+ CDKi-sensitive cells from two different time points (GFP+ late and GFP+ early) were competed against GFP- CDKi-sensitive cells (WT), GFP- R50 early cells and GFP- R50 late cells. Representative of 3 independent experiments.

(b) Flow cytometry analysis of the percentage of GFP+ and mCh+ cells, seeded initially at the indicated ratios, from monolayer competition experiment presented in Fig. 3f.

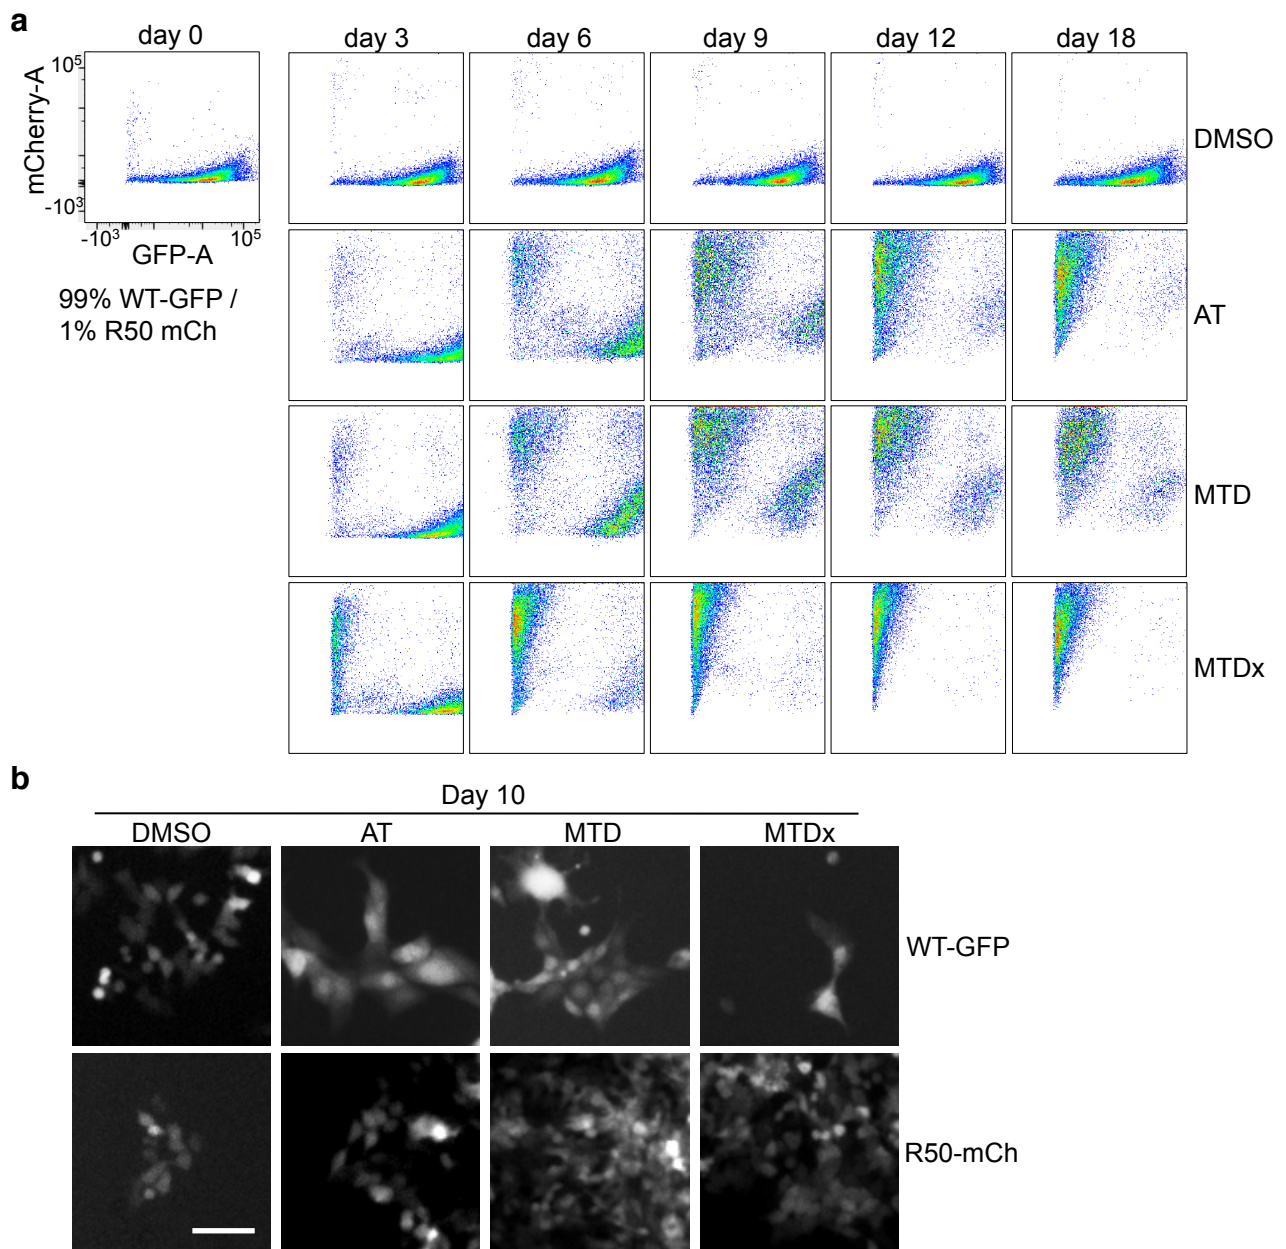

**Supplementary Figure 6. AT does not outperform MTD in limiting tumour growth in 2D**

(a) Flow cytometry analysis of WT-GFP+ and R50-mCh+ cell populations from experiment presented in Figure 4, at indicated time points.

(b) Immunofluorescent images of WT-GFP+ and R50-mCh+ cells from the experiment in (a) at day 10 (bar, 100µm).

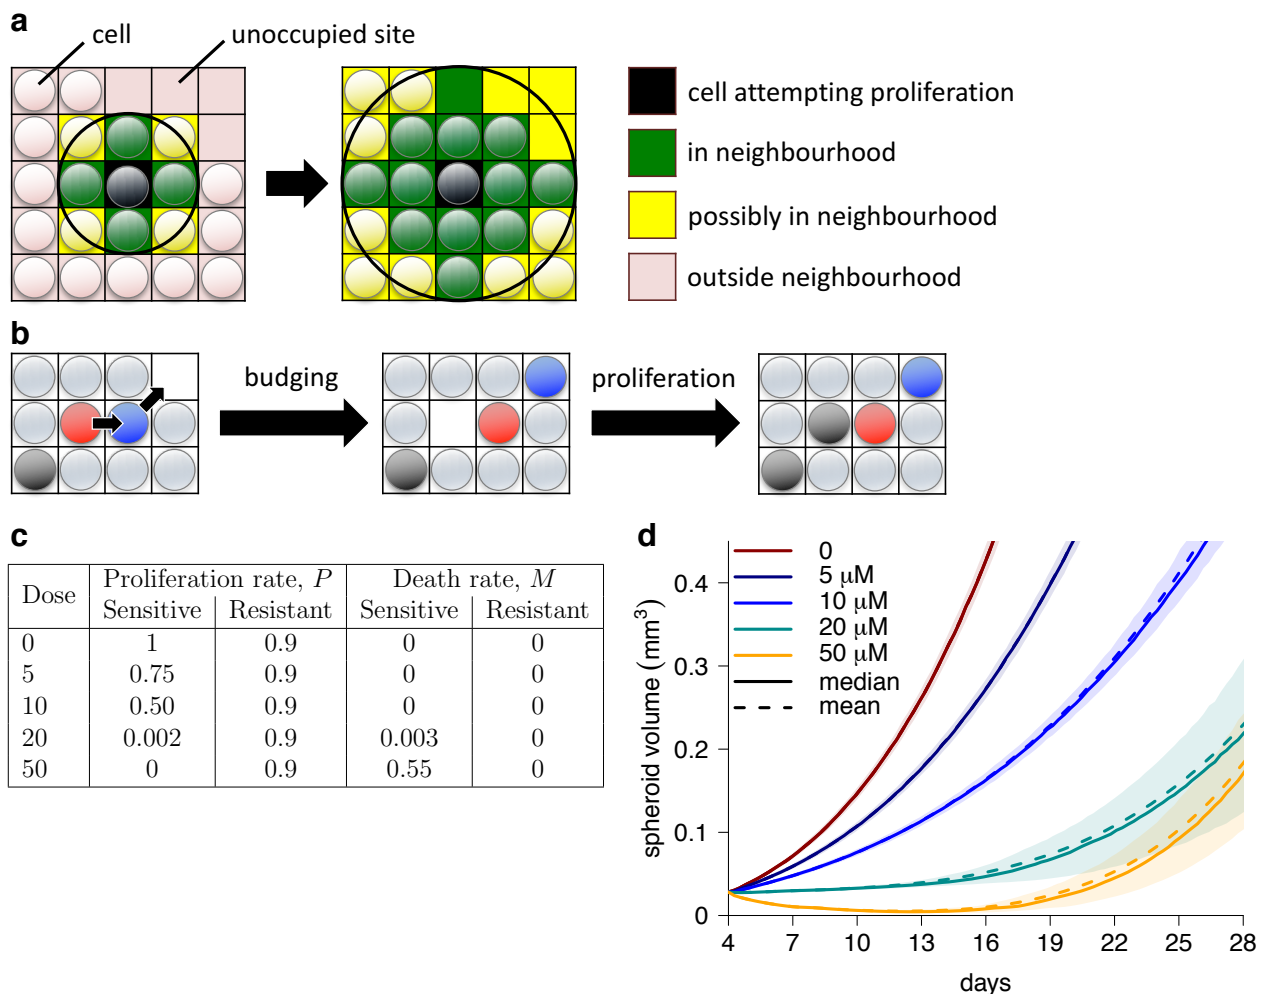

### Supplementary Figure 7. Assumptions of the spatial computational model

(a) In the spatial computational model, a cell can proliferate only if it has nearby unoccupied space. First, the algorithm looks for an unoccupied site (that is, a site containing either medium or a dead cell) within 1.5 cell diameters of the centre of the focus (black) cell by checking sites in random order. Sites entirely within the search disc (green) are always checked; sites partially within the disc (yellow) are checked with probability proportional to their overlap. If no unoccupied site is found then the search radius is expanded by one cell diameter. The process continues until the radius reaches a limit  $d$ .

(b) If the first unoccupied site to be found is not adjacent to the focus cell then the cells lying on the straight line between the focus cell and the unoccupied site are shifted by one site to create a space adjacent to the focus cell. This adjacent space is filled by the new daughter cell.

(c) Values of proliferation and death rates of cells at maximal oxygen concentration in the computational model, versus CDK inhibitor dose.

(d) Tumour spheroid growth curves for different treatment regimens in the computational model when  $d = 20$ . Medians (solid curves), means (dashed curves) and interquartile ranges (shaded) are shown for 1,000 stochastic simulations.

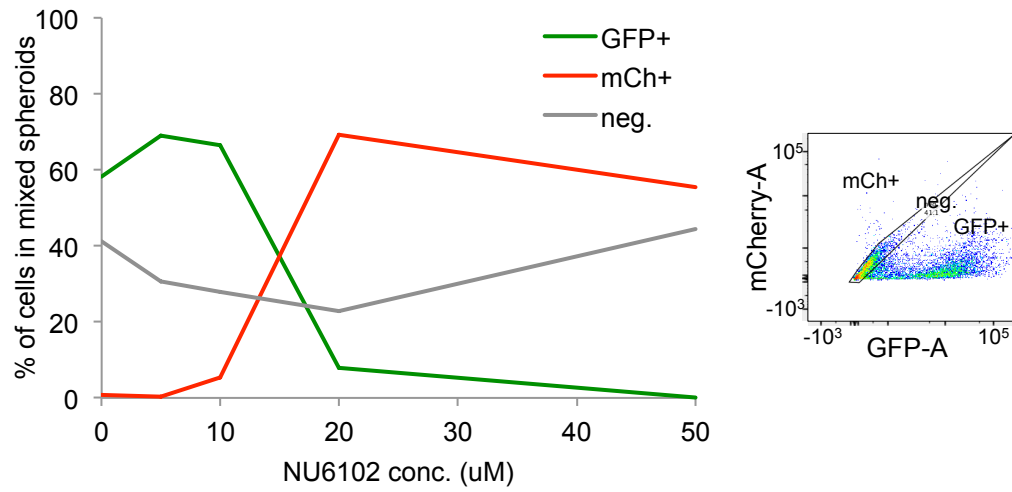

**Supplementary Figure 8. Effective restraint of tumour growth in spheroids by low drug concentrations**

Percentage of GFP+, mCh+ and negative cells within mixed spheroids at day 28, grown at indicated concentrations of NU6102, measured by flow cytometry analysis (as in Fig. 6b). Right, representative flow cytometry histogram illustrating the different cell populations.

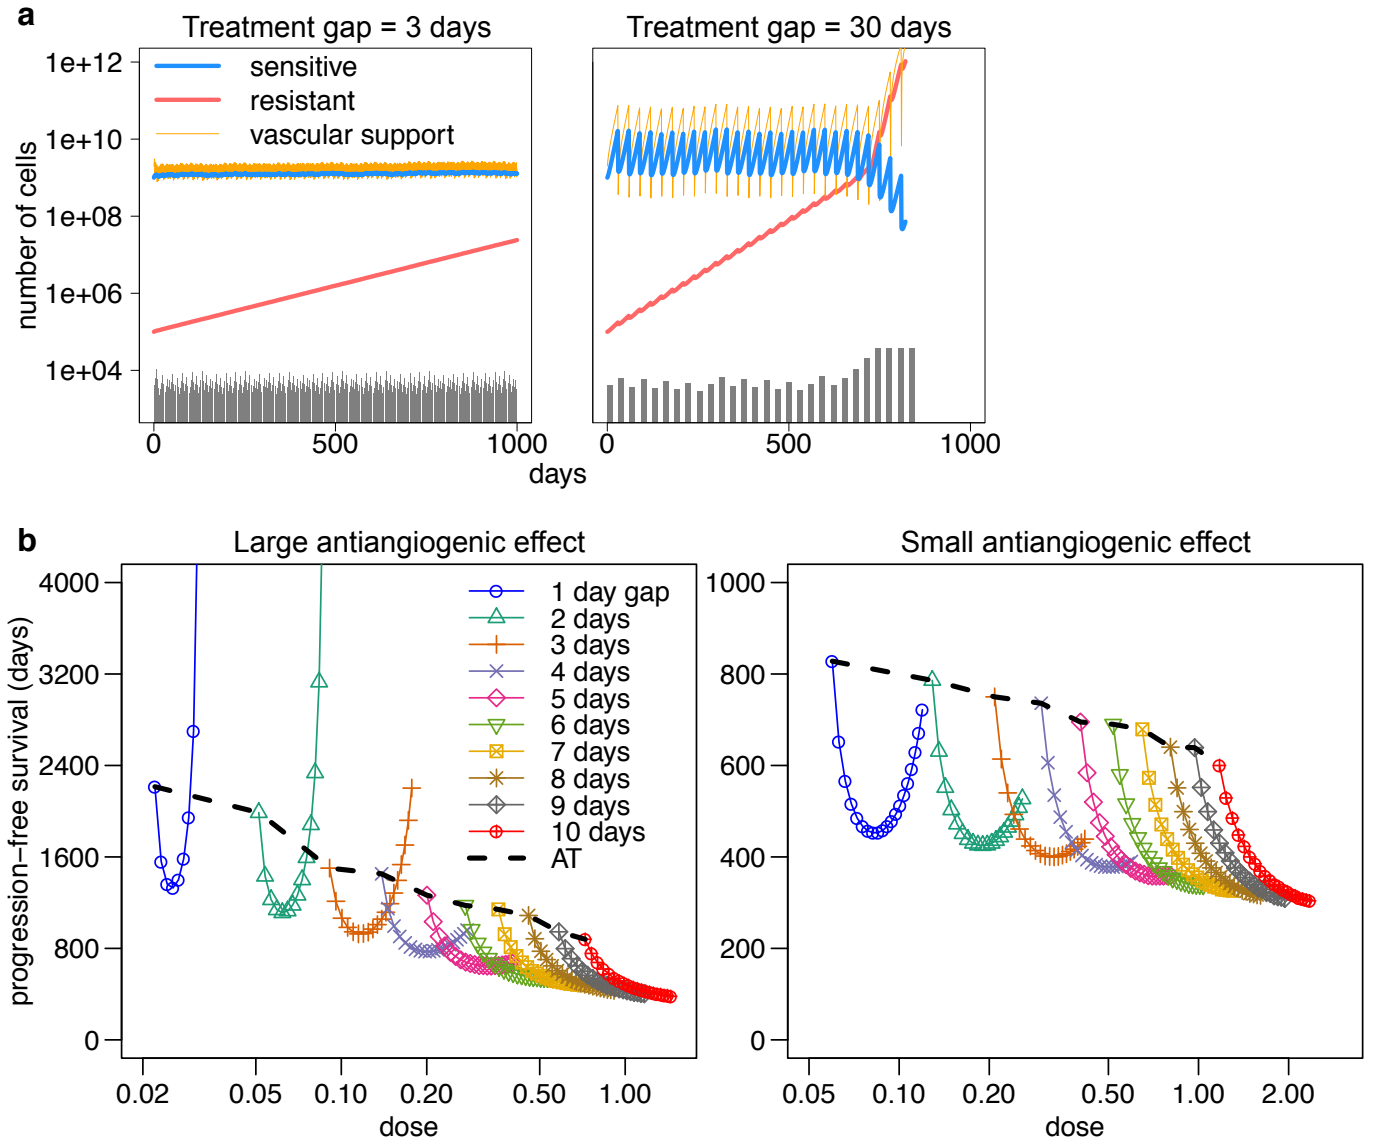

### Supplementary Figure 9.

(a) Example results of an expanded mathematical model in which tumour growth is limited by a carrying capacity linked to vascular support, which can change in response to tumour size and the treatment's antiangiogenic effect. The resistant cell population expands more slowly when the gap between AT doses is short (left panel) than when it is longer (right panel) because the tumour's vascular support (thin orange line) temporarily recovers in the absence of treatment. Grey bars show how the AT dose changes over time. Parameter values are  $b = 0.5$ ,  $d = 10^{-9}$ ,  $K_0 = 2 \times 10^9$ ,  $\lambda_W = \lambda_R = \log(2)/10$ ,  $IC50_W = 1$ ,  $IC50_R = 100$ ,  $IC50_K = 0.1$ ,  $N_0 = 10^9$ ,  $R_0 = 10^5$ ,  $k = 20$ , and  $c = 0.5$ .

(b) In the expanded model, progression-free survival time varies with treatment schedule. Survival times are shown for different combinations of treatment gaps and doses. For each value of the treatment gap, the range of doses varies from the AT dose (which is the minimum required to prevent tumour growth) up to double the AT dose (assuming that higher doses would be intolerable). Higher dose metronomic therapy is superior to AT if the treatment has a relatively strong antiangiogenic effect and the treatment gap is small (left panel with treatment gap less than 4 days); otherwise, AT is optimal (right panel, and left panel with treatment gap of 4 days or more). Dashed lines show how survival time varies with treatment gap for AT only. Parameter values are as above except  $IC50_K = 0.5$  in the right panel.

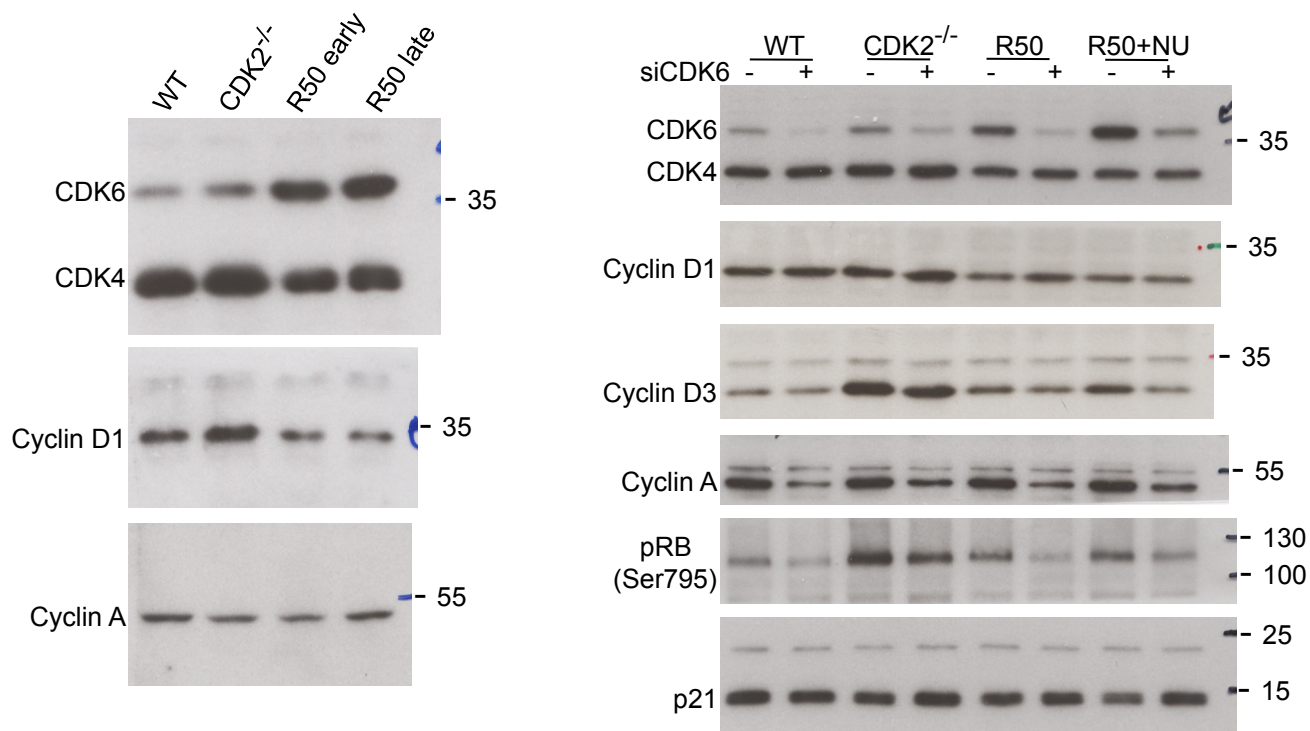

**Supplementary Figure 10.**  
Uncropped Western blots from Figure 2.

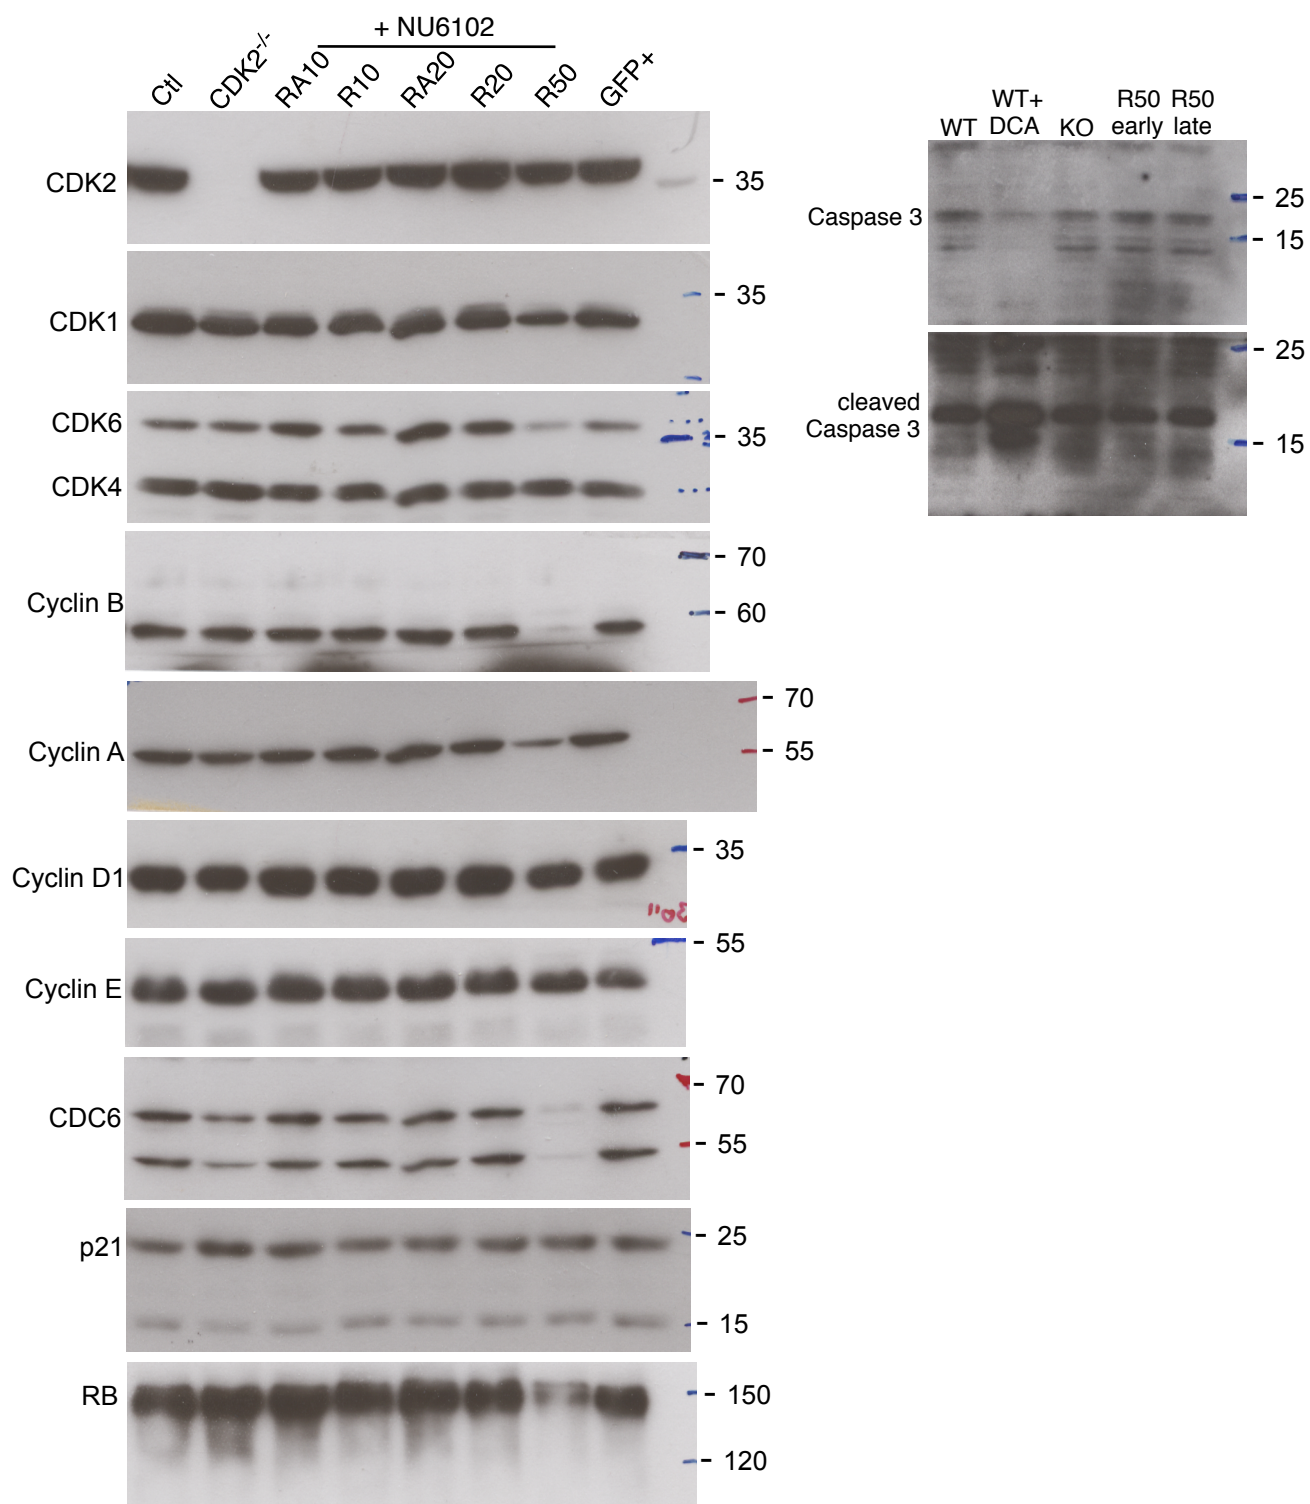

**Supplementary Figure 11.**  
Uncropped Western blots from Supplementary Figure 3.

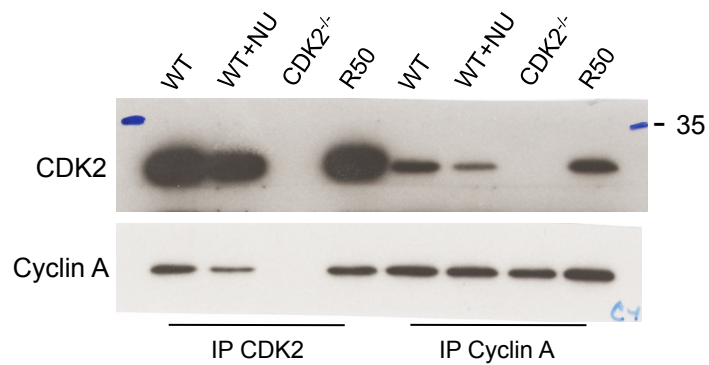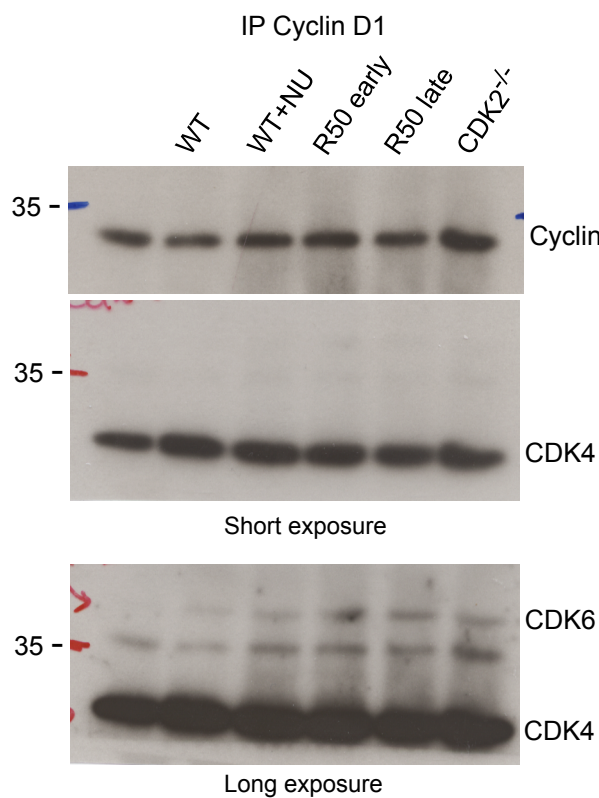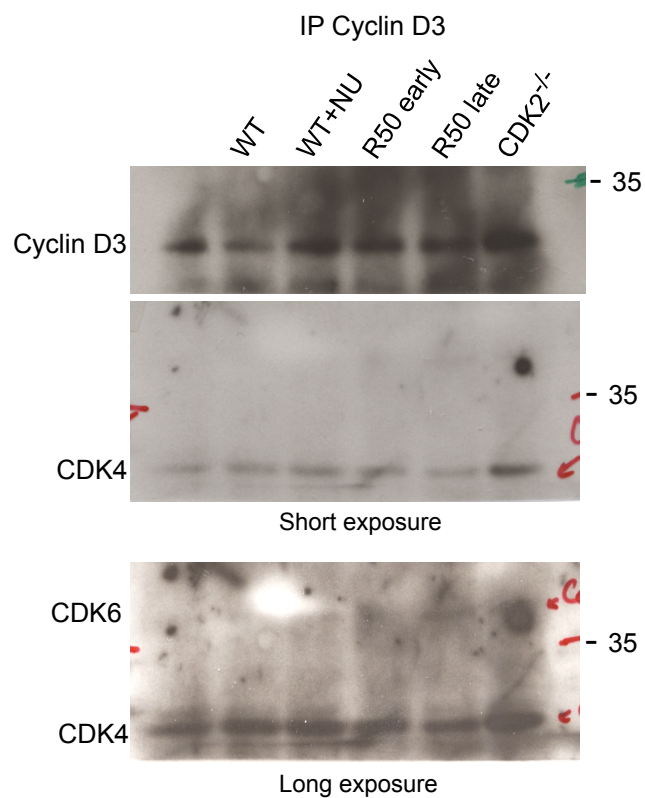

### Supplementary Figure 12.

Uncropped Western blots from Supplementary Figure 4.

# Supplementary methods

## Non-spatial mathematical model

### Frequency dependent fitness of resistant cells

Adaptive therapy (AT) depends on the axiom that chemosensitive cells suppress the proliferation of chemoresistant cells. It follows that resistant cells must be less fit when rare than when abundant, and, in the absence of evidence to the contrary, it is reasonable to assume that fitness increases monotonically between these two extremes. The problem then is to determine the shape of this monotonic relationship. Since little is known in general about the multitudinous potential interactions between tumour subclones, our solution must be somewhat speculative, yet a few basic considerations suggest that certain functional forms are more plausible than others. We further narrow the field of candidates by focussing on obtaining upper bounds for the benefit of AT versus maximum tolerated dose (MTD) therapy.

We begin by assuming that, on average, a resistant subclone will be less fit when it is surrounded by chemosensitive cells than when it borders healthy tissue or lumen. We further assume that the first resistant subclone to reach the tumour periphery is equally likely to have arisen at any point in the tumour. This latter assumption will be unrealistic if resistance mutations occur more often near the tumour periphery (e.g. due to higher cell turnover) or if multiple subclones are present at different locations. Therefore this assumption is likely to overestimate the period for which resistance is suppressed, which makes it appropriate for determining the upper bound of AT effectiveness.

Assuming symmetric growth, we calculate the expected volume of the resistant subclone at the time it reaches the tumour periphery, relative to the entire tumour volume, by evaluating

$$\int_0^1 x^3 dx = 1/4, \quad (1)$$

where  $x$  is the resistant subclone radius relative to the tumour radius. This means that, in the best case scenario, the resistant subclone is expected to be surrounded by chemosensitive cells until its frequency reaches 0.25. As we are interested in the upper bound of AT benefit, we assume that the relative fitness of resistant cells remains at its minimum value during this initial growth period. Near the other extreme, when

resistant cells comprise more than 90% of the tumour, suppression by the remaining chemosensitive cells is likely to be negligible, and we can reasonably approximate that the relative fitness of resistant cells achieves its maximum value.

Fitness during the intermediate period, when frequency is between 0.25 and 0.9, is uncertain. We therefore consider the two extreme cases, in which the relative fitness of resistant cells is a step function that transitions from its minimum to its maximum value when frequency is either 0.25 or 0.9 (left panels of Supplementary Fig. 1A and 1B, respectively). For plausible parameter values, the predictions of our mathematical model are highly similar for these two extreme cases (right panels of Supplementary Fig. 1A and 1B). This is because the 0.25-0.9 frequency range covers only a small part of the growth curves, and shifting the transition point from 0.25 to 0.9 increases survival time under MTD as well as AT, so that the ratio of the survival times remains similar. Hence our results are insensitive to the exact shape of the relative fitness curve at intermediate frequencies. Indeed, the analytical approximations that we derive below are equally consistent with either of the extreme-case step functions.

For our numerical simulations we assume a smooth sigmoidal relative fitness function (SRF) that approximates the average of all potential solutions. We parametrize the function as a logistic curve:

$$f(R, W) = f_{min} + \frac{1 - f_{min}}{1 + \exp\left(-k\left(\frac{R}{R+W} - c\right)\right)}, \quad (2)$$

where  $W$  and  $R$  are the chemosensitive and resistant populations, respectively;  $f_{min}$  is the minimum relative fitness; and  $k$  and  $c$  determine the shape of the curve. In this case, the effectiveness of AT strongly depends on parameter  $f_{min}$ .

For comparison with previous research, we also obtain results for a linear relative fitness function (LRF). A linear relationship between the relative fitness and the frequency of the resistant subpopulation is

$$f(R, W) = \frac{R}{R + W}. \quad (3)$$

This may be considered a relatively favourable scenario for adaptive therapy because it means that resistant cells are relatively very unfit when rare. According to the LRF, the outcome of AT depends strongly on the initial frequency of resistant cells.

The model is then defined as

$$\frac{dW}{dt} = \lambda_W W, \quad \frac{dR}{dt} = \lambda_R f(R, W) R, \quad (4)$$

where  $W$  and  $R$  are the chemosensitive and resistant populations, respectively;  $\lambda_W$  and  $\lambda_R$  are the maximum growth rates; and  $f$  is a frequency-dependent relative fitness function (either SRF or LRF).

In the mathematical analysis that follows, we assume exponential growth and we exploit the fact that the dynamics under both MTD and AT can be broadly partitioned into two phases. During period 1, the resistant subpopulation is at low frequency, and it therefore grows at a relatively slow, frequency-dependent rate. In period 2, the resistant subpopulation is at high frequency and grows approximately exponentially.

## Average death rates

During MTD at dose  $\rho_{MTD}$ , the time-averaged death rates of sensitive and resistant cells are respectively

$$\mu_W = \frac{1}{\theta} \log \left( 1 + \frac{\rho_{MTD}}{IC50_W} \right), \quad \mu_{RM} = \frac{1}{\theta} \log \left( 1 + \frac{\rho_{MTD}}{IC50_R} \right), \quad (5)$$

where  $\theta$  is the period between treatments. The AT dose required to maintain the sensitive population at a constant mean size is

$$\rho_{AT} = (e^{\theta\lambda_W} - 1)IC50_W, \quad (6)$$

and so the time-averaged death rate of resistant cells during AT is

$$\mu_{RA} = \frac{1}{\theta} \log \left( 1 + \frac{\rho_{AT}}{IC50_R} \right) = \frac{1}{\theta} \log \left( 1 + (e^{\theta\lambda_W} - 1) \frac{IC50_W}{IC50_R} \right). \quad (7)$$

## Period 1 (MTD)

During period 1 under MTD, the sensitive population declines exponentially as

$$\frac{dW}{dt} = (\lambda_W - \mu_W)W. \quad (8)$$

This equation has solution

$$W = W_0 e^{(\lambda_W - \mu_W)t}, \quad (9)$$

where  $W_0$  is the initial resistant subpopulation.

In the LRF model, the resistant subpopulation grows relatively little during this phase, and we can approximate it as constant.

For the SRF model, if  $R_0 \ll W_0$  then  $R/W$  will be relatively small for most of the duration of treatment, and so

$$f(R, W) \approx f_{min}. \quad (10)$$

We then have

$$\frac{dR}{dt} \approx (\lambda_R f_{min} - \mu_{RM})R, \quad (11)$$

which has solution

$$R \approx R_0 e^{(\lambda_R f_{min} - \mu_{RM})t}. \quad (12)$$

## Period 1 (AT)

During period 1 under AT, the sensitive subpopulation remains approximately constant. For the LRF model, we can then approximate

$$\frac{dR}{dt} \approx \frac{\lambda_R R^2}{N_0} - \mu_{RA} R, \quad (13)$$

where  $N_0$  is the initial total population. This has solution

$$R = \begin{cases} \frac{\mu_{RA} N_0 R_0}{\lambda_R R_0 - (\lambda_R R_0 - \mu_{RA} N_0) e^{\mu_{RA} t}} & \text{if } \mu_{RA} > 0 \\ \frac{N_0 R_0}{N_0 - \lambda_R R_0 t} & \text{if } \mu_{RA} = 0, \end{cases} \quad (14)$$

where  $R_0$  is the initial resistant population.

During period 1 in the SRF model, similarly to the MTD case we have

$$\frac{dR}{dt} \approx (\lambda_R f_{min} - \mu_{RA}) R, \quad (15)$$

and so

$$R \approx R_0 e^{(\lambda_R f_{min} - \mu_{RA}) t}. \quad (16)$$

## Period 2

During period 2 in each model and under either therapy, the resistant subpopulation grows approximately exponentially as

$$\frac{dR}{dt} \approx (\lambda_R - \mu_{RM}) R, \quad (17)$$

which has solution

$$R \approx R_1 e^{(\lambda_R - \mu_{RM}) t}, \quad (18)$$

where  $R_1$  is the resistant subpopulation size at the end of period 1.

## Predicted benefits of AT

The predicted survival benefit of AT, relative to MTD, is

$$\frac{T_{AT1} + T_{AT2}}{T_{MTD1} + T_{MTD2}}, \quad (19)$$

where  $T_{AT1}$  and  $T_{AT2}$  are the durations of periods 1 and 2 (respectively) under AT, and  $T_{MTD1}$  and  $T_{MTD2}$  are the durations of periods 1 and 2 (respectively) under MTD.

Under MTD, the transition between periods occurs when the sizes of the sensitive and resistant subpopulations are equal. Under AT, the transition happens when the resistant subpopulation size reaches  $cN_0$ , where  $c$  is the inflection point of the fitness function (i.e. the frequency at which resistant cell fitness is halfway between its minimum and maximum values). Period 2 finishes when the total population reaches the endpoint size. When measuring progression-free survival, the endpoint size is  $N_0$ ; for overall survival, it is some larger population size that we denote  $M$ .

It follows that when measuring overall survival in the LRF model,

$$\begin{aligned} T_{MTD1} &= \frac{1}{\lambda_W - \mu_W} \log \left( \frac{R_0}{W_0} \right), & T_{MTD2} &= \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{M}{R_0} \right), \\ T_{AT1} &= \begin{cases} \frac{1}{\mu_{RA}} \log \left( \frac{R_0(\lambda_R - \mu_{RA}/c)}{\lambda_R R_0 - \mu_{RA} N_0} \right) & \text{if } \mu_{RA} > 0 \\ \frac{1}{\lambda_R} \left( \frac{N_0}{R_0} - \frac{1}{c} \right) & \text{if } \mu_{RA} = 0, \end{cases} & T_{AT2} &= \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{M}{cN_0} \right). \end{aligned} \quad (20)$$

If  $\mu_{RA} > 0$  then the predicted overall survival benefit of AT, relative to MTD, for the LRF model is

$$\begin{aligned} & \frac{\frac{1}{\mu_{RA}} \log \left( \frac{R_0(\lambda_R - \mu_{RA}/c)}{\lambda_R R_0 - \mu_{RA} N_0} \right) + \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{M}{cN_0} \right)}{\frac{1}{\lambda_W - \mu_W} \log \left( \frac{R_0}{W_0} \right) + \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{M}{R_0} \right)} \\ &= \frac{\frac{\lambda_R - \mu_{RM}}{\mu_{RA}} \log \left( \frac{R_0(\lambda_R - \mu_{RA}/c)}{\lambda_R R_0 - \mu_{RA} N_0} \right) + \log \left( \frac{M}{cN_0} \right)}{\frac{\lambda_R - \mu_{RM}}{\lambda_W - \mu_W} \log \left( \frac{R_0}{W_0} \right) + \log \left( \frac{M}{R_0} \right)}, \end{aligned} \quad (21)$$

and if  $\mu_{RA} = 0$  then it is

$$\frac{\frac{\lambda_R - \mu_{RM}}{\lambda_R} \left( \frac{N_0}{R_0} - \frac{1}{c} \right) + \log \left( \frac{M}{cN_0} \right)}{\frac{\lambda_R - \mu_{RM}}{\lambda_W - \mu_W} \log \left( \frac{R_0}{W_0} \right) + \log \left( \frac{M}{R_0} \right)}. \quad (22)$$

When measuring progression-free survival in the LRF model,  $T_{MTD1}$  and  $T_{AT1}$  are as in the case of overall survival but

$$T_{MTD2} = \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{N_0}{R_0} \right), \quad T_{AT2} = 0. \quad (23)$$

The predicted progression-free survival benefit of AT, relative to MTD, for the LRF

model is therefore

$$\begin{aligned} & \frac{\frac{\lambda_R - \mu_{RM}}{\mu_{RA}} \log \left( \frac{R_0(\lambda_R - \mu_{RA}/c)}{\lambda_R R_0 - \mu_{RA} N_0} \right)}{\frac{\lambda_R - \mu_{RM}}{\lambda_W - \mu_W} \log \left( \frac{R_0}{W_0} \right) + \log \left( \frac{N_0}{R_0} \right)} \quad \text{if } \mu_{RA} = 0, \\ & \frac{\frac{\lambda_R - \mu_{RM}}{\lambda_R} \left( \frac{N_0}{R_0} - \frac{1}{c} \right)}{\frac{\lambda_R - \mu_{RM}}{\lambda_W - \mu_W} \log \left( \frac{R_0}{W_0} \right) + \log \left( \frac{N_0}{R_0} \right)} \quad \text{otherwise.} \end{aligned} \quad (24)$$

In the SRF model, when measuring overall survival,

$$\begin{aligned} T_{MTD1} &= \frac{1}{\lambda_W - \mu_W - (\lambda_R f_{min} - \mu_{RM})} \log \left( \frac{R_0}{W_0} \right), \\ T_{MTD2} &= \frac{1}{\lambda_R - \mu_{RM}} \left[ \log \left( \frac{M}{R_0} \right) - \frac{\lambda_R f_{min} - \mu_{RM}}{\lambda_W - \mu_W - (\lambda_R f_{min} - \mu_{RM})} \log \left( \frac{R_0}{W_0} \right) \right], \\ T_{AT1} &= \frac{1}{\lambda_R f_{min} - \mu_{RA}} \log \left( \frac{cN_0}{R_0} \right), \\ T_{AT2} &= \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{M}{cN_0} \right). \end{aligned} \quad (25)$$

Therefore the predicted overall survival benefit of AT, relative to MTD, is

$$\begin{aligned} & \frac{\frac{1}{\lambda_R f_{min} - \mu_{RA}} \log \left( \frac{cN_0}{R_0} \right) + \frac{1}{\lambda_R - \mu_{RM}} \log \left( \frac{M}{cN_0} \right)}{\frac{1}{\lambda_W - \mu_W - (\lambda_R f_{min} - \mu_{RM})} \log \left( \frac{R_0}{W_0} \right) + \frac{1}{\lambda_R - \mu_{RM}} \left[ \log \left( \frac{M}{R_0} \right) - \frac{\lambda_R f_{min} - \mu_{RM}}{\lambda_W - \mu_W - (\lambda_R f_{min} - \mu_{RM})} \log \left( \frac{R_0}{W_0} \right) \right]} \\ &= \frac{\frac{\lambda_R - \mu_{RM}}{\lambda_R f_{min} - \mu_{RA}} \log \left( \frac{cN_0}{R_0} \right) + \log \left( \frac{M}{cN_0} \right)}{\frac{\lambda_R(1-f_{min})}{\lambda_W - \lambda_R f_{min} + \mu_{RM} - \mu_W} \log \left( \frac{R_0}{W_0} \right) + \log \left( \frac{M}{R_0} \right)} \end{aligned} \quad (26)$$

$$\rightarrow \frac{(\lambda_R - \mu_{RM})(\lambda_W - \lambda_R f_{min} + \mu_{RM} - \mu_W)}{(\lambda_R f_{min} - \mu_{RA})(\lambda_W - \lambda_R + \mu_{RM} - \mu_W)} \quad \text{as } \frac{N_0}{R_0} \rightarrow 0. \quad (27)$$

When measuring progression-free survival,  $T_{MTD1}$  and  $T_{AT1}$  are as in the case of overall survival but

$$\begin{aligned} T_{MTD2} &= \frac{1}{\lambda_R - \mu_{RM}} \left[ \log \left( \frac{N_0}{R_0} \right) - \frac{\lambda_R f_{min} - \mu_{RM}}{\lambda_W - \mu_W - (\lambda_R f_{min} - \mu_{RM})} \log \left( \frac{R_0}{W_0} \right) \right], \\ T_{AT2} &= 0, \end{aligned} \quad (28)$$

and the predicted progression-free survival benefit is therefore

$$\begin{aligned} & \frac{\frac{\lambda_R - \mu_{RM}}{\lambda_R f_{min} - \mu_{RA}} \log\left(\frac{cN_0}{R_0}\right)}{\frac{\lambda_R(1-f_{min})}{\lambda_W - \lambda_R f_{min} + \mu_{RM} - \mu_W} \log\left(\frac{R_0}{W_0}\right) + \log\left(\frac{N_0}{R_0}\right)} \\ & \rightarrow \frac{(\lambda_R - \mu_{RM})(\lambda_W - \lambda_R f_{min} + \mu_{RM} - \mu_W)}{(\lambda_R f_{min} - \mu_{RA})(\lambda_W - \lambda_R + \mu_{RM} - \mu_W)} \text{ as } \frac{N_0}{R_0} \rightarrow 0. \end{aligned} \quad (29)$$

$$(30)$$

If the treatment-induced mortality rate of resistant cells is close to zero (which is frequently a reasonable assumption) then we can simplify the limit of Equations 27 and 30 to

$$\frac{\lambda_W - \lambda_R f_{min} - \mu_W}{f_{min}(\lambda_W - \lambda_R - \mu_W)}. \quad (31)$$

If the maximum growth rates of sensitive and resistant cells are similar in the absence of treatment then we can further simplify the limit to

$$\frac{1}{f_{min}} - \frac{\lambda_W}{\mu_W} \left( \frac{1}{f_{min}} - 1 \right). \quad (32)$$

This last approximation makes clear that the predicted maximum benefit of AT, relative to MTD, strongly depends on the relative fitness of resistant cells when rare,  $f_{min}$ .

When comparing our analytical approximations with results of numerical simulations, we need to account for growth of the sensitive population before the first treatment bolus. This means replacing  $W_0$  and  $N_0$  in Equations 21, 22, 24, 26 and 29 by (respectively)

$$W'_0 = \frac{(1 + e^{\theta\lambda_W})W_0}{2}, \quad N'_0 = \frac{(1 + e^{\theta\lambda_W})N_0}{2}. \quad (33)$$

Finally, we note that by rearranging the expression for  $T_{AT1}$  in Equation 25, we can derive an expression for calculating  $f_{min}$  from more readily measurable parameter values:

$$f_{min} = \frac{1}{\lambda_R} \left( \frac{1}{T_{AT1}} \log \frac{N_0}{2R_0} + \mu_{RA} \right), \quad (34)$$

where we assume  $c = \frac{1}{2}$  (since the result is not sensitive to this value).

## Spatial computational model

### Program structure

The program [1] was written in the C language with structure as outlined in Algorithm 1.

```

Create initial tumour;
 $t = 0$ ;
while  $t < \text{time\_limit}$  and no tumour cell has reached edge of grid do
    Calculate consumption rates (Equations 36 and 40);
    Solve diffusion equations (Equation 35);
    for each cell  $i$  do
        Calculate proliferation rate  $P_i$  and death rate  $M_i$  (Equations 38 and 39)
    end
    Record state at time  $t$ ;
    for each cell  $i$  do
        if  $\text{oxygen} < \text{survival\_threshold}$  then add cell to  $\text{kill\_list}$ ;
    end
     $\text{events\_count} = 0$ ;
    while  $\text{events\_count} < \text{update\_limit}$  do
        Kill the next cell in  $\text{kill\_list}$ ;
        Increment  $\text{events\_count}$ ;
    end
    while  $\text{events\_count} < \text{update\_limit}$  do
        Calculate time until next event:  $\delta t \sim \text{Exp}(1/\sum_i (P_i + M_i))$ ;
        Randomly select cell  $k$ , with  $\text{Prob}(k = K) = (P_K + M_K) / \sum_i (P_i + M_i)$ ;
        Randomly select cell proliferation or death, with weights  $P_k$  and  $M_k$ ;
        if proliferation then
            if cell  $k$  has space to proliferate then
                Add new cell;
                Increment  $\text{events\_count}$ ;
                Update proliferation statuses of nearest neighbours;
            end
        end
        else
            Remove cell  $k$ ;
            Increment  $\text{events\_count}$ ;
            Update proliferation statuses of nearest neighbours;
        end
        Increase time  $t$  by  $\delta t$ ;
    end
end
Record final state;

```

**Algorithm 1:** Outline description of the algorithm used to implement the model.

## Solving diffusion equations

Oxygen and CDK inhibitor diffuse from the surrounding medium into the tumour spheroid and are consumed by cells. As is conventional, we assume that diffusion occurs much faster than cell division or death, and so chemical concentrations are always at equilibrium. The equation to be solved for each location  $(x, y)$  on the grid is therefore [2]

$$D\nabla^2 c(x, y) - f(c, x, y) = 0, \quad (35)$$

where  $D$  is the diffusion coefficient,  $\nabla^2 c$  is the local concentration of the chemical (either oxygen or CDK inhibitor), and  $f$  is the chemical consumption function. The equations are solved numerically in the smallest rectangle containing the tumour by the method of successive overrelaxation with Chebyshev acceleration [2]. The solution depends on the cell diameter, which is assumed to be  $17 \mu\text{m}$  (consistent with cell density of  $2 \times 10^8 \text{ cells cm}^{-3}$ ) [3, 4].

## Oxygen diffusion and consumption, and necrosis

We include an oxygen field in our model to recreate the necrotic core observed in tumour spheroids. Our results are insensitive to how this necrotic core arises, and we therefore make parsimonious assumptions regarding oxygen diffusion and consumption based on the experimental literature.

Consistent with previous studies [4, 5, 6], we assume that the medium surrounding the tumour spheroid has a uniform oxygen concentration of  $2.2 \times 10^{-7} \text{ mol cm}^{-3}$  (equivalent to 0.22 mM, or a partial pressure of approximately 100 mmHg), and the oxygen diffusion rate is  $2 \times 10^{-5} \text{ cm}^2 \text{ s}^{-1}$ .

In monolayer culture, oxygen consumption is approximately constant at relatively high oxygen concentrations, with a steep decline only at very low oxygen levels [7]. Consistent with previous models of tumour growth [4, 5], we assume the following relationship, which was derived experimentally using the EMT6/Ro mouse mammary tumour cell line [8]:

$$Q = Q_{max} \frac{48g}{48g + 1}, \quad (36)$$

where  $Q$  is oxygen consumption,  $g$  is oxygen concentration relative to  $2.2 \times 10^{-7} \text{ mol cm}^{-3}$ , and  $Q_{max}$  is the maximum possible oxygen consumption rate.

Whereas the value of  $Q_{max}$  has been measured as  $1.0 \times 10^{-8} \text{ mol cm}^{-3} \text{ s}^{-1}$  [3], this rate does not account for quiescence, which is likely to reduce oxygen consumption inside tumours and tumour spheroids. Indeed, several previous computational models have assumed that quiescent cells consume less oxygen than proliferating cells (e.g. [9] assumes half as much; [10] assumes one fifth). The problem then is to define robust, realistic criteria for quiescence. For simplicity, because it has been shown to make very

little difference to model outcomes [7], we instead assume that all cells consume oxygen at a maximum rate of  $5 \times 10^{-9} \text{ mol cm}^{-3} \text{ s}^{-1}$ .

We further assume that cells with relative oxygen concentration  $g < 0.001$  die instantly, which results in a viable rim approximately 8 cells wide.

## Oxygen effects on proliferation

In monolayer culture, cancer cell proliferation rates, like oxygen consumption rates, are nearly constant at high oxygen concentrations and decline steeply at low oxygen levels. While more sophisticated models have been proposed (e.g. [11]), the relationship can be approximated by Michaelis-Menten kinetics. Consistent with previous experimental and modelling studies [8, 12], we assume that the proliferation rate  $P$  of drug-sensitive cells in the absence of CDK inhibitor is

$$P = P_{max} \frac{30g}{30g + 1}, \quad (37)$$

where  $P_{max}$  is the maximum possible proliferation rate. To account for a 10% reduction in maximum growth rate due to the fitness cost of resistance, and to rescale such that the maximum proliferation rate is 1, we set  $P_{max} = 31/30$  for drug-sensitive cells and  $P_{max} = 0.9 \times 31/30$  for drug-resistant cells. Model outcomes were relatively insensitive to varying the fitness cost of resistance.

## Crowding effects on proliferation

Equation 37 does not realistically account for extensive quiescence observed in tumour spheroids, which is thought to result from cell contact effects or an unknown growth inhibitory factor [8]. We therefore assume that a cell will fail to divide if it has insufficient space to do so. Specifically, cells can proliferate only if there is at least one unoccupied site within a disc-shaped neighbourhood of radius  $d$  cell widths. Sites are unoccupied if they do not contain a living cell (i.e. they contain either medium or a dead cell). First the algorithm checks, in random order, the sites within 1.5 cell diameters of the centre of the focus cell. If a site is only partly within the disc then it is checked with probability proportional to its overlap with the disc (when determining the overlap, cells are also treated as discs, not squares). If no unoccupied site is found then the search is extended to a disc of radius 2.5 cell diameters. The process continues up until disc radius  $d$  (Supplementary Fig. 7A). If an unoccupied site is found adjacent to the focus cell then a daughter cell is placed at that site. If an unoccupied site is found further away then the cells lying on a straight line between the focus cell and the unoccupied site are shifted one space along that line to create an unoccupied site next to the focus cell (Supplementary Fig. 7B). This budding method thus enables proliferation of cells located close to the periphery as well as those on the periphery. We set  $d = 2.5$  so that

typically only the two or three outermost layers of cells were able to proliferate, as has been observed in tumour spheroids [13]. We also tested the model with  $d = 20$ , which (because the viable rim is less than 20 cells wide) effectively removes crowding inhibition of proliferation.

## CDK inhibitor effects on proliferation and cell death

The effects of oxygen, glucose and pH have been found to combine multiplicatively to determine cell proliferation rate [8]. We assume that effects of oxygen (Equation 37) and the CDK inhibitor also combine multiplicatively.

In monolayer culture experiments, the doubling times of sensitive cells, relative to the doubling times in the absence of CDK inhibitor NU6102, were 0.76 at 5  $\mu\text{M}$  NU6102, 0.55 at 10  $\mu\text{M}$ , and 0.03 at 20  $\mu\text{M}$ , indicating an approximately linear relationship between proliferation rate and CDK inhibitor dose. Population growth at 20  $\mu\text{M}$  was even lower in tumour spheroid experiments than in monolayer culture. Accordingly, we assume that the relative proliferation rate  $P$  for sensitive cells decreases linearly as the CDK inhibitor dose  $h$  increases, such that  $P = 1$  when  $h = 0$  and  $P = 0.002$  when  $h = 20\mu\text{M}$ . Hence

$$P = P_{max} \left( \frac{30g}{30g + 1} \right) \max(1 - 0.0499h, 0). \quad (38)$$

For sensitive cell death rate  $M$  we likewise assume a linear dependence on CDK inhibitor dose, such that  $M = 0.55$  when  $h = 50\mu\text{M}$  (as in our monolayer culture experiments) and  $M = 0.003$  (slightly higher than  $P$ ) when  $h = 20\mu\text{M}$ . Hence

$$M = \max(0.0182h - 0.361, 0). \quad (39)$$

We assume that resistant cells are unaffected by the CDK inhibitor, so that the proliferation and death rates of cells at maximum oxygen concentration (such as at the tumour spheroid periphery) are as in Supplementary Fig. 7C.

To facilitate comparison with our experimental results, we rescaled the relative time units of the model into days, such that the model tumour spheroid growth curves in the absence of treatment approximately coincided with those of the experiments. With proliferation threshold  $d = 2.5$ , one day then corresponds to 0.6 doubling times of a sensitive cell in optimal conditions (i.e. located on the tumour spheroid periphery in the absence of treatment).

## CDK inhibitor diffusion and consumption rates

We assume that the cell consumption rate of CDK inhibitor is small relative to its diffusion rate, which ensures that the CDK inhibitor concentration at the centre of the spheroid is not much less than the concentration in the medium. If the consumption rate were

higher then, at the 20  $\mu\text{M}$  dose, cells exactly on the periphery would encounter a 20  $\mu\text{M}$  CDK inhibitor concentration but cells one or two cell diameters away from the periphery would receive a substantially lower concentration. Given our assumed proliferation and death rates (Supplementary Fig. 7C), the spheroid would then grow due to proliferation of these internal cells, even if all cells were sensitive to the inhibitor, which is inconsistent with our experimental results (in which spheroid volume was approximately static at 20  $\mu\text{M}$  dose). Therefore we must assume that the gradient of inhibitor concentration across the spheroid is relatively shallow, which requires the consumption rate of CDK inhibitor to be small relative to its diffusion rate.

Specifically, we assume a diffusion rate of  $5 \times 10^{-6} \text{ cm}^2 \text{ s}^{-1}$  (consistent with the large molecular weight of the drug) and we set

$$R = R_{max} \frac{48g}{48g + 1}, \quad (40)$$

where  $R$  is the consumption rate, and  $R_{max} = 1.0 \times 10^{-11} \text{ mol cm}^{-3} \text{ s}^{-1}$  is the maximum possible consumption rate. The parameter values in this equation are necessarily somewhat arbitrary as the pharmacokinetics of NU6102 in tumour spheroids are unknown, but the model's qualitative behaviour and quantitative output are insensitive to these parameters, provided that the inhibitor gradient across the tumour spheroid is relatively shallow.

## Initial state

We compared model outcomes for two different initial states. In the first scenario, we initiated the model with cells arranged in a disc of radius 7 cells, at the centre of the grid. The initial population was therefore 156 cells (approximately  $\pi \times 7^2$ ), corresponding to a cross section of a three-dimensional tumour spheroid comprising approximately 1,500 cells ( $\frac{4}{3}\pi \times 7.1^3$ ), which was the size of the initial population in the *in vitro* experiments. In the experiments, CDK inhibitor was added after 4 days of growth, when the tumour spheroid volume reached approximately  $0.03 \text{ mm}^3$ . Accordingly, before adding the CDK inhibitor in the model, we ran the simulation for an initial growth phase, which was long enough for the tumour spheroid volume to reach approximately  $0.03 \text{ mm}^3$ . Therefore in this case, the spatial distribution of resistant cells was uniformly random at the start of the simulation, but was subsequently influenced by competition with sensitive cells before the start of treatment.

For the alternative initial state, we created the tumour spheroid with a volume of approximately  $0.03 \text{ mm}^3$  and began treatment immediately, so that resistant cells were uniformly randomly distributed at the start of treatment.

## Radius measurement

To find the relationship between cell number and tumour spheroid radius in the model, we measured the radius in the absence of treatment as the distance from the centre of the grid to the outermost live cell, averaged over eight directions at 45 degree intervals, and over many replicates. We then used linear regression to characterise this relationship before the emergence of a necrotic core (when radius is proportional to the square root of population size) and after the emergence of a necrotic core (when radius grows linearly with population size). Thus we obtained a reference curve for the relationship between population size and radius in approximately circular tumour spheroids. Since CDK-treated tumour spheroids in the model can be less regularly shaped than *in vitro*, we used the reference curve to convert from population size to a notional radius that facilitates comparison with experimental results. In converting the units of the radius we assumed a cell density of  $2 \times 10^8$  cells  $\text{cm}^{-3}$  [3, 4].

## Supplementary references

- [1] Robert Noble. HyCAT version 0.0.1, 2017. URL <https://github.com/robjohnnoble/HyCAT>. doi: 10.5281/zenodo.838190.
- [2] William T Vetterling, Saul A Teukolsky, Brian P Flannery, and William H Press. *Numerical Recipes in C The Art of Scientific Computing*. Cambridge University Press, 2nd edition, 2002. ISBN 0521431085.
- [3] BA Wagner, S Venkataraman, and GR Buettner. The rate of oxygen utilization by cells. *Free Radical Biology and Medicine*, 51(3):700–712, 2011.
- [4] JJ Casciari, SV Sotirchos, and RM Sutherland. Mathematical modelling of microenvironment and growth in EMT6 / Ro multicellular tumour spheroids. *Cell proliferation*, 25(1):1–22, 1992.
- [5] Yangjin Kim, Magdalena A Stolarska, and Hans G Othmer. A Hybrid Model For Tumor Spheroid Growth In Vitro I: Theoretical Development And Early Results. *Mathematical Models and Methods in Applied Sciences*, 17:1773–1798, 2007.
- [6] David Robert Grimes, Catherine Kelly, Katarzyna Bloch, and Mike Partridge. A method for estimating the oxygen consumption rate in multicellular tumour spheroids. *Journal of the Royal Society Interface*, 11:20131124, 2014.
- [7] David Robert Grimes, Alexander G Fletcher, and Mike Partridge. Oxygen consumption dynamics in steady-state tumour models. *Royal Society Open Science*, 1: 140080, 2014.

- [8] Joseph J Casciari, Stratis V Sotirchos, and Sutherland Robert M. Variations in Tumor Cell Growth Rates and Metabolism With Oxygen Concentration, Glucose Concentration, and Extracellular pH. *Journal of cellular physiology*, 151:386–394, 1992.
- [9] Yi Jiang, Jelena Pjesivac-Grbovic, Charles Cantrell, and James P Freyer. A multi-scale model for avascular tumor growth. *Biophysical journal*, 89(6):3884–94, Dec 2005. ISSN 0006-3495.
- [10] Philip Gerlee and Alexander R A Anderson. An Evolutionary Hybrid Cellular Automaton Model of Solid Tumour Growth. *Journal of theoretical biology*, 246(4): 583–603, 2007.
- [11] T Alarcón, H M Byrne, and P K Maini. A mathematical model of the effects of hypoxia on the cell-cycle of normal and cancer cells. *Journal of theoretical biology*, 229(3):395–411, Aug 2004.
- [12] JP Ward and JR King. Mathematical modelling of avascular-tumour growth. *Mathematical Medicine and Biology*, 14:39–69, 1997.
- [13] R M Sutherland. Cell and environment interactions in tumor microregions: the multicell spheroid model. *Science (New York, N.Y.)*, 240(4849):177–84, Apr 1988.

# Supplementary material for: Spatial competition constrains resistance to targeted cancer therapy
**Source:** Nat Commun. 2017 Dec 8;8:1995. doi: 10.1038/s41467-017-01516-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Movie 1

Description: Simulation of tumour spheroid growth with initial 1% frequency of resistant cells, grown without the inhibitor.

File Name: Supplementary Movie 2

Description: Simulation of tumour spheroid growth with initial 1% frequency of resistant cells, grown at 5µM NU6102.

File Name: Supplementary Movie 3

Description: Simulation of tumour spheroid growth with initial 1% frequency of resistant cells, grown at 10µM NU6102.

File Name: Supplementary Movie 4

Description: Simulation of tumour spheroid growth with initial 1% frequency of resistant cells, grown at 20µM NU6102.

File Name: Supplementary Movie 5

Description: Simulation of tumour spheroid growth with initial 1% frequency of resistant cells, grown at 50µM NU6102.

File Name: Supplementary Data 1

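Supplementary Data 1 gives a log2 fold change against WT for each differing gene in the 3 other groups. The first 961 of its 2300 genes are held here. All 961 passed the methods' ANOVA recomputed on the authors' processed values, with a ratio of the recomputed p-value to the paper's between 0.999987 and 1.00001. Of 2883 log2 fold changes, 2875 lay within 0.05 of the paper's, and the largest difference was 0.220.

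Among genes well above background on all 4 arrays compared, the largest rise in R50 cells against WT was that of ABCG2, on chromosome 4 of hg19 from 89011503 to 89011562, with a log2 fold change of 7.34 (SE 0.22, limma adjusted p = 0.000114). The paper's reported value is 7.35. After normexp background correction it was 6.08. PSCA rose by 5.26 and NCAM1 by 4.82, and ARMC4, PKIB and CLDN2 changed by −4.00, −3.93 and −3.53. In CDK2−/− cells ZC4H2, DPEP1 and GRHL3 rose by 5.12, 5.02 and 4.66. SPARC changed by −7.82 (SE 0.21, adjusted p = 2.87e-05), for which the paper's reported value is −7.83, IFITM1 by −6.37 and BST2 by −6.21. In WT+NU6102 cells, within a slide, CXCR4, AXIN2 and SNAR-G1 rose by 3.06, 2.58 and 2.31. OAS1, PARP10 and IRF9 changed by −4.47, −4.15 and −3.81. SNAR-G1 is one of several near-identical copies, and its value is uncertain for that reason. Each of these changes kept its direction with any 1 array left out.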

Description: Results of microarray analysis of gene expression in WT, WT cells treated with 20µM NU6102 for 24h, R50 and CDK<sup>-/-</sup> cells.

How the deposited data were processed for this re-analysis (not part of the article)

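Gene expression was measured in HCT-116 cells on 8 one-colour Agilent arrays of 60-base probes, 2 each for WT cells, WT cells treated with 20 µM NU6102 for 24 h, CDK2−/− cells and R50 cells selected in 50 µM NU6102. The authors scanned the arrays and deposited, for each spot, an intensity made by Agilent Feature Extraction 11.5.1.1, with background subtracted and no normalization between arrays. The authors also deposited processed log2 values of 28719 probes made with GeneSpring GX. Compared with the scanner signal, these values equal its log2 less 1 constant per array, with each probe then centred on its median over the arrays. The paper's text does not name the filter that left these probes, and all 28677 probes tested here are among them.

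The scanner files were read with R 4.3.3 and data.table 1.17.8. Control spots and spots marked as outliers were left out, the processed signal was taken to log2, and the 75th percentile of each array was subtracted. Spots of a probe were averaged. Of 50599 probes, 31 were left out because an array had no usable spot, and the 28677 well above background on both arrays of at least 1 group were tested. No spot was treated as saturated, since the files mark 0. Between 32376 and 36206 spots per array were well above background, and 24489 tested probes were so on all 8 arrays. For a probe close to background in a group the size of the change is uncertain, and the number of arrays limits the precision of every value. Genes carry the symbols in the files. Of 20964 tested probes with a RefSeq transcript, 20369 matched the reference table of GRCh38.p14, and 2842 of these have another symbol there. Positions given for probes come from the scanner files of WT and WT+NU6102, which are annotated on hg19. Those of CDK2−/− and R50 give no positions and name no build. No coordinates were taken from the reference table.

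Limma 3.58.1 fitted the 4 groups together with empirical Bayes moderation. A moderated F-test at a Benjamini-Hochberg adjusted p under 0.001, the paper's threshold, gave the probes that differ among groups. Pairwise contrasts were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. All tests are two-sided. Gene lists were tested with camera at a preset inter-gene correlation of 0.01. In simulated data 200 of 28677 probes were given a log2 change of at least 2 in size. The contrasts recovered 97% of them for WT+NU6102, 98% for CDK2−/− and 95% for R50 against WT, and called 2, 0 and 4 unchanged probes. The F-test, which gives the probes for the distances, tree and correlations, recovered 80.5%, 76.5% and 72% of them in the same order. Recovery of smaller changes, such as those near the threshold of 1, was not simulated. Distances between groups, the average-linkage tree and the correlation of effects were computed over the probes past the F-test. Correlations of effects that share the WT arrays were set beside 100 simulations of unchanged groups. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

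The groups, comparisons, tests, gene lists, named genes and most alternatives were fixed before the data were examined. Named genes are the cell cycle genes and markers the paper names, and for each of WT+NU6102, CDK2−/− and R50 against WT the 3 largest rises and 3 largest falls among called genes well above background on all 4 arrays compared. Where a gene has several probes, the one with the highest mean over all arrays was used. A gene that this rule names is not reported here. The alternatives were normexp background correction with an offset of 50, quantile normalization, no filter and a stricter filter on dim probes, the authors' processed values, a trended prior variance, other thresholds, other distances, a replicate block, a slide block, the methods' ANOVA and t-test, other gene list tests, and leaving out each array. The methods' ANOVA on the authors' processed values, the distances and correlations of effects over the probes it calls and a set of trees with other centring, distance and linkage were added after seeing the data.

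Both arrays of CDK2−/− and of R50 were on slide 1, and both arrays of WT and of WT+NU6102 on slide 2. A slide effect can be separated from the groups only within a slide. The qRT-PCR, protein and growth measurements of the paper were not analysed here, and KEGG pathways were not used here.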

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

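The tests in this part were chosen after the results were seen, except the test of shared probe sequence among the zinc finger genes. The gene sets of this part were also chosen after their values were seen. All of its results concern genes that the paper's text does not discuss.

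ABCG2, which encodes a drug efflux transporter, had the largest rise among named genes in R50 cells, with a log2 fold change of 7.34 against WT. The signal was well above background on all 8 arrays, and the change ranged from 6.08 to 7.47 over the settings run. CDK2−/− cells share the slide with R50 and their ABCG2 changed by −0.19 against WT, which argues against a slide effect. A gain of the surrounding region was tested on 23 other probes within 2 Mb that were well above background on all arrays. Their median change was 0.078. The 4 called higher lie 1601 to 1604 kb away at a locus without a gene name, and their changes in CDK2−/− cells were also above 0. PKD2 and SPP1, the nearest genes, changed by 0.55 and 0.42. These values argue against a gain of the whole region as the cause. A gain of ABCG2 alone, a change in its regulation and a fault of its only tested probe stay open. Of 32 tested genes with symbols of the ABC transporter family, not all of which encode transporters, 4 were called higher in R50. ABCB1 rose by 1.89 but was well above background on only 4 of 8 arrays, ABCA12 rose by 1.29 and ABCC2 by 1.21. In CDK2−/− cells the changes of ABCB1, ABCA12 and ABCC2 were 1.11, 2.17 and 1.47. A hypothesis is that efflux may contribute to the growth of R50 cells in NU6102. No transport was measured, and the paper found R50 cells more sensitive than control cells to another purine inhibitor.

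Zinc finger genes of chromosome 19 were higher in CDK2−/− cells. Of 234 tested probes of this set, 43 were called higher against WT, compared with 6 of 346 zinc finger probes on other chromosomes and 37 of 1464 other probes of chromosome 19. The 43 probes belong to 36 genes and have a median log2 change of 2.09. Of them 22 were well above background on all 8 arrays, and 17 on neither WT array, so the size of their change is not known. The count was 28 after normexp background correction, 40 after quantile normalization and 39 to 45 with each array left out. The other probes of chromosome 19 had a median change of 0.00968, which argues against a gain of the chromosome. The same 43 probes had a median change of −0.29 in R50 cells, which share the slide, and this argues against a slide effect. Called probes of different genes that share a run of 20 bases numbered 0, which argues against 1 transcript binding to many probes through such a run. ZNF283 rose by 2.13 and ZNF567 by 2.12, both well above background on all arrays and picked after their values were seen. With NU6102, within a slide, the 43 probes had a median change of 0.36. A difference that arose when the CDK2−/− clone was isolated and an effect of losing CDK2 may each give this pattern, and with medians of −0.29 in R50 and 0.36 with NU6102 the array data do not separate them. No second clone was analysed here.

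Interferon-stimulated genes were lower than in WT in all other groups. Over a list of 26 such genes, the median log2 change was −2.43 in WT+NU6102, −2.77 in CDK2−/− and −0.98 in R50 cells, with 25, 23 and 11 genes called lower. Over the 28 tested of 31 genes looked up, the medians were −2.36, −2.47 and −0.95. TMEM173 was higher in R50 by 1.04, and MB21D1 was not called in any group. In the 21 genes well above background on all arrays the medians were −2.31, −2.57 and −0.93. Over the settings run the WT+NU6102 median lay between −2.49 and −2.18. WT+NU6102 shares the slide with WT, so its median argues against a slide effect as the cause of the fall with NU6102. The falls in CDK2−/− and R50 run across the slides, and a slide effect on them stays open. A high level in the WT culture alone would leave the other groups at 1 level, but R50 exceeded CDK2−/− within a slide by a median of 1.99. That argues against it as the whole cause. A hypothesis is that CDK inhibition and loss of CDK2 both lower the basal interferon response. The −2.43 measured within a slide bears on inhibition only, not on loss of CDK2. A partly raised level in WT cells stays open, as do clonal differences between the lines and a difference in culture density, which were not tested.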

How the results depend on the processing

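The methods' ANOVA on the authors' processed values, and the distances and correlations of effects over the probes it calls, were chosen after the results were seen. The other alternatives were planned. In every case the cause of a change was not tested, except where fewer arrays or probes by construction give fewer calls.

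The 6065 probes that differ among the groups became 9277 after normexp, 963 without a filter on dim probes, 3922 with a slide block, 2247 in the methods' ANOVA, 11671 with a trended prior variance and 2300 in the methods' ANOVA on the authors' processed values. The slide block tests only the differences within slides, WT+NU6102 against WT and R50 against CDK2−/−, so its 3922 answers a narrower question. With each array left out, where the lone array of a group is assumed to vary like the other groups, it was 984 (without WT+NU6102 replicate 2) to 1656 (without R50 replicate 2). Quantile normalization, the stricter filter and the authors' values gave counts within 1.5 times.

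The counts of changed probes for WT+NU6102, CDK2−/− and R50 against WT, R50 against WT+NU6102 and R50 against CDK2−/− were 1861, 1360, 742, 3118 and 1492. After normexp they were 631, 603, 319, 1489 and 649, and without a minimum fold change 12829, 8915, 6486, 14750 and 9876. The stricter filter gave 1135, 802, 384 and 847 for all but R50 against WT+NU6102, where it stayed within 1.5 times. In the same order, the methods' t-test with Benjamini-Hochberg adjustment gave 972, 481, 9 and 633, and without it each count stayed within 1.5 times. An adjusted p under 0.001 in limma gave 1043, 710, 252 and 796. Leaving out any array kept each count within 1.5 times.

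R50 was nearer to WT than to CDK2−/− under all settings run. The difference of 0.291 was 0.231 after normexp, 0.314 after quantile normalization, 0.443 without a filter, 0.250 with the stricter filter, 0.292 on the authors' values, 0.197 over all tested probes, 0.266 by Spearman correlation, 0.31 log2 units by Euclidean distance, 0.143 over the methods' probes and 0.312 to 0.465 with each array left out.

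The correlation of the effects of CDK2−/− and WT+NU6102, 0.0611, was 0.0940 after quantile normalization, 0.156 without a filter, 0.125 over all tested probes, 0.0969 over the methods' probes, 0.0859 to 0.181 with each array left out and −0.0595 by Spearman correlation, where the sign changed. That of R50 and WT+NU6102, −0.211, was −0.214 after normexp, −0.177 after quantile normalization, −0.110 without a filter, −0.223 with the stricter filter, −0.213 on the authors' values, −0.325 by Spearman, −0.213 and −0.218 with separate WT arrays for each effect, −0.229 over the methods' probes and −0.161 to −0.0790 with each array left out. Over all tested probes it was 0.000531, which reverses the sign. That of CDK2−/− and R50, 0.270, was 0.309 after normexp, 0.217 without a filter, 0.313 with the stricter filter, 0.318 over all tested probes, 0.279 by Spearman, 0.260 with separate WT arrays, 0.254 over the methods' probes and 0.220 to 0.274 with each array left out.

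With the replicate number as a block, 2063 probes differed among the groups, the nearest-group difference was 0.345, and the correlations of effects were 0.0951 for CDK2−/− and WT+NU6102, −0.173 for R50 and WT+NU6102 and 0.248 for CDK2−/− and R50. Deviations of arrays with the same number correlated between −0.03 and 0.05, so the numbers do not pair the samples.

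A slide block leaves the counts of WT+NU6102 against WT and R50 against CDK2−/− as they are. For the comparisons across slides, the distances and the correlations that use them, it gives no value.

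With the inter-gene correlation estimated, no gene list test passed. For R50 against WT the medians of −0.24 (S phase), −0.16 (G2/M) and −0.15 (RNA transport) had adjusted p of 0.135, 0.214 and 0.135. For R50 against WT+NU6102 those of −0.54, −0.28 and −0.47 had 0.144, 0.459 and 0.135. For WT+NU6102 against WT those of 0.28 (S phase) and 0.27 (RNA transport) had 0.214 and 0.135. Under fry the G2/M list at 0.041 in WT+NU6102 passed (adjusted p = 0.0155), and after quantile normalization its median was −0.080. The G2/M list in R50 against WT+NU6102 did not pass after quantile normalization (−0.11, adjusted p = 0.227), with the stricter filter (−0.28, 0.0503) or on the authors' values (−0.16, 0.0522). Leaving out any array changed no list's call.

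CDK6 in R50 against WT, 1.61, had an adjusted p of 0.0584 in the methods' t-test and passed under the other settings. Over 780 values of named genes under alternatives, 704 kept direction and call, 63 kept direction and lost the call, 7 gained it and 6 changed sign. These 6 are small changes without a call: CCND1 in R50 was 0.012 after quantile normalization and −0.095 to 0.057 with each array left out, CCND1 in CDK2−/− −0.041 to 0.00389, CCND3 in CDK2−/− −0.027 to 0.096, and CDKN1A with NU6102 −0.00258 after quantile normalization and −0.061 to 0.15 with each array left out.

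Signal over background limits the low end. Only 24489 of 28677 tested probes were well above background on all 8 arrays, and normexp, which raises dim signals, lowered the rise of ABCG2 from 7.34 to 6.08.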

Differences from the paper's values

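The paper's value for genes that differ among the groups is 2300, and the F-test here gave 6065 probes. Of the alternatives set before the data were examined, 5 lie within 1.5 times of the paper's. These are the methods' ANOVA with 2247, the replicate block with 2063, and the fits without WT replicate 2 (1550), without R50 replicate 1 (1608) and without R50 replicate 2 (1656). Those that do not are normexp (9277), quantile normalization (5545), no filter (963), the stricter filter (7735), the authors' values (6140), the slide block (3922), the trended prior variance (11671), and the fits without WT replicate 1 (1531), CDK2−/− replicate 1 (1096) or 2 (1046) and WT+NU6102 replicate 1 (1095) or 2 (984). The methods' ANOVA on the authors' processed values, which was chosen after seeing the values, gave 2300. The 3922 of the slide block counts only differences within slides, so it is not a like measure.

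The 21 log2 fold changes of named genes reported here that the held part of the paper's table also gives lay within 1 replicate SD of the log2 fold change from the paper's.

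The paper groups R50 cells with CDK2−/− cells. Over the 6065 probes here R50 lay nearer to WT (0.916) than to CDK2−/− (1.21), and the tree joined R50 with WT. Among 140 trees of the group means computed after seeing the values, over 7 combinations of probes and centring, 4 distances and 5 linkages, R50 joined WT in 110, CDK2−/− in 18 and the pair of WT and WT+NU6102 in 12. Euclidean and Manhattan distances do not change with the centring, so some of these trees repeat others. The 18 trees that reach the paper's grouping use 1 − r, centred or uncentred, with each probe centred on its median and with average, complete or Ward linkage. With the methods' 2300 probes and average linkage, also chosen after seeing the values, R50 joined CDK2−/− at 1.16 although its distance to WT was 1.01.

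The paper describes the effects of losing CDK2 as mostly the reverse of the effects of inhibition. For R50 and WT+NU6102, each against WT, 70.4% of 6065 probes moved in opposite directions, as did 156 of the 271 probes called in both, and over all tested probes the effects correlated at 0.000531. For CDK2−/− 58.2% did, but among the 407 probes called in both 266 moved in the same direction and 141 in opposite directions.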

Other observations

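The tests in this part were chosen after the results were seen, except the test of the slide difference at the level of probes. The value of that test fell between the outcomes written for it, and its reading was settled after the value was seen.

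R50 and CDK2−/− cells join in the tree of correlation distances over the 2300 probes of the methods' ANOVA with median centring. In the same kind of distance R50 lies farther from CDK2−/− than from WT, by 0.143 over those probes. This fits the explanation that WT and WT+NU6102 pair first, at 0.935, which leaves R50 and CDK2−/− to each other. The joining may therefore come from the order of the pairs in the tree. Both groups lie on slide 1. If slide effects on single probes made up the whole contrast between the slides, different probes of a gene would correlate near 0. The correlation between probes of the same gene was 0.549 (0.513 to 0.584, over 4499 genes) for the contrast between the slides. It was 0.663 for CDK2−/− and WT+NU6102 against WT and R50, and 0.506 for the remaining contrast. The value is far above 0, so the contrast is not made of such slide effects alone. However, the contrast also holds effects of 1 group alone, such as that of NU6102, which raise the correlation whatever the slide does. The test therefore cannot decide whether a slide effect on single probes joins R50 and CDK2−/−. Such an effect stays open as a cause of the joining. The slide contrast carries 42.5% of the variance between group means over the 6065 probes, against 34.6% and 22.9%. A difference between RNA batches that moves whole genes cannot be told apart from a change shared by R50 and CDK2−/− cells, because each slide holds whole groups.

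CDK6 was higher in R50 cells, and a gain of its chromosome region was tested on 24 other probes within 2 Mb that were well above background on all arrays. Their median change in R50 against WT was −0.10, which argues against a gain of the whole region. The 1 probe called higher belongs to a transcript without a gene symbol and rose by 2.17. GNG11, which was well above background on only 4 arrays and so not among them, changed by −4.08. A probe of another transcript without a gene symbol, left out because it was well above background on only 3 arrays, rose by 2.17 (limma adjusted p = 0.0241). These probes were picked after their values were seen. The 2 probes without a gene symbol lie side by side, from 92546261 to 92546485 on chromosome 7. The CDK6 probe starts at 92234443. A gain of CDK6 alone, a gain of CDK6 together with this locus and a change in the regulation of CDK6 stay open. CDK6 also rose by 1.37 within a slide after 24 h of NU6102, and R50 cells were selected in NU6102, so part of the difference may be a response to the inhibitor if R50 cells were harvested in it. The paper's text does not name the NU6102 concentration at harvest of the R50 cells for the arrays, so this stays open. With each array left out the rise with NU6102 stayed between 1.34 and 1.41.

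The effects of CDK2 deletion and of NU6102 correlated at 0.0611, below the 0.450 to 0.548 of unchanged groups that share the WT arrays. That range is for groups that differ by noise alone, so it is no baseline for probes selected as differing. With separate WT arrays for each effect the correlation was 0.0599 and 0.0531, so sharing the WT arrays changed it little. NU6102 lowered more probes than it raised at a log2 change of at least 1, 1498 against 363, and without a minimum fold change 6058 against 6771. No explanation was tested.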
